# MicroRNAs and targets in senescent litchi fruit during ambient storage and post-cold storage shelf life

**DOI:** 10.1186/s12870-015-0509-2

**Published:** 2015-07-16

**Authors:** Furong Yao, Hong Zhu, Chun Yi, Hongxia Qu, Yueming Jiang

**Keywords:** *Litchi chinensis*, MicroRNAs, Targets, Senescence, Storage

## Abstract

**Background:**

Litchi has a high commercial value due to its bright color and rich nutrients. However, it deteriorates with the pericarp turning brown within 1–2 days after harvest. The factors that mediate litchi fruit senescence are complicated. MicroRNAs act as negative regulators involved in almost every physiological process. To understand the mechanism of litchi fruit senescence and pericarp browning at the miRNA level, five small RNA libraries and a degradome library prepared from the pericarp of litchi fruit subjected to ambient storage and post-cold storage shelf life were sequenced.

**Results:**

By aligning the sRNA reads onto the litchi unigene assembly, 296 miRNAs belonging to 49 known miRNA families were first identified from litchi. In addition, 11 litchi-specific miRNAs were identified. Among these, 167 known miRNAs were identified to cleave 197 targets, and three litchi-specific miRNAs were found to have five targets. Through combined analysis of stem-loop quantitative real-time polymerase chain reaction (qRT-PCR) and transcriptome profiling, 14 miRNA-target pairs were found to be actively involved in litchi fruit senescence-related processes, including energy regulation, anthocyanin metabolism, hormone signaling, and pathogen-infection defense.

**Conclusions:**

A network of miRNA-targets that regulate litchi fruit senescence has been proposed, revealing the miRNA-mediated regulation in senescent litchi fruit. This will aid in developing new strategies to postpone the senescence of litchi fruit and other horticultural products.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0509-2) contains supplementary material, which is available to authorized users.

## Background

Litchi (*Litchi chinensis* Sonn*.*), a native fruit of China, has a high commercial value in the international market due to its bright color and the presence of rich nutrients in the pulp [1]. However, this perishable fruit senesces quickly after harvest, which is reflected in the browning of the pericarp within 1–2 days at ambient temperature [2]. Fruit senescence is controlled by multiple internal and environmental factors, each of which upregulates a subset of senescence-associated genes (*SAG*s), which are sequentially involved in perception, signal transduction pathways, and downstream responses; all of these genes are subject to complex regulatory crosstalk [3, 4]. It has been reported that cellular energy status plays a vital role in regulating litchi fruit senescence and browning [5]. As an energy regulator, snf1-related kinase 1 (SnRK1) has been reported to be involved in the global regulation of carbon and nitrogen metabolism, further affecting the cellular energy level [6, 7]. Moreover, pathogen infection usually induces fruit senescence and browning. Plants have their own mechanism to defend against pathogen attack, among which the accumulation of callose is important [8]. Transcription factors (TFs) usually regulate a wide range of biological processes, including senescence [9, 10]. For example, MYBs play an important role in fruit senescence [11]; in particular, they have been reported to be widely involved in the regulation of anthocyanin metabolism [12–15], which is an important factor affecting pericarp browning [16, 17].

MicroRNAs (miRNAs) are endogenous noncoding small RNAs that have been found in plants, animals, and even viruses [18–20]. They play important roles in plant development through the regulation of gene expression by mRNA degradation or translational inhibition [18, 21]. In plants, cleavage occurs in the middle of the mRNA–miRNA duplex (between the tenth and eleventh nucleotides from 5′ end of the miRNA) [22]. As a result, the 3′ fragment of the target mRNA has a monophosphate at its 5′ end, which is an important factor that validates a miRNA target [23]. In recent years, with the rapid development of high throughput sequencing, many miRNAs and their target genes have been identified from diverse plant species [24]. The discovery of these miRNAs and their targets makes it possible to further understand the gene regulation network and biological mechanism mediated by miRNAs. However, little is known about miRNAs in litchi.

Previous studies have demonstrated that miRNAs can mediate plant senescence. For example, miR164 has been found to regulate the NAC transcription factor *ORE1*, and senescence is accelerated in the miR164 mutant [25]. In another case, miR390 triggers the production of trans-acting siRNA from *TAS3*, leading to mRNA degradation of the auxin response factors ARF2/3/4 and ultimately affecting the timing of senescence [26]. Additionally, the overexpression of miR319 targeting TCP transcription factors has been reported to result in a stay-green phenotype [27, 28]. With regard to fruit, only a few miRNAs (miR156 and miR172) have been verified to fine-tune the expression of *CNR* and *AP2a*, which are important regulators in tomato fruit ripening [29, 30]. However, little is known about miRNA expression and its targets in stored fruit senescence in general. Thus, our study has a broader appeal to stored fruits other than litchi alone.

To understand the regulation of miRNAs on the senescence of harvested litchi fruit, five small RNA libraries of litchi fruit after storage under different temperatures and a mixed degradome library were sequenced. MiRNAs and their targets were identified using a litchi unigene reference assembled from transcriptome sequencing. A number of miRNAs were then validated by stem-loop real-time quantitative RT-PCR, and a possible miRNA-target regulatory network in litchi browning and senescence was proposed. Our study provides basic information for further understanding of the miRNA-mediated senescence in harvested litchi fruit and offers a new theoretical strategy to postpone the senescence of harvested horticultural products.

## Results

### Analysis of small RNA library datasets from litchi fruit

A total of approximately 45 million reliable reads were obtained from high-throughput sequencing of 0 d-, 4 d-, 14 d 0 h-, 14 d 24 h-, and 14 d 48 h-derived sRNA libraries from litchi pericarp (Additional file 1). 

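The small RNA data came from litchi pericarp, the outer skin of the fruit, with 1 library for each of 5 storage points. Fruit were sampled after 0 d and 4 d at ambient temperature, and after 0 h, 24 h and 48 h at ambient temperature following 14 d of cold storage. Adaptor-trimmed reads of 15 to 29 nt numbered 9451415 at 0 d, 7549948 at 4 d, 10107025 at 14 d 0 h, 10775511 at 14 d 24 h and 6945003 at 14 d 48 h. After the authors' length, low-complexity and t/rRNA filters, 3545738 reads of 20 to 24 nt were left at 0 d, 2907693 at 4 d, 4035033 at 14 d 0 h, 4386007 at 14 d 24 h and 2953202 at 14 d 48 h. The 4 d and 14 d 48 h libraries were thus the shallowest. For each known miRNA the authors deposited raw reads and normalized reads in RPM, that is, scaled to a common library total. The total behind this scaling is not given in the sources used here, but the normalized values show that 1 read was worth 0.185 RPM at 0 d, 0.201 at 4 d, 0.161 at 14 d 0 h, 0.146 at 14 d 24 h and 0.218 at 14 d 48 h, and this scaling was used for the known miRNAs. Raw reads of the litchi-specific miRNAs were set against the filtered reads of 20 to 24 nt. Each pair of libraries was compared as a ratio of RPM with an exact 95% interval from the conditional binomial distribution, and a miRNA is called higher or lower where that interval excludes 1. The interval covers counting error only. With 1 library per time point there is no replicate check and no p-value is given, so each ratio compares a pair of libraries, not the storage conditions themselves.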

All of the reads were first processed by removing the 3′ adaptor sequence, and reads with low complexity and those homologous to t/rRNAs were excluded. Approximately 10 % of the reads aligned to the litchi unigene assembly with up to one mismatch (Additional file 1), and reads of 20 ~ 24 nucleotides were used for further analyses. 

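Of the filtered reads of 20 to 24 nt, 119828 matched the unigenes without mismatch in the deposited statistics, which is 0.672% (exact binomial 95% interval 0.668% to 0.676%). The share was 0.620% at 0 d, 0.799% at 4 d, 0.619% at 14 d 0 h, 0.622% at 14 d 24 h and 0.758% at 14 d 48 h. The 4 d library, at 0.789% to 0.810%, and the 14 d 48 h library, at 0.748% to 0.768%, lay above the other 3 libraries, whose intervals overlapped. Set against all trimmed reads, the overall share was 0.267%. Reads aligned with 1 mismatch are not counted in the deposited statistics.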

The length distribution of the sRNA from five libraries showed an uneven pattern. In general, the majority of the small RNAs were distributed from 20 to 24-nt in size, and the most abundant was 24-nt, followed by 22-nt and 23-nt (Fig. 1a). One possible cause of the observed changes in the predominance of different groups of mature sRNAs could be the differential activity of the various sRNA biogenesis pathways. The size of mature sRNAs and the complexity of produced sRNA proportions are two key features that can distinguish various sRNA pathways. We observed in our data that 24-nt sRNAs were the most abundant class of sRNAs, which was consistent with previous reports [24]. This bias towards 24-nt sRNAs was particularly strong in litchi just after cold storage. Twenty-one-nucleotide sRNAs, on the contrary, showed a decreased abundance upon cold storage (Fig. 1a). This tradeoff suggested that different sRNA pathways are interlinked during the storage. Unexpectedly, 21-nt sRNAs in our study were less abundant than 22-nt and 23-nt sRNAs, suggesting that litchi may only harbor a limited number of miRNAs or that the length of miRNAs in litchi may vary greatly. 

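Across reads of 20 to 24 nt, the complexity index (distinct sequences divided by reads) was 0.209 at 0 d and 0.245 at 4 d of ambient storage. After cold storage it was 0.196 at 14 d 0 h, 0.192 at 14 d 24 h and 0.237 at 14 d 48 h. The index at 4 d was 1.17 times that at 0 d, and the index at 14 d 48 h was 1.21 times that at 14 d 0 h, whereas 14 d 24 h stood at 0.982 times the value of 14 d 0 h, although at 1.08 times over reads matching unigenes. These values rest on 739843 distinct sequences at 0 d, 711615 at 4 d, 789651 at 14 d 0 h, 842650 at 14 d 24 h and 698816 at 14 d 48 h. Over these filtered reads the deeper library had the lower index in all 10 pairs of libraries, over all trimmed reads in 7 and over reads matching unigenes in 8. Over all trimmed reads the 4 d index was 0.977 times that at 0 d, and over reads matching unigenes it was 0.814 times, so the direction between 0 d and 4 d turned. Counts for single size classes were not used here.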

As shown in Fig. 1b, we noticed an increase in the complexity indexes of all classes of sRNAs as the storage time progressed, regardless of whether the fruit was at ambient temperature or at post-cold storage shelf life, indicating a shift towards a more heterogenized population of sRNAs when the fruit senesced. Furthermore, it was strikingly strange that 24-nt sRNAs showed the lowest complexity index while other classes of sRNAs showed the longer size the more diverse sRNA sequence composition (Fig. 1b). This finding was different from those of most reports in other plants and reflected a unique feature of litchi sRNAs.

**Fig. 1:**
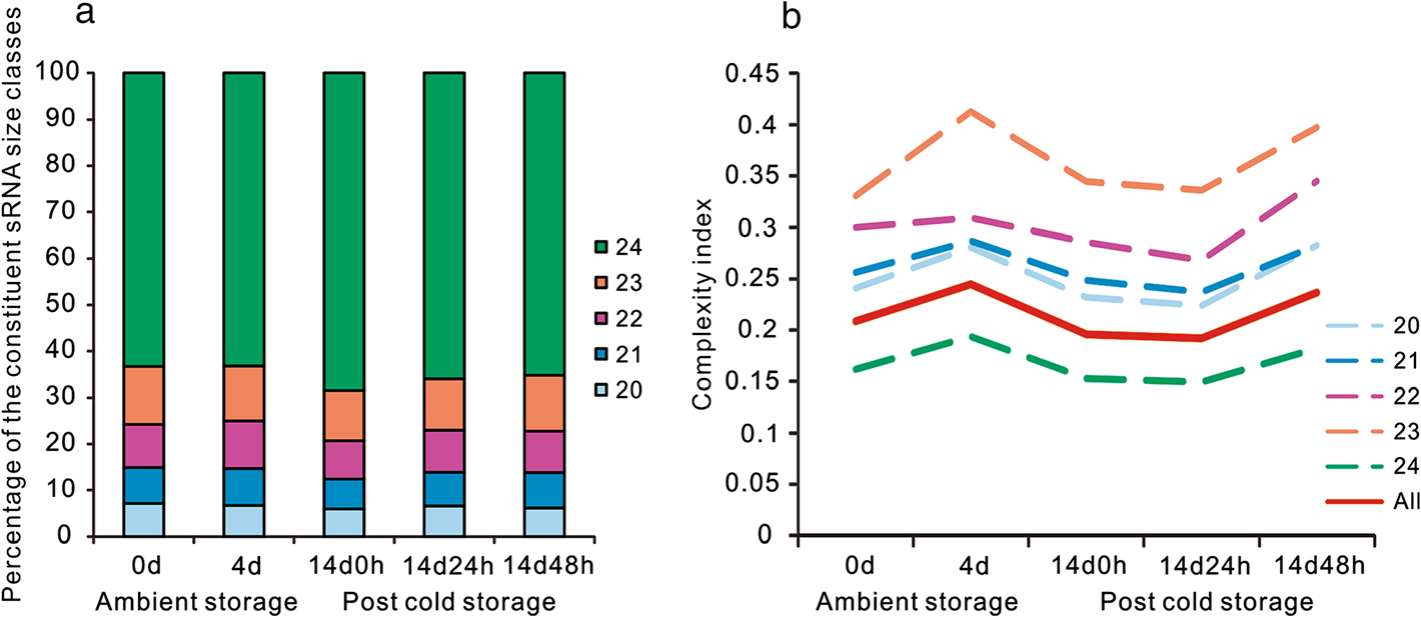
Distribution and complexity variation of sRNA in litchi pericarp. (**a**) Size class distribution of 20 ~ 24-nt sRNA reads during ambient and post-cold storage. The composition of sRNA classes is shown for each of the storage time points, defined as 0 d and 4 d at 25 °C, and 0 h, 24 h and 48 h at 25 °C after 2-week cold storage at 1 °C. rRNA and tRNA sequences are removed. (**b**) Change of the complexity for different size classes and all sRNA reads during ambient and post-cold storage. The complexity index is calculated as unique read count divided by total read count for all and each size class separately. Higher index represents more diverse sRNA sequence composition

### Identification of known and novel miRNAs in litchi fruit

Known miRNAs in litchi fruit were identified by matches to sequences from the miRNA repository (miRBase 20, [31]), allowing up to two mismatches. In total, 296 miRNAs were identified, among which 65 miRNAs from 19 families showed >50 total reads and 37 miRNAs from 11 families showed >10 total reads, and precursor sequences were also identified (Fig. 2a). 

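The deposited list holds 296 known miRNAs from 49 families with 31324 raw reads over the 5 libraries. More than 10 raw reads were found for 61 miRNAs from 18 families, and more than 50 for 34 miRNAs from 9 families. The 9 families over the higher threshold include miR159, miR319 and miR396, miR393 and miR160 of auxin signalling, and miR403 and miR162, whose conserved targets belong to the silencing machinery. Counting miRNAs with 10 or more raw reads gave 65 miRNAs from 19 families. A single read carried 127 of the 296 miRNAs, and 27 families had fewer than 10 reads each. Sequence length ran from 18 to 24 nt, 11 sequences were listed under more than 1 family, and 220 of the 296 sequences end in the bases TCT. With normalized in place of raw reads, 34 miRNAs from 9 families exceeded 10 and 11 miRNAs from 4 families exceeded 50.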

Based on precursor sequences, these 296 miRNAs were classified into 49 miRNA families. 

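Several known families differed between the libraries by more than counting error. The miR396 family, whose conserved targets are growth-regulating factors, stood at 184 RPM at 0 d and 399 at 4 d, a ratio of 2.17 (95% interval 2.01 to 2.34). After cold storage it stood at 229.7 at 14 d 0 h and 428 at 14 d 48 h, a ratio of 1.86 (1.74 to 2.00). The miR403 family, whose conserved target is an ARGONAUTE mRNA, was 7.13 times as high at 4 d as at 0 d (3.86 to 14.4) and 2.38 times as high at 14 d 48 h as at 14 d 0 h (1.57 to 3.67). The miR319 family, which targets TCP transcription factors, was lower at 4 d than at 0 d, at 78.2 against 292 RPM (ratio 0.268, 0.239 to 0.299), and miR159, which targets GAMYB-like factors, stood at 0.581 times its 0 d level (0.550 to 0.614).

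**Figure D1:**
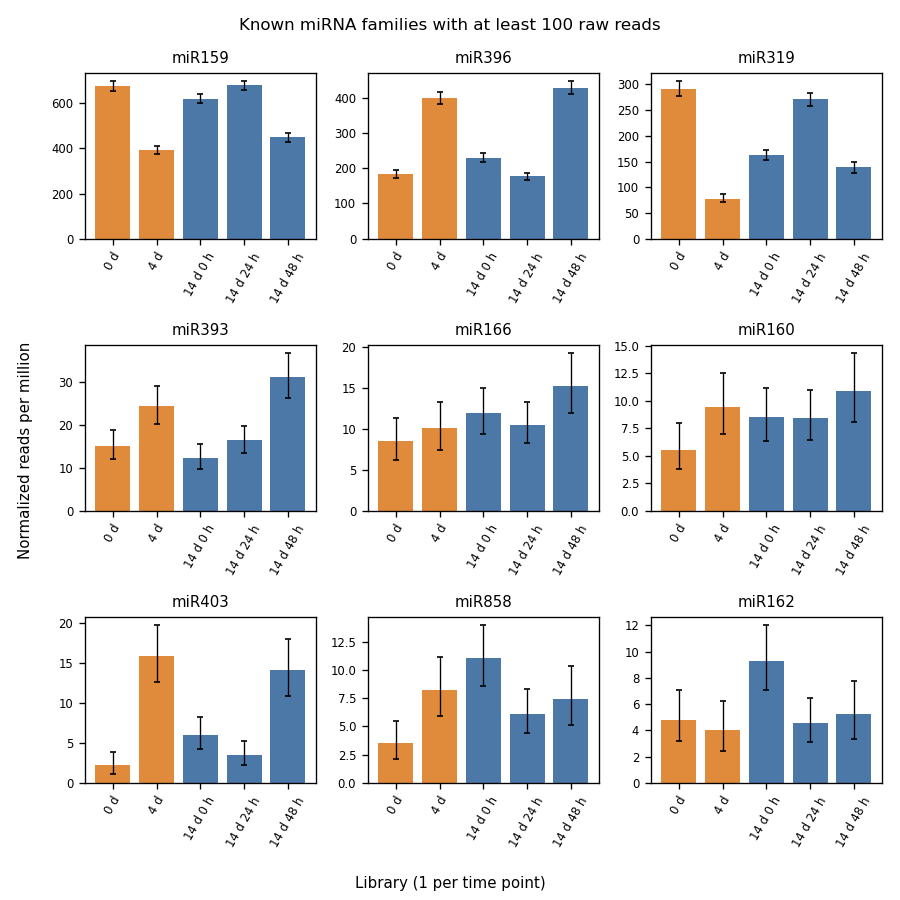
Normalized reads (RPM) of the 9 known families with at least 100 raw reads in each of 5 libraries, with 1 library per time point. Bars are orange for ambient storage and blue after cold storage, and error bars are exact Poisson 95% intervals for counting error. The miR396 bars at 4 d and 14 d 48 h, 399 and 428, stand above those of the other libraries.

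Of the 9 families, 5 were higher and 2 lower at 4 d than at 0 d. Besides miR396 and miR403 the higher ones were miR393 (1.62, 1.21 to 2.17), miR160 (1.70, 1.05 to 2.78) and miR858 (2.34, 1.33 to 4.27), a family that targets MYB factors of flavonoid metabolism. The call of miR160 was lost over the sum of known miRNA reads without miR159 (1.55, 0.957 to 2.53) and with only the members of more than 10 reads (0.952 to 2.56). At 14 d 0 h against 0 d, 4 were higher (miR396, miR403, miR858 and miR162) and 2 lower, miR319 and miR159, although the miR159 ratio of 0.919 was 0.992 over all trimmed reads, which ended the call, 1.02 against the sum of known miRNA reads and 1.04 without miR159 in that sum. During shelf life after cold storage, 14 d 24 h had miR159 and miR319 higher and miR396, miR858 and miR162 lower than 14 d 0 h, whereas 14 d 48 h had miR396, miR393 and miR403 higher and miR159, miR319 and miR162 lower. Over all trimmed reads the call of miR319 at 14 d 48 h was lost (0.917, with an interval that included 1), and over both sums of known reads miR858 was lower as well. The miR393 ratio at that point was 2.52 (1.90 to 3.37), while miR166, which targets class III HD-Zip factors, was called in no comparison with the authors' scaling but was higher at 14 d 0 h than at 0 d over all trimmed reads (1.03 to 2.22) and over both sums, with a ratio of 1.54 (1.05 to 2.28) over the sum of all known reads. Among the 4 families of the auxin signalling list, miR393, miR167 and miR160 were higher at 4 d than at 0 d with the authors' scaling, while miR390, with 1 read in all, could not be compared. The 4 d and 14 d 48 h libraries are also the shallowest of the 5. The split of higher and lower families moved to 6 and 1 for 14 d 0 h against 0 d over all trimmed reads and over both sums of known reads, and to 1 and 4 for 14 d 24 h over both sums, where miR159 was 1.00 times its 14 d 0 h level. Over all trimmed reads the split for 14 d 24 h was 3 and 3.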

Expression levels of the known miRNAs, as reflected by normalized reads, showed great variation among families in fruit samples at different time points. The highest read abundance was detected for miR319, miR396 and miR159, ranging from 16,155 to 5,466, which was many times more than other relatively abundant miRNA families, including miR393, miR166, miR162, and miR160, whose total abundance ranged from 159 to 534 (Additional file 2). These miRNAs were highly conserved in a variety of plant species. In addition, many less-conserved miRNAs found only in a few plant species were also identified in our dataset, such as miR403, miR858, miR477, miR530, and miR894, with a total abundance ranging from 37 to 217 (Additional file 2). 

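The raw reads summed over the 5 libraries were 16155 for miR159, 7582 for miR396 and 5466 for miR319, together 93.2% of all reads of known miRNAs. The miR393 family followed with 534 reads, miR166 with 312, miR160 with 238 and miR162 with 159, so that miR319 had 10.2 times the reads of miR393. On the authors' normalized scale the sums were 2814 RPM for miR159, 1417 for miR396, 942 for miR319 and 99.2 for miR393. The 3 leading families hold 143 of the listed miRNAs.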

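Among these families, miR403 had 217 raw reads, miR858 had 205, miR477 had 46, miR530 had 38 and miR894 had 37. Reads of miR477 numbered 3 at 0 d and 17 at 4 d, a ratio of 6.14 (95% interval 1.78 to 32.7). No miR530 read was found at 0 d and 14 were found at 4 d, which is at least 5.06-fold higher when 0 d is set at the floor of 3 counts, with an exact lower 95% limit of 3.59. After cold storage miR530 had 3 reads at 14 d 0 h and 19 at 14 d 48 h, a ratio of 8.59 (2.53 to 45.3). For miR894, 1 read at 0 d and 13 at 4 d gave a ratio of 14.1 (2.12 to 599). All of these intervals are wide because the counts are small.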

Interestingly, we noticed a prevalent isoforming process for lch-miR159 precursors from litchi unigene no. 45530, which yielded precisely three miR159 isoforms with variable numbers of uridines at the 5′ end and highly variable abundances (Fig. 2b). 

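The 3 isoforms are TTTGGATTGAAGGGAGCTCT (lch-miR159d, 20 nt), TTGGATTGAAGGGAGCTCT (lch-miR159g, 19 nt) and TGGATTGAAGGGAGCTCT (lch-miR159j, 18 nt), which begin with 3, 2 and 1 uridines. They had 3189, 169 and 73 raw reads over the 5 libraries, or 92.9%, 4.93% and 2.13% of their sum. The share of the 20-nt isoform was 93.3% at 0 d (exact binomial 95% interval 90.8% to 95.3%), 92.8% at 4 d, 91.8% at 14 d 0 h (89.6% to 93.7%) and 92.9% at 14 d 24 h, and at 14 d 48 h the interval ran from 92.5% to 96.8%. The intervals of the 5 libraries overlapped. All 3 sequences end in TCT, as do most of the listed miRNAs.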

There were more sRNA reads homologous to mature miR159 with one or two mismatches, which were also likely to be derived from this unigene (Additional file 2).

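The miR159 family has 76 listed members, of which 73 are other than the 3 isoforms and hold 12724 raw reads. The 4 most abundant members held 93.2% of the family's reads, and 32 members had a single read. The most abundant, lch-miR159a (18 nt), had 1540 reads at 0 d and 246 at 4 d, a ratio of 0.173 (95% interval 0.151 to 0.198), and 1270 at 14 d 0 h and 197 at 14 d 48 h, a ratio of 0.210 (0.180 to 0.245). It held 32.9% of the family's reads at 14 d 0 h and 9.55% at 14 d 48 h, so the lower family level at 14 d 48 h rests largely on it. In contrast, lch-miR159b (22 nt) was higher, with 575 reads at 0 d and 796 at 4 d (interval of the ratio 1.35 to 1.67) and a ratio of 1.34 (1.21 to 1.48) at 14 d 48 h against 14 d 0 h, which was 0.922 against the sum of known reads without miR159. Both members were chosen after their values had been seen, and their lengths include the TCT in which both end. Which unigene each of these sequences came from is not listed.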

**Fig. 2:**
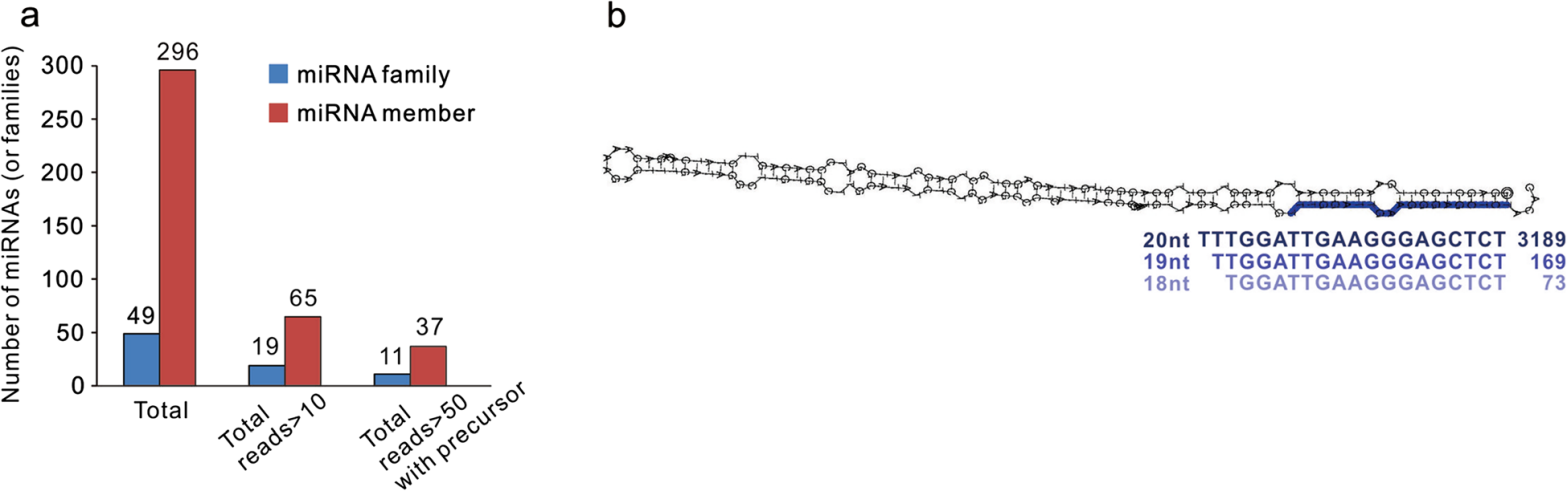
Conserved litchi miRNAs. (**a**) Bar plot showing the number of conserved miRNA families and members identified from litchi pericarp. (**b**) Stem-loop structure of lch-miR159 precursor, which comes from litchi unigene No. 45530. Isoforms of lch-miR159, showing a variable number of uridines at the 5′ end, are detected with highly variable abundances

After excluding sRNA reads matched to known miRNAs, the remaining sRNAs (20 ~ 24-nt) were subjected to identifying novel miRNAs in litchi using MiRCat and RNAfold. The putative miRNAs were finally considered to be novel miRNA candidates when they met the criterion of plant miRNA identification [32]. This analysis resulted in 11 novel miRNA candidates in litchi from 10 unigenes (Table 1, Additional files 3 and 4), termed litchi-specific miRNAs. 

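The candidate table holds 151 entries with 111 distinct sequences on 91 unigenes, and the 11 litchi-specific miRNAs lie on 10 of these. For example, lch-miRC1 (TGGGTGAAAGATGCAGCAAAATCT) maps to positions 294 to 317 of unigene 29764 on the plus strand, in a hairpin of 81 nt. The most abundant candidates after it were lch-miRC4, at positions 2259 to 2282 of unigene 43109, and lch-miRC2, at positions 8439 to 8462 of unigene 3356. Deposited scores of minimum free energy for the 11 hairpins ran from -71.02 to -18.3, and the authors' deposited p-values from MiRCat from 0.0099 to 0.0396. No miRNA* sequence is listed for any of the 11. In 136 of the 151 entries an abundance is given for 1 library only.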

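By length, 1 of the litchi-specific miRNAs was 21 nt (lch-miRC10), 1 was 22 nt (lch-miRC6), 1 was 23 nt (lch-miRC5) and 8 were 24 nt. These lengths include the TCT in which all 11 end.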

Only two of them belonged to the 21- or 22-nt classes of miRNAs, while all of the remaining ones belonged to the 23- or 24-nt class. Equal numbers of miRNAs were derived from the sense and antisense strands. 

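In the deposited table, 6 of the litchi-specific miRNAs lie on the plus strand of 6 unigenes (lch-miRC1, lch-miRC2, lch-miRC3, lch-miRC4, lch-miRC7 and lch-miRC11). The remaining 5 lie on the minus strand of 4 unigenes (lch-miRC5, lch-miRC6, lch-miRC8, lch-miRC9 and lch-miRC10).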

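On the minus strand of unigene 41226, lch-miRC5 (CCTGTTGAGCTTGACTCTAGTCT) covers positions 539 to 561 and lch-miRC10 (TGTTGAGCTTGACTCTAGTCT) positions 539 to 559, within the same hairpin of 171 nt. The longer sequence was the more abundant in every library, with 108 against 63 raw reads at 0 d, 57 against 34 at 14 d 0 h and 83 against 42 at 14 d 24 h. Their ratio was 1.71 at 0 d (95% interval 1.25 to 2.38) and 1.98 at 14 d 24 h (1.35 to 2.94). At 4 d and at 14 d 48 h the interval of the ratio included 1.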

Similar to lch-miR159, two litchi-specific miRNAs (lch-miRC5 and lch-miRC10), only differing in two nucleotides at the 5′ end, were identified to originate from the same unigene no. 41226 (Table 1). In general, the litchi-specific miRNAs were less abundant compared to most of the known miRNAs. For example, only lch-miRC1 had a total read abundance greater than 400, while eight of the 11 candidates yielded levels less than 120. Furthermore, most litchi-specific miRNAs showed a stage-specific expression pattern (Table 1).

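In raw reads summed over the 5 libraries, lch-miRC1 had 2141, lch-miRC4 had 1297, lch-miRC2 had 1074, lch-miRC3 had 586 and lch-miRC6 had 494, so 5 of the 11 exceeded 400. Only lch-miRC8 with 110, lch-miRC9 with 88 and lch-miRC11 with 37 had fewer than 120. Table 1 lists normalized values. Raw reads multiplied by each library's share of all filtered reads of 20 to 24 nt gave all 55 values of Table 1 within 0.1, and on that scale 1 miRNA exceeded 400 and 8 were under 120. Multiplying by the share, in place of dividing by it, enlarges differences in depth and does not remove them. The median of the 11 was 320 raw reads against 2 for the 296 known miRNAs, and 257 of the known miRNAs had fewer reads than lch-miRC11. These sets were selected in different ways, so their medians do not compare like with like. The known list keeps 127 miRNAs with a single read, whereas the 11 were chosen from 151 candidate entries.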

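Of the 11 litchi-specific miRNAs, 10 differed between some pairs of libraries by more than counting error. Among them lch-miRC1 was highest at 14 d 48 h, with 268 RPM against 58.7 at 14 d 0 h, a ratio of 4.55 (95% interval 3.93 to 5.29). At 4 d, lch-miRC3 was 2.16 times as high as at 0 d (1.62 to 2.91), and at 14 d 48 h it was 2.04 times as high as at 14 d 0 h (1.58 to 2.64). On the other side, lch-miRC6 stood at 0.469 times its 0 d level at 4 d (0.308 to 0.700) and at 0.392 times its 14 d 0 h level at 14 d 48 h (0.275 to 0.549). The level of lch-miRC7 was 18.6 RPM at 0 d, 7.22 at 4 d, 7.43 at 14 d 0 h, 18.5 at 14 d 24 h and 6.77 at 14 d 48 h.

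**Figure D2:**
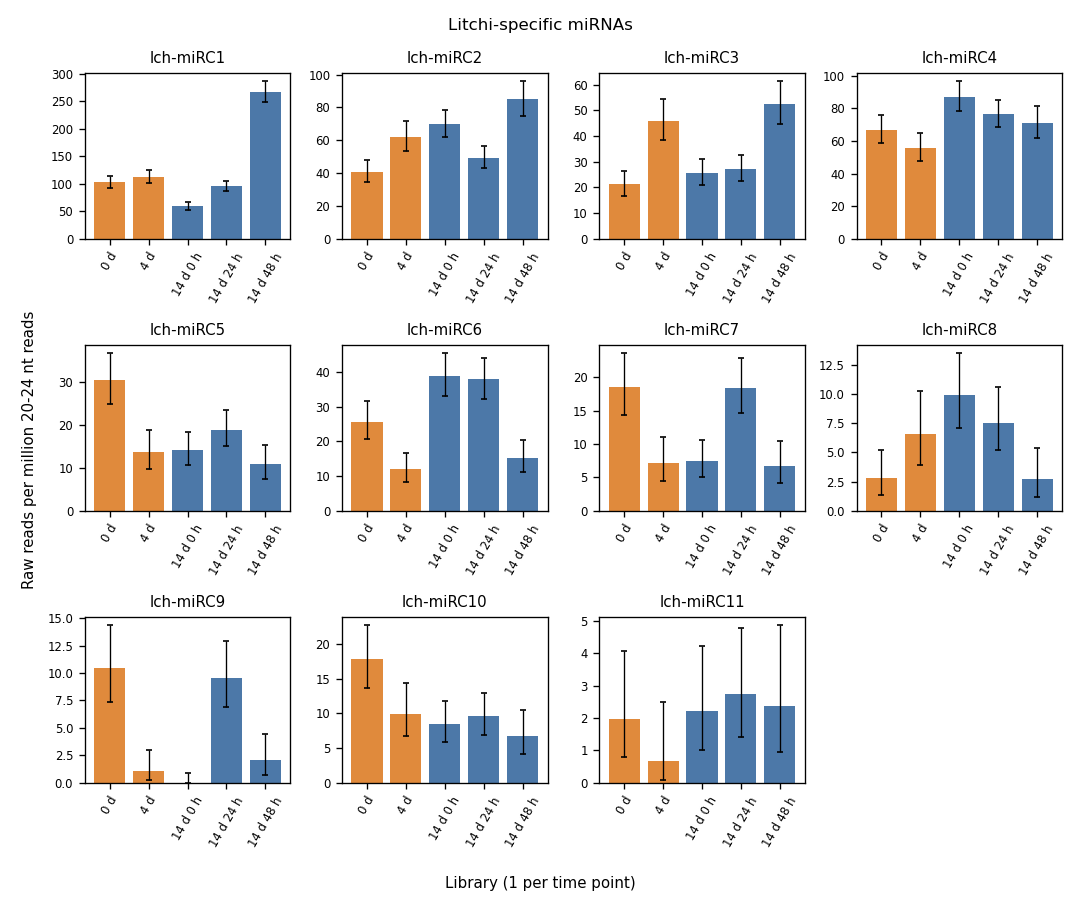
Raw reads of the 11 litchi-specific miRNAs, as RPM of the filtered reads of 20 to 24 nt, in each of 5 libraries, with 1 library per time point. Bars are orange for ambient storage and blue after cold storage, and error bars are exact Poisson 95% intervals for counting error. The tallest bar of lch-miRC1, 268 RPM, is at 14 d 48 h.

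Against 0 d, 3 of the 11 were higher at 4 d (lch-miRC2, lch-miRC3 and lch-miRC8) and 5 were lower, and at 14 d 0 h 4 were higher and 5 lower. Against 14 d 0 h, 3 were higher and 1 (lch-miRC2) lower at 14 d 24 h, and 4 were higher and 3 lower at 14 d 48 h. For lch-miRC11 every interval included 1. With the authors' total of the known miRNAs the split at 4 d was 2 higher and 6 lower, and with reads matching unigenes 1 and 7, and the latter gave 3 and 4 at 14 d 48 h. The call of lch-miRC8 at 4 d was lost with both totals and that of lch-miRC2 with reads matching unigenes, and lch-miRC4, lower at 14 d 48 h, was not called over all trimmed reads (0.868, 0.728 to 1.03). At 14 d 48 h lch-miRC2 was 1.22 times its 14 d 0 h level (1.02 to 1.45), but 0.992 times with reads matching unigenes and 0.652 times from the values printed in Table 1. The scale of Table 1 does not correct for depth. On that scale the ratios at 14 d 48 h were 2.44 for lch-miRC1, 1.09 for lch-miRC3 and 0.211 for lch-miRC6, and 18 of 41 ratios lay outside their counting intervals. From the values of Table 1 the paper states that most of these miRNAs were stage-specific in expression.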

**Table 1:** Predicted candidate litchi-specific miRNAs

Name	Sequence	Len	Unigene	Match site	Str	Normalized abundance					
						0d	4d	14d0h	14d24h	14d48h	Total
lch-miRC1	TGGGTGAAAGATGCAGCAAAATCT	24	lychee_29764	294	+	72.4	53.5	53.6	103.8	130.9	414.2
lch-miRC2	TTCGATTCGAACCCAGAGATGTCT	24	lychee_3356	8439	+	28.8	29.4	63.8	53.1	41.6	216.7
lch-miRC3	TTGTGGTGCTATTGTTTCTCCTCT	24	lychee_28612	3025	+	14.9	21.7	23.5	29.3	25.7	115.1
lch-miRC4	TTCAAGACAACAACTATTGGCTCT	24	lychee_43109	2259	+	47.1	26.4	79.6	82.7	34.8	270.7
lch-miRC5	CCTGTTGAGCTTGACTCTAGTCT	23	lychee_41226	539	−	21.5	6.5	12.9	20.4	5.3	66.6
lch-miRC6	CGAAAAGAACTCTGACTGGTCT	22	lychee_57528	1330	−	18.1	5.7	35.5	40.8	7.5	107.6
lch-miRC7	ATTTGGTAGTAGCTGAGATTCTCT	24	lychee_25799	986	+	13.1	3.4	6.8	19.9	3.3	46.6
lch-miRC8	CTATCAAACGATGATTGTTGGTCT	24	lychee_32974	83	−	2.0	3.1	9.1	8.1	1.3	23.6
lch-miRC9	ATTAAAGGAAGAAAAAGGACCTCT	24	lychee_2125	101	−	7.4	0.5	0.0	10.3	1.0	19.2
lch-miRC10	TGTTGAGCTTGACTCTAGTCT	21	lychee_41226	539	−	12.5	4.7	7.7	10.3	3.3	38.6
lch-miRC11	CGGAGAAGGGCAATTACTCATTCT	24	lychee_25026	5635	+	1.4	0.3	2.0	3.0	1.2	7.9

### Validation of identified litchi miRNAs by stem-loop qRT-PCR

To confirm the existence and expression of the above litchi miRNAs, 29 miRNAs (19 known miRNAs and 10 novel miRNAs) were selected for stem-loop qRT-PCR analysis (Fig. 3). In general, these miRNAs all showed significant expression changes during different storage periods compared with the levels at 0 d. Specifically, 23 miRNAs were up-regulated at 14 d 0 h post-cold storage, among which the relative expression levels of lch-miR396e, lch-miRC10 and lch-miRC5 were 11.0, 12.7 and 14.5, respectively. Notably, the expression of most miRNAs changed quickly when stored at 25 °C for 24 h after 14 d at 1 °C. The expression levels of lch-miR396e, lch-miRC10, and lch-miRC5, declined by 9.07-, 12.35- and 14.16-fold, respectively (Fig. 3). In addition, in contrast to other miRNAs, lch-miR396v_6, lch-miR397, lch-miRC1 were consistently down-regulated. Furthermore, some miRNAs were sequenced in low or even no reads, but they were detected by qRT-PCR, such as lch-miR159v_19, lch-miR319v_16 and lch-miRC11 (Fig. 3). Similarly, one miRNA (lch-miRC9) was not detected by qRT-PCR but was identified from sequencing data.

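In the 5 libraries lch-miR159v_19 had 1 raw read, at 0 d, and lch-miR319v_16 had 1, at 14 d 0 h. A library with no read allows up to 3 counts, which is 0.603 RPM at 4 d and 0.653 at 14 d 48 h, so neither could be compared between libraries at this depth. Reads of lch-miRC11 were found in every library, with 7 at 0 d, 2 at 4 d, 9 at 14 d 0 h, 12 at 14 d 24 h and 7 at 14 d 48 h.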

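By sequencing, lch-miRC9 (ATTAAAGGAAGAAAAAGGACCTCT, positions 101 to 124 of unigene 2125) had 10.4 RPM at 0 d and 9.58 at 14 d 24 h. It had 3 reads at 4 d, a ratio to 0 d of 0.0989 (95% interval 0.0195 to 0.312), and 6 reads at 14 d 48 h. It had 0 reads at 14 d 0 h, and with that library set at the floor of 3 counts (0.743 RPM) it was at least 14.0-fold lower there than at 0 d, with an exact 95% limit of 10.9.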

**Fig. 3:**
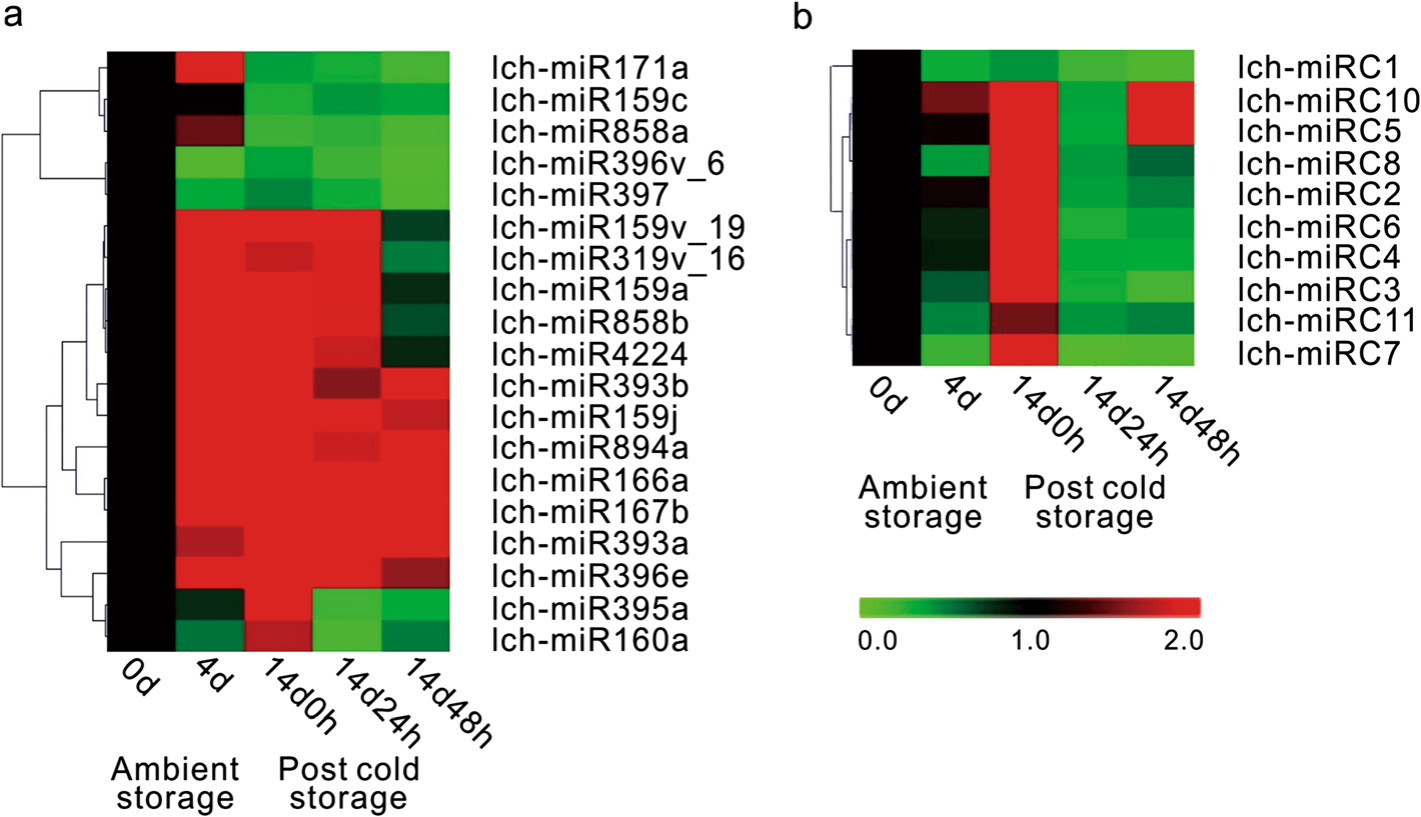
qPCR analysis of relative expression of (**a**) conserved and (**b**) novel miRNAs. The bar represents the scale of relative expression levels of miRNAs. Up (*red*) or down (*green*) regulation in expression are based on normalized data (color bar at the bottom) generated by MeV4.9. Each column represents a sampling point, and each row represents a single miRNA. The relative expression is normalized to actin and the normalized miRNA expression at day 0 is arbitrarily set to 1

### Target genes of litchi miRNAs by degradome analysis

To identify targets of litchi miRNAs in our dataset, degradome sequencing was performed based on the information about miRNA and mRNA sequences obtained from previous transcriptome analysis. A total of 32,396,114 raw reads were generated with 7,677,220 (23.7 %) unique raw reads and 13,087,512 (40.4 %) cDNA mapped reads, of which 27,015 covered cDNAs were obtained. 

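The degradome library was 1 sample of pericarp RNA mixed over the storage points, so it gives no comparison between them. A degradome library captures the 5' ends of cleaved mRNAs, and a peak of such ends opposite the middle of a miRNA marks a cleavage site. The authors deposited 410 pairs of a known miRNA and a target and 5 pairs of a litchi-specific miRNA, each with an alignment score, a cleavage site on the unigene, a category, a CleaveLand P-value and a signal in normalized tags (TPB, tags scaled to a common total). A signal of 30.9 TPB equals 1 of the 32396114 raw reads, and 414 of the 415 deposited values were whole numbers of reads on that scale (within 0.001 read). In Table 2 the values of 14 of the 19 pairs are multiples of 76.4 TPB, which is 1 of the 13087512 mapped reads. Signals are given here as reads on the scale of raw reads. For all 25 targets with more than 1 cleavage site the deposited signal was the same at every site, so it cannot rank the sites of a target. Category 4 stands for a single read at a position. Of its 133 pairs of known miRNAs, 19 carried a signal of more than 1 read. At lychee_55456 the 81 reads stand both at the category 0 site and at neighbouring category 2 sites, which by definition lie below the maximum. For such targets the signal is thus not the count of each listed site. For targets with 1 site it is not settled whether the signal belongs to the site or to the whole target. Pairs were counted as listed, and no new test was run.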

After processing and analysis by CleaveLand 3.0, 197 genes targeted by 167 known miRNAs were identified (Additional file 5). 

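The deposited table has 167 known miRNAs and 197 targets in 410 pairs, at 232 cleavage sites. Of the targets, 22 carry the annotation of a transcription factor, among them GAMYB (lychee_43435), a class III HD-Zip factor (lychee_12179, chosen after its values had been seen) and TCP4 (lychee_2636). By annotation, 7 belong to cell wall and callose, 7 to flavonoid and phenylpropanoid metabolism, 6 to proteolysis and ubiquitin, 6 to translation, 5 to energy sensing and protein kinases and 3 to hormone signalling, while 53 have no functional name. These groups were formed by words in the annotation after the annotations had been seen, and they overlap, as lychee_18326, lychee_30086 and lychee_40412 are counted both as transcription factors and under flavonoid and phenylpropanoid metabolism. In the authors' deposited table the CleaveLand P-value was under 0.05 for 41 of all 415 pairs, which fall on 12 targets and 13 cleavage sites. Among these 12, lychee_14851 is annotated as a precursor of microRNA 398b and is paired with miR398. Another, lychee_57528, is the unigene from which its miRNA, lch-miRC6, is itself listed to derive. After Benjamini-Hochberg adjustment over the 415 pairs, none of the authors' deposited P-values was under 0.05, the lowest adjusted value being 0.151. The lowest CleaveLand P-value in the list was 0.00249, so over 415 pairs no pair could pass this adjustment on its own. Related miRNAs that share a site also count as separate pairs, so the adjusted values cannot decide on single targets. With an alignment score of at most 3, 112 pairs of 80 known miRNAs and 47 targets were left.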

The identified targets were further classified into five categories (0–4) (Additional file 6). Among the targets for the known miRNA families, 40 belonged to category 0, representing the most abundant degradome tags corresponding to the cleavage site and matching cognate transcripts, and 198 belonged to category 2, whose cleavage abundance was higher than the median but below the maximum. 

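Of the pairs with known miRNAs, 9.76% were in category 0, 48.3% in category 2 and 32.4% in category 4, with 38 pairs in category 3 and 1 in category 1. The category 0 pairs fall on 10 targets, since related miRNAs share a site, and the category 2 pairs on 109. Counting each site once, a setting chosen after the values had been seen, the median signal was 63.5 reads over the 10 sites of category 0 and 4 over the 121 of category 2. Category 2 includes neighbours of category 0 sites that carry the same signal, such as position 1691 of lychee_43435 with 170 reads. The targets of category 0 include lychee_18326 (ODORANT1-like), lychee_40412 (TT2-like) and lychee_30086 (myb-like), MYB factors paired with miR858, of which lychee_40412 was chosen after its values had been seen. In the authors' deposited table the P-value was under 0.05 in 37 of the 40 category 0 pairs, in 3 category 3 pairs and in none of the 198 category 2 pairs, whose lowest P-value was 0.174. This CleaveLand P-value does not follow the signal. In category 0 it was 0.00249 both for lch-miR398a on lychee_14851, with 4 reads, and for lch-miR858d on lychee_18326, with 95 reads. P-value and category were not shown to be independent, so the split is not separate support for category 0.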

The number of identified gene targets greatly varied for different miRNAs (Additional file 5). It was shown that most miRNAs could regulate more than one target gene, especially miRNAs in the miR396 family, such as lch-miR396v_1 (11 targets), lch-miR396v_7 (10 targets), lch-miR396v_10 (11 targets), lch-miR396v_12 (13 targets), and lch-miR396v_31 (15 targets). This corresponded to the high expression of miR396 family members throughout the storage of litchi fruit. Conversely, one target gene might be regulated by multiple miRNAs at either the same or different cleavage sites, particularly for lychee_43435 annotated as an MYB transcription factor, which was targeted by 31 miRNAs from the miR159 and miR319 families, suggesting that *MYB*s, as key transcription factors in various biological processes, are likely to be strictly controlled by miRNAs.

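More than 1 target was listed for 89 of the known miRNAs, or 53.3%, and 78 had a single one. The miR396 family held 41 of the miRNAs, 75 targets and 42.4% of the pairs. Of the 7 miRNAs with 10 or more targets, 6 belong to miR396, namely lch-miR396v_31 with 15, lch-miR396v_12 with 13, lch-miR396v_1 and lch-miR396v_10 with 11 each, and lch-miR396v_7 and lch-miR396v_17 with 10 each, and the other is lch-miR6169. In categories 0 to 2 alone, lch-miR396v_31 kept 13 targets and lch-miR396v_10 kept 3. None of these 7 miRNAs had a pair with a P-value under 0.05 in the authors' deposited table, and the whole miR396 family had 1. Counting categories 0 to 2 only, 53 miRNAs had more than 1 target.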

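Raw reads of the miR396 members with the most targets varied, with 2 for lch-miR396v_31, 7 for lch-miR396v_12 and 13 for lch-miR396v_17 over the 5 libraries. They were 43 for lch-miR396v_10, 55 for lch-miR396v_7 and 191 for lch-miR396v_1. The family's most abundant member, lch-miR396a, had 647 raw reads at 0 d, 1067 at 4 d, 814 at 14 d 0 h, 748 at 14 d 24 h and 1110 at 14 d 48 h.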

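More than 1 miRNA was listed for 50 of the targets. For lychee_43435, annotated as GAMYB, the miRNAs were 23 of the miR159 and 8 of the miR319 family. They fall on 2 neighbouring sites, with 20 miRNAs in category 0 at position 1692 and 11 in category 2 at position 1691, and the signal was 170 reads. In the authors' deposited table 18 of these pairs had a P-value under 0.05, the lowest being 0.00622. Other targets with many miRNAs were lychee_55389 (cysteine protease CP1) with 23 miRNAs of miR396 at 5 sites, lychee_55826 (growth-regulating factor 4-like) with 16 and a signal of 87 reads, lychee_4093 (BAHD acyltransferase DCR) with 15, lychee_56040 (a pentatricopeptide repeat protein) with 14, lychee_31710 (uncharacterized) with 9, and lychee_12780 (TCP2) and lychee_24303 (a transcription factor) with 8 each. With 7 each followed lychee_2636 and lychee_23399, a ribosomal protein S5. From the many miRNAs on the MYB target the paper proposes that MYB genes are under strict control by miRNAs.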

Gene targets were also identified for the 11 litchi-specific miRNAs. Of the five gene targets identified, one belonged to category 0 and two to category 2, while the remaining two fell into category 4 (Table 2). 

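The category 0 pair is lch-miRC6 with lychee_57528, cleaved at position 1342 with a signal of 39 reads and an alignment score of 0. The aligned range, 1330 to 1351, is also the position from which lch-miRC6 itself is listed to derive, on the minus strand of the same unigene. The category 2 pairs are lch-miRC7 with lychee_30135 (a signal of 19 reads) and lch-miRC10 with lychee_4839 (37 reads), and in category 4 lch-miRC7 is paired with lychee_37170 and lychee_7801, each with 1 read. The authors' deposited table gives a P-value of 0.00467 for the lch-miRC6 pair and P-values from 0.140 to 0.421 for the other 4.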

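The alignment score, which is higher for poorer pairing, was 2.5 for lch-miRC7 with lychee_30135 (NAC domain protein) and with lychee_7801 (caleosin-related), 3.5 for lch-miRC7 with lychee_37170 and 4 for lch-miRC10 with lychee_4839. The median score of the category 2 pairs of known miRNAs was also 4.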

While most targets of the litchi-specific miRNAs had justifiable alignment scores, they were relatively poorly annotated; only two genes were annotated as a NAC transcription factor and a caleosin-related protein, respectively (Table 2).

**Table 2:** Targets of litchi miRNAs (or families)

miRNA	Target	Align score	Category	Cleavage abundance (tpb)	Target annotation
Conserved targets for conserved miRNAs					
lch-miR319	lychee_2636	3.5	2	229.2261509	transcription factor TCP4
lch-miR393	lychee_55456	1	0	6189.106073	auxin signaling F-box 2
lch-miR397	lychee_9267	4	2	1910.217924	laccase
Non-conserved targets for conserved miRNAs					
lch-miR159	lychee_2636	3.5	2	229.2261509	transcription factor TCP4
	lychee_39039	4	2	382.0435848	transcription factor WRKY28
lch-miR396	lychee_55389	1	3	229.2261509	cysteine protease CP1
	lychee_53269	3	2	152.8174339	chalcone isomerase
	lychee_9553	3.5	2	21012.39716	serine/threonine-protein kinase SRK2A
	lychee_15210	4	2	840.4958865	transcription factor AP2/ERF
	lychee_31188	4	2	764.0871695	transcription factor WRKY7
	lychee_16455	3.5	2	229.2261509	callose synthase 1
Targets for other known miRNAs					
lch-miR5252	lychee_39716	3.5	2	458.4523017	glucan endo-1,3-beta-D-glucosidase
lch-miR858	lychee_18326	2.5	0	7258.82811	MYB29 family protein
	lychee_30086	4	0	3514.80098	transcription repressor MYB1
Targets for litchi-specific miRNAs					
lch-miRC6	lychee_57528	0	0	1203.848091	hypothetical protein
lch-miRC7	lychee_30135	2.5	2	586.4900957	NAC domain-containing protein
	lychee_37170	3.5	4	30.86789977	unknown
	lychee_7801	2.5	4	30.86789977	Caleosin related protein
lch-miRC10	lychee_4839	4	2	1142.112292	predicted protein

To better understand the potential biological functions of litchi miRNAs, the identified target genes were subjected to Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses (Additional file 7). Among all functional categories, targets involved in nuclear components occupied the highest frequency, followed by targets participating in DNA-dependent transcription, DNA-dependent regulation of transcription, and DNA binding, respectively, indicating that most targets were transcription factors. In addition, there were some biological processes of low frequency but closely related to litchi fruit browning and senescence. These included a defense response to bacteria/fungi, the auxin/ethylene signaling pathway, cell wall organization, and anthocyanin metabolism. KEGG analysis demonstrated that these targets played roles in five aspects, including metabolism, genetic information processing, environmental information processing, cellular processes, and so on. In the KEGG functional classification, some classes of target genes related to senescence were also found, such as bacterial invasion of epithelial cells, flavonoid biosynthesis, and plant-pathogen interaction (Additional file 7).

### Screening of miRNAs and their targets involved in the post-harvest litchi fruit senescence and RLM-5′-RACE validation

To screen miRNAs and their target genes that were most likely responsive to post-harvest litchi fruit senescence, several steps were carried out. First, based on GO/KEGG functional classifications and non-redundant (Nr) annotation, 62 target genes related to fruit browning and/or senescence were selected (Additional file 8). These targets were mainly associated with cell wall organization, pathogen defense, hormone signaling, anthocyanin metabolism pathway, and energy regulation. Here, it was necessary to note that some of these 62 targets were cleaved by multiple miRNAs, such as lychee_55456 targeted by 10 miRNAs, and some targets were predicted to be involved in more than one process, such as lychee_9267 participating in the organization of both the cell wall and anthocyanin. 

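The 10 miRNAs of lychee_55456, annotated as an AUXIN SIGNALING F-BOX protein of the auxin receptor family, all belong to miR393 and cleave at positions 1612, 1613 and 1614. At 1613, 4 of them are in category 0, with a signal of 81 reads, and the lowest P-value in the authors' deposited table was 0.00281. For lychee_9267, a laccase, lch-miR397 was the only miRNA, at position 884 in category 2 with a signal of 25 reads, a score of 4 and a P-value of 0.683 in the authors' deposited table. In the small RNA libraries lch-miR397 had 1 raw read.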

Second, the above targets were further filtered according to their expression obtained by transcriptome sequencing. For the five sampling time points, genes with the highest expression level of no more than 30 rpkm were excluded. Thus, 40 target genes remained after this step (Additional file 9). Third, the number of targets was further decreased, combining the relative expression of their corresponding miRNAs via stem-loop qPCR (Fig. 3, Additional file 10). The miRNAs that showed significant expression changes during storage were selected along with their targets. Finally, 10 miRNAs and 18 targets likely related to litchi fruit senescence were listed in Table 2. 

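Table 2 holds 19 pairs of a miRNA or family and 1 of 18 targets. By the best aligned deposited miRNA of each, 4 of them were in category 0, the miR393 pair with lychee_55456, the miR858 pairs with lychee_18326 and lychee_30086 and the lch-miRC6 pair, and 12 were in category 2. The lch-miRC6 pair is aligned to the position from which lch-miRC6 itself is listed to derive. For miR858b on lychee_18326 the signal was 95 reads at position 185 with a score of 2.5, and on lychee_30086 it was 46 reads at position 475. Lower signals were found for TCP4 (lychee_2636) with 3 reads, the WRKY factors lychee_39039 and lychee_31188 with 5 and 10, chalcone isomerase (lychee_53269) with 2, callose synthase 1 (lychee_16455) with 3, the glucan endo-1,3-beta-glucosidase lychee_39716 with 6 and the kinase SRK2A (lychee_9553) with 3. For CP1 (lychee_55389) the best aligned pair, with lch-miR396v_17, had a signal of 3 reads and a score of 1 in category 3. The paper's RACE test of CP1 was with lch-miR396a, listed at position 1031 with a score of 4 in category 2. Its CleaveLand P-value in the authors' deposited table was 0.683. With any listed miRNA of the family, a count chosen after the values had been seen, 5 of the 19 had a P-value under 0.05 in the authors' deposited table, the 4 of category 0 and CP1 with lch-miR396v_28 (0.0436, category 3), and the highest of the 19 was that of lch-miR396c on lychee_15210.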

Afterwards, nine senescence-related target genes were selected for RLM-5′-RACE validation, and the cleavage sites of six targets were independently confirmed (Fig. 4d-f, Additional file 10).

**Fig. 4:**
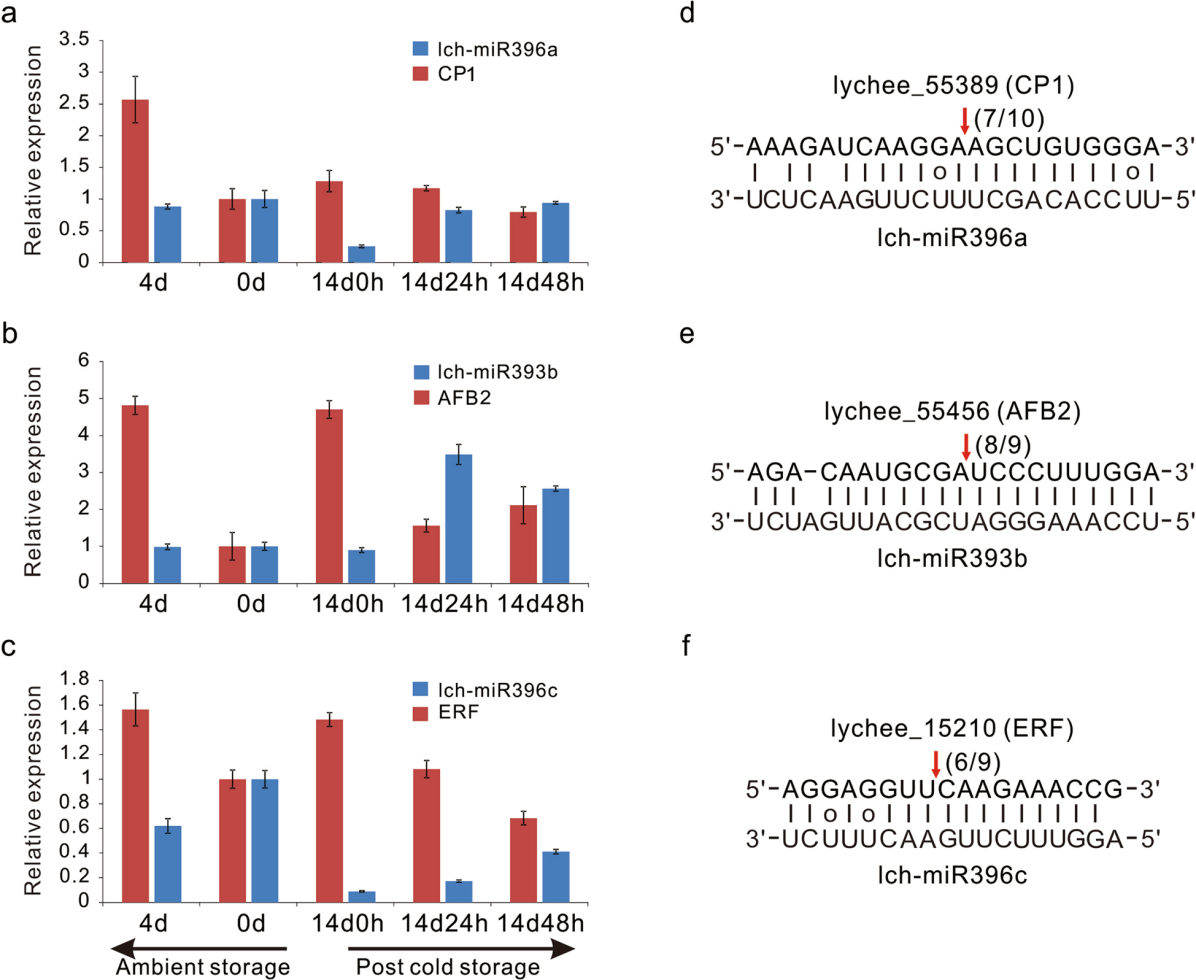
Differential expression of miRNA-targets in senescent litchi during ambient and post-cold storage and RLM-5′-RACE validation. Relative expression is normalized to actin, and the normalized miRNA expression at day 0 is arbitrarily set to 1. The data are the mean ± standard deviation (*n* = 3). (**a**) lch-miR396a targeting cysteine protease gene, which mediates proteolysis. (**b**) lch-miR393b targeting auxin signaling F-box2, which mediates auxin signal transduction. (**c**) lch-miR396c targeting transcription factor ERF, which mediates the process of senescence. (**d-f**) RLM-5′-RACE validation of the CP1, AFB2 and ERF cleavage sites by lch-miR396a, lch-miR393b and lch-miR396c, respectively. The number next to the arrow indicates the number of sequences found at the exact cleavage site

## Discussion

### Litchi miRNAs with conserved and new gene targets

In this study, we used deep sequencing and computational analyses to identify 49 known miRNA families and 11 litchi-specific miRNAs (Fig. 2, Table 1, Additional file 2) in litchi. While the number of litchi miRNAs was limited, compared to those identified in other plant species [24], our study provides the most reliable and comprehensive list of identified miRNAs in litchi to date. The majority of these miRNAs showed stage-specific expression (Fig. 3). In litchi, we identified a total of 197 gene targets for 167 known miRNAs using degradome analysis (Table 2, Additional file 5), and the majority of these targets are conserved in plant species, indicating broad conservation of the known miRNA regulatory roles in plants. However, a few of the known miRNAs, including miR159 and miR396, were found to target additional genes in litchi, which have not been previously reported. Thus, while these known miRNAs conserve their gene targets, they also appear to have an expanded target population in litchi.

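The 61 pairs of miR159 cover 18 targets and 32 miRNAs, and the 174 pairs of miR396 include, besides a growth-regulating factor (lychee_55826), the cysteine protease CP1 and chalcone isomerase. In the authors' deposited table 15 of the miR159 pairs had a P-value under 0.05, all on GAMYB (lychee_43435).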

Although many newly evolved miRNAs are believed to have no biological function due to low expression or no identified target, some of these miRNAs have been shown to regulate specific genes or gene families in various species [33–35]. In our degradome data, three of the 11 litchi-specific miRNAs were found to target specific genes, suggesting a role for these litchi-specific miRNAs in the control of transcription and stress responses, which may be unique to litchi fruit senescence (Table 2). The inability to detect targets for the remaining litchi-specific miRNAs may be due to a low level of expression or the stage-specific nature of their target genes.

### MiRNAs participate in proteolysis during litchi fruit senescence

Senescence is a physiological process that has a close relationship with proteolysis in plants. Senescence-associated proteolysis could trigger a massive degradation network of relative proteins and eventually lead to cell death [36]. In this study, the *CP1* gene was down-regulated after cold storage compared with that at 0 d. However, when the fruit was transferred from cold to room temperature, *CP1* showed an obvious increase in expression during shelf life (Fig. 4a). Such a fluctuation in *CP1* expression was partly supported by previous results, which confirmed that low temperature can inhibit fruit senescence while accelerated fruit senescence is associated with post-cold storage [37]. In addition, lch-miR396a identified to target *CP1* showed an opposite trend of expression by qPCR, especially during cold and post-cold storage (Fig. 4a), which exactly fit the mechanism of miRNA action [18, 21]. However, the miRNA was up-regulated 2.5-fold at 4 d during room temperature storage, while its target *CP1* showed no change in expression, implicating that *CP1* activation or suppression may also depend on pH, the action of other proteases and the cellular or extracellular environment.

### MiRNAs participate in hormone pathways during litchi fruit senescence

Among plant hormone pathways, the relationship between auxin and miRNAs has been well studied [38]. In our study, lch-miR393b was found to target lychee_55456, which is annotated as AFB2 (Table 2). 

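At lychee_55456 the site of lch-miR393b is position 1613, with an alignment score of 1, category 0 and a P-value of 0.00405 in the authors' deposited table. The deposited annotation of this unigene names AUXIN SIGNALING F-BOX 3. In the small RNA libraries lch-miR393b had 35 raw reads at 0 d, 38 at 4 d, 39 at 14 d 0 h, 38 at 14 d 24 h and 38 at 14 d 48 h, and no ratio between libraries excluded 1. In contrast, lch-miR393a, chosen after its values had been seen, was 1.97 times as high at 4 d as at 0 d (95% interval 1.35 to 2.91) and 3.95 times as high at 14 d 48 h as at 14 d 0 h (2.67 to 5.98).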

At the five sampling time points, the expression of miR393 was essentially complementary to that of the target *AFB2* (Fig. 4b). This trend of expression was similar to previous results [39]. It is also worth mentioning that the expression level of miR393 changed sharply during both ambient storage and post-cold storage, with the relative expression increasing fivefold compared with that at 0 d (Fig. 4b). Later, this miRNA expression declined significantly, nearly fourfold after post-cold storage at 24 h. Conversely, the expression of its target gene *AFB2* increased almost fourfold during the same period. The significant variation in expression suggested that miR393 played a key role in the post-harvest senescence of litchi fruit by mediating auxin signaling. The auxin response has been suggested to be common between *Arabidopsis* silique senescence and the over-ripening process in tomato [40]. However, the effect of auxin on the delay or acceleration of fruit senescence may depend on various factors. It has been reported that auxin can inhibit the ripening process in tomato [41], while low levels of auxin are required for seed dehiscence in *Arabidopsis* [42].

### A miRNA-TF network may contribute to the regulation of litchi fruit senescence

As main target genes of most miRNAs, transcription factors (TFs) have a crucial function in a wide range of biological processes. In this study, we also identified several miRNAs that regulate downstream TFs that are associated with litchi fruit senescence (Table 2, Fig. 4c).

Previous studies have shown that ERFs are key elements in integrating ethylene and jasmonic acid pathways for fruit ripening and senescence [43, 44]. In addition to miR172, other miRNAs, such as miR156, miR159, miR393, miR396, have recently been predicted to inhibit *Hevea* transcripts of 29 *HbAP2/ERF* genes [45]. 

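The unigene lychee_15210 is annotated as an AP2/ERF domain transcription factor, a class that acts in ethylene responses. Its deposited cleavage site for lch-miR396c is position 552, in category 2, with a signal of 11 reads, an alignment score of 4 and a P-value of 1.00 in the authors' deposited table. In the small RNA libraries lch-miR396c had 1 raw read, at 4 d. For this pair the paper also reports opposite trends by qPCR and cleavage by RLM-5'-RACE, which were not analysed here.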

In our study, lch-miR396c was identified to slice lychee_15210, which was annotated as a transcription factor containing an AP2/ERF domain. The miRNA was up-regulated regardless of whether the fruit was stored at 1 °C or 25 °C, while the expression continued to decline when fruit was kept for 24 h and 48 h at 25 °C after cold storage (Fig. 4c). At the same time, the target gene *ERF* showed an opposite trend in expression, which demonstrated the regulation by lch-miR396c and their joint participation in litchi fruit senescence. However, because different ERF gene family members can have either positive or negative effects on the downstream gene expression [46], the exact role of miR396 in litchi fruit senescence remains to be further determined.

Taken together, we proposed that these miRNAs and their target genes may interplay in proteolysis, hormone signaling, cell wall organization and secondary metabolism, thus collectively regulating the process of post-harvest litchi fruit senescence (Fig. 5).

**Fig. 5:**
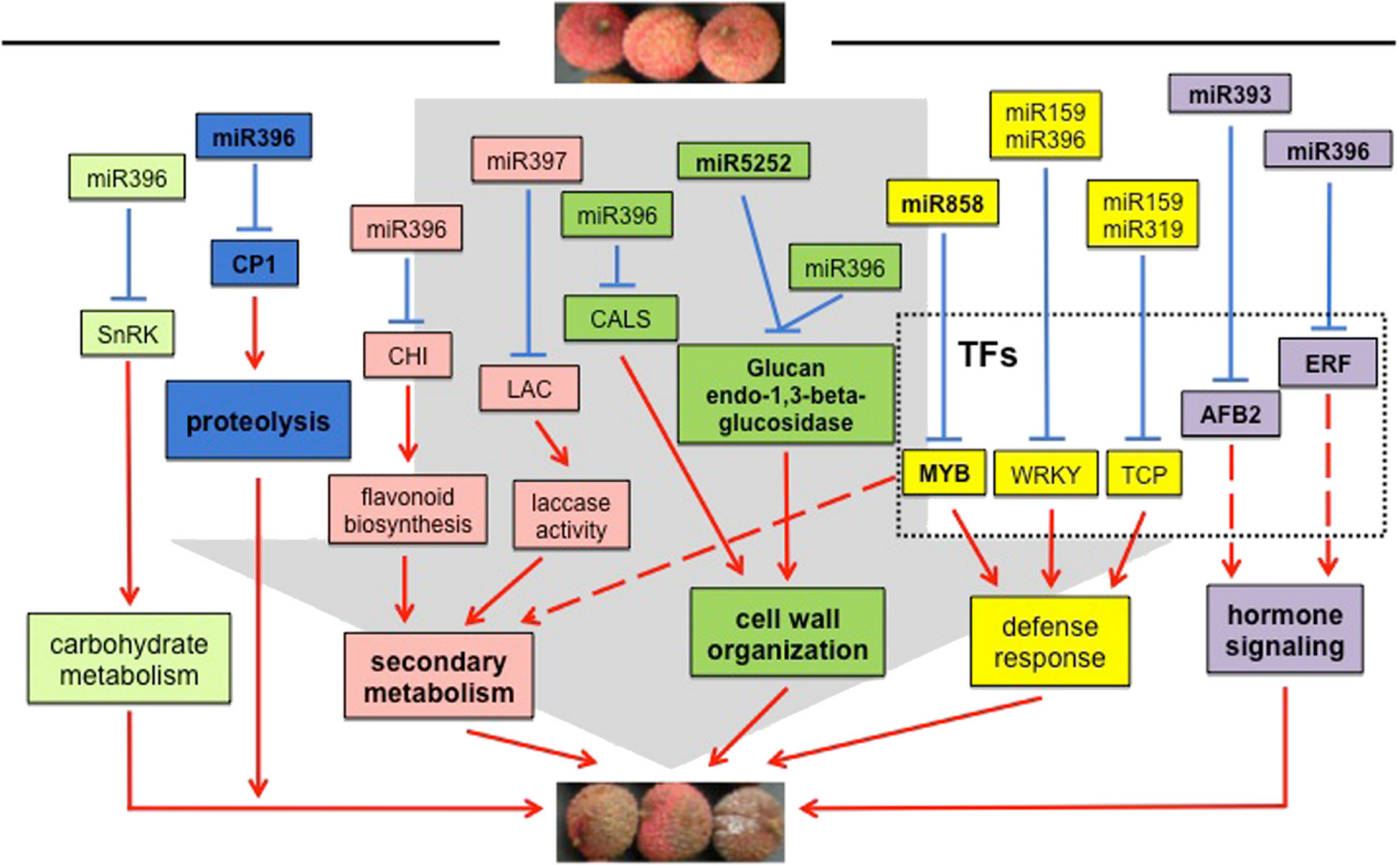
A proposed miRNA-regulatory network during litchi fruit senescence. Those miRNAs and their target genes validated by 5′-RACE are highlighted in bold in the figure. It is proposed that these miRNAs and their targets may interplay in proteolysis, hormone signaling, cell wall organization and secondary metabolism, thus collectively regulating the process of post-harvest litchi fruit senescence

## Conclusions

In this study, we constructed five small RNA libraries from litchi pericarp at different storage periods and a mixed degradome library. Through sequencing and analysis, 296 miRNAs belonging to 49 conserved miRNA families and 11 novel miRNAs were first obtained in litchi. Among these, 170 miRNAs were identified to cleave 202 targets. After a series of analyses, 14 miRNA-target pairs were found to be involved in fruit senescence. We proposed the possible regulatory network that these miRNAs and their targets collectively mediated the post-harvest litchi fruit senescence (Fig. 5). These findings offered new ideas that miRNAs are actively involved in litchi fruit senescence by regulating the upstream transcription factor genes. We may take advantage of specific miRNAs as a marker for early senescence prediction and further as the candidate for miRNA-based posttranscriptional gene silencing to delay fruit senescence.

## Methods

### Plant material, sample treatment and RNA isolation

Litchi (*Litchi chinensis* Sonn. cv. Huaizhi) trees were grown in a commercial orchard in Guangzhou, China. After harvesting at the same stage of maturity, unblemished and disease-free fruit with uniform color were selected. To minimize the microbe effect, all fruit were dipped in 500 mg/L thiabendazole (Syngenta Crop Protection, Shanghai, China) for 3 min and air dried for 1 h at 25 °C. Each 30 fruit was packed in 0.015-mm-thick polyethylene bags, and three bags were used as biological replicates for each treatment. In this study, ambient temperature (25 °C) was selected just to simulate the shelf life temperature in practical application, and cold storage at 1 °C can most effectively control fruit senescence and maintain fruit quality. The bagged fruit was then divided into two groups. One group was stored at 25 °C for 0 and 4 days. The other group was stored at 1 °C for 2 weeks and then transferred to room temperature (25 °C) for a shelf time of 0, 24 h and 48 h. Pericarp tissues from the five sampling points were immediately frozen, crushed in liquid nitrogen, and stored at −80 °C for RNA extraction, small RNA and degradome sequencing. Total RNA was isolated from litchi pericarp using a previously described method [47]. The integrity and quality of the RNA were checked using a NanoDrop spectrophotometer (Thermo Fischer Scientific, Wilmington, DE, USA) and agarose gel electrophoresis. Only RNA samples with A260/A280 ratios between 1.9 and 2.1 were used.

### Small RNA library construction, sequencing and analysis

Small RNA libraries were constructed using Illumina Small RNA Sample Prep Kit, following the manufacturer’s instructions. In brief, 16 ~ 30-nt small RNAs were isolated by 15 % denaturing polyacrylamide gel electrophoresis from the total RNA. Subsequently, the small RNAs were ligated with 5′ and 3′ RNA adapter, reverse transcribed into cDNA, PCR amplified and sequenced using Illumina Genome Analyzer II platform.

To identify known miRNAs in the litchi pericarp, sRNA raw reads were preprocessed using the Illumina Genome Analyzer Pipeline. Then, all of the clean reads were mapped to miRBase 20 (http://www.mirbase.org/), allowing up to two mismatches. For novel miRNA identification, MiRCat (http://seqanswers.com/wiki/MiRCat/URL_0) was applied to fold flanking genome sequences of the unique small RNAs, followed by secondary structure prediction using RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi). Further criteria for annotation of plant miRNAs according to Meyers et al. (2008) were used to screen for candidate miRNAs [48].

### Transcriptome library construction, sequencing and analysis

Five cDNA libraries were created as described by Li et al. [49], with fruit samples from the same time points as the sRNA libraries, and the samples were sequenced using Solexa HiSeq™ 2000 with a paired-end strategy. After removing adaptors and low-quality reads, all of the remaining reads were processed with de novo assembly (BGI, Shenzhen, China). The assembled unigenes were then annotated via BlastX according to National Center for Biotechnology Information (NCBI) NR protein database (http://www.ncbi.nlm.nih.gov), KEGG pathway (http://www.genome.jp/kegg) and COG database (http://www.ncbi.nlm.nih.gov/COG). Additionally, GO functional classification was performed using Blast2GO and WEGO [50, 51]. Finally, gene expression at five time points was profiled through normalized sequencing reads matching the unigene assembly.

### Degradome library construction, sequencing and analysis

A degradome library from litchi pericarp was constructed as described recently [52] with minor modifications. Briefly, poly (A) mRNA was extracted after biotinylated random primers were mixed with total RNA and combined with dynabeads. The obtained mRNA fragment was ligated to a custom 5′ RNA oligonucleotide adaptor containing an MmeI site and reverse transcribed, followed by PCR amplification. The amplified library was then gel purified for sequencing on Illumina GAIIx (LC Sciences, Houston, TX, USA).

After adaptor sequences and low-quality reads were removed, all of the reads were analyzed to detect potentially cleaved miRNA targets via the CleaveLand 3.0 pipeline [53], with litchi miRNA and mRNA sequences as references. The miRNA to mRNA alignments were scored as follows: G:U pairs were scored as 0.5, while mismatched pairs or single nucleotide bulges were scored twice, respectively. The mismatched and G:U pairs within the core segment (at positions 2–13 nt) were scored twice. At this stage, to further validate miRNA targets and distinguish the cleavage site, t-plots were generated according to the abundance of the resulting mRNA tags relative to the overall degradome reads that aligned to the target transcript [54, 55]. All of the identified targets were then classified into five categories. In category 0, the most abundant tag was the only maximum on the transcript, which was located at the predicted miRNA guided cleavage site; compared with category 0, there was more than one abundant maximum in category 1; and in category 2, the abundance of cleavage tags was less than the maximum but higher than the median. If the abundance of cleavage tags was equal to or less than the median, it was indicated as category 3; when only one raw read was matched at the cleavage position of the transcript, it was grouped as category 4.

Similar to the annotation of the transcriptome, all of the identified targets were annotated by BlastX (E-value < 0.00001) to NR and KEGG, followed by GO term analysis. These results were helpful for uncovering the miRNA-target regulatory network based on biological processes, cellular components, molecular function, and so on.

### Validation of litchi miRNAs and their target mRNAs by qRT-PCR

To validate the existence and expression of the identified miRNAs and their target mRNAs, 30 known miRNAs, 10 litchi-specific miRNAs and 16 targets were selected for real-time quantitative PCR (qRT-PCR). Total RNA was extracted, and reverse transcription was performed with the PrimeScript™ RT reagent Kit (Takara, Dalian, China) according to the manufacturer’s instructions but using specific stem-loop RT primers for microRNAs (Additional file 11) and the oligo dT primer for target mRNAs. qPCR was performed on an ABI 7500 systems (Applied Biosystems, Carlsbad, CA, USA) with SYBR Premix Ex Taq™ II (Takara, Dalian, China), according to the standard protocol. The reverse and forward primers for all selected miRNAs and targets are available in Additional file 11. The litchi *Actin* gene was used as an internal reference to calculate the relative expression level of miRNAs and targets.

### Confirmation of miRNA-guided cleavage site by RLM-5′-RACE

Following the manufacturer’s instructions for the FirstChoice RLM-RACE Kit (Ambion, Austin, TX), 1 μg of mixed RNA isolated from litchi pericarp at the five sampling points was used for ligating 5′ RNA adaptors at 15 °C overnight. Then the oligo dT primer was used to synthesize the first cDNA with M-MLV Reverse Transcriptase. Gene-specific primers (Additional file 11) were designed to conduct nested PCRs, and PCR products were gel purified, cloned into the pGM-18 T vector (TaKaRa) and sequenced.

### Availability of supporting data

The small RNA and degradome sequencing data are available under NCBI-GEO accession no: GSE63658. (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63658).

## Additional files

Additional file 1:
**Statistics of sRNA sequences from litchi pericarp.**
Additional file 2:
**Conserved miRNAs identified from litchi pericarp.**
Additional file 3:
**Detailed table of predicted candidate litchi-specific miRNAs.**
Additional file 4:
**Predicted secondary stem-loop structures of the litchi-specific miRNAs.** This file contains all the stem-loop structures for the litchi-specific miRNAs, with the miRNA sequence denoted in blue. Additional file 5:
**Detailed table of degradome sequencing data.**
Additional file 6:
**T-plots for all targets of litchi miRNAs.** This file contains t-plots for all targets of litchi miRNAs. Signature abundance throughout the length of the indicated lychee unigene transcripts is plotted. Red line indicates signatures consistent with miRNA-directed cleavage. miRNA:mRNA alignment is shown on the top. Additional file 7:
**GO and KEGG functional classification for litchi miRNA targets.** This file contains gene functional enrichment analysis for both GO and KEGG pathways. The numbers of genes in the enriched functional classes are presented in the differently colored bars. Additional file 8:
**Targets related to litchi fruit senescence via gene functional analyses.**
Additional file 9:
**Targets in Additional file 8 with high expression abundance according to transcriptome sequencing.**
Additional file 10:
**Real-time quantitative PCR and RLM-5′-RACE confirming the expression of other miRNA-targets potentially involved in litchi fruit senescence.** This file contains both qPCR and 5′-RACE validations of selected litchi miRNA-target pairs. Relative expression is normalized to actin, and the normalized miRNA expression at day 0 is arbitrarily set to 1. The data are the mean ± standard deviation (*n* = 3). The number next to the red arrow above the miRNA:mRNA alignment indicates the number of sequences found at the exact cleavage site. Additional file 11:
**Primers for stem-loop qRT-PCR and RLM-5′-RACE**

## Abbreviations

GO: Gene Ontology
KEGG: Kyoto encyclopedia of genes and genomes
miRNA: microRNA
NCBI: National Center for Biotechnology Information
qRT-PCR: Quantitative real-time reverse transcription polymerase chain reaction

# Supplementary material for: MicroRNAs and targets in senescent litchi fruit during ambient storage and post-cold storage shelf life
**Source:** BMC Plant Biol. 2015 Jul 16;15:181. doi: 10.1186/s12870-015-0509-2

Figure S1. Predicted secondary stem-loop structures of the litchi-specific miRNAs.

Name: lch-miRC1

Sequence: TGGGTGAAAGATGCAGCAAAAATCT

Normalized abundance: 414.24

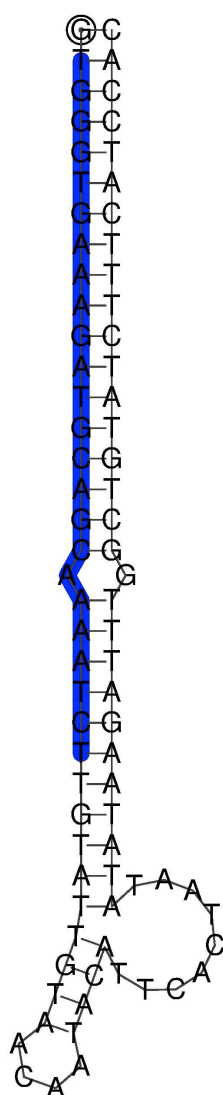

Name: lch-miRC2

Sequence: TTCGATTTCGAACCCAGAGATGTCT

Normalized abundance: 216.73

Name: lch-miRC3

Sequence: TTGTGGTGCTATTGTTTCTCCTCT

Normalized abundance: 115.11

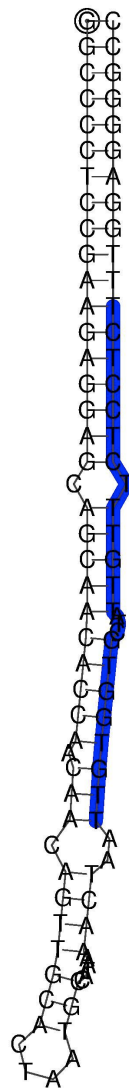

Name: lch-miRC4

Sequence: TTCAAGACAACAACACTATTGGCTCT

Normalized abundance: 270.65

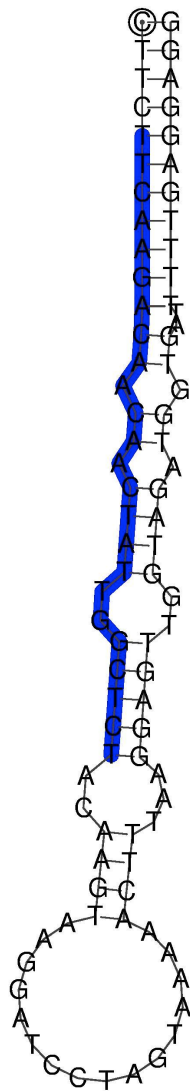

Name: lch-miRC5

Sequence: CCTGTTGAGCTTGACTCTAGTCT

Normalized abundance: 66.62

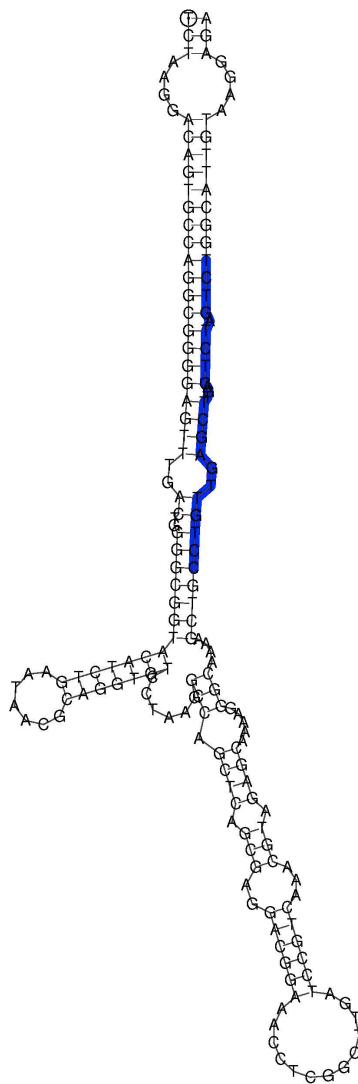

Name: lch-miRC6

Sequence: CGAAAAGAACTCTGACTGGTCT

Normalized abundance: 107.62

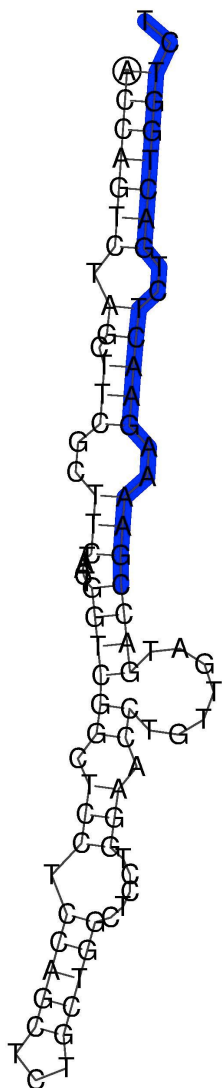

Name: lch-miRC7

Sequence: ATTTGGTAGTAGCTGAGATTCTCT

Normalized abundance: 46.58

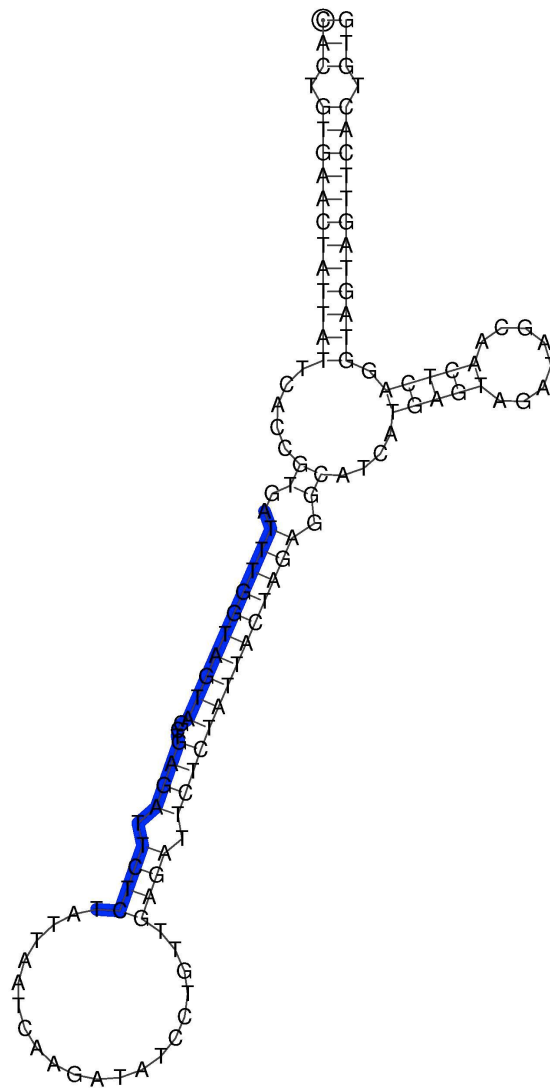

Name: lch-miRC8

Sequence: CTATCAAACGATGATTGTTGGTCT

Normalized abundance: 23.58

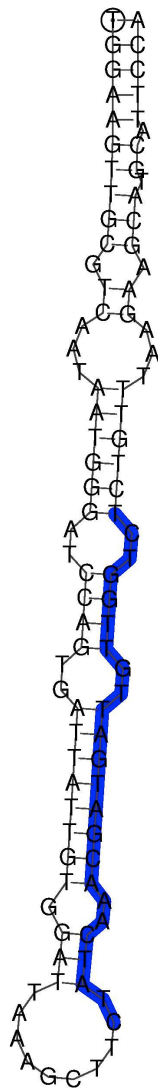

Name: lch-miRC9

Sequence: ATTAAAGGAAGAAAAAGGACCTCT

Normalized abundance: 19.18

Name: lch-miRC10

Sequence: TGTTGAGCTTGACTCTAGTCT

Normalized abundance: 38.60

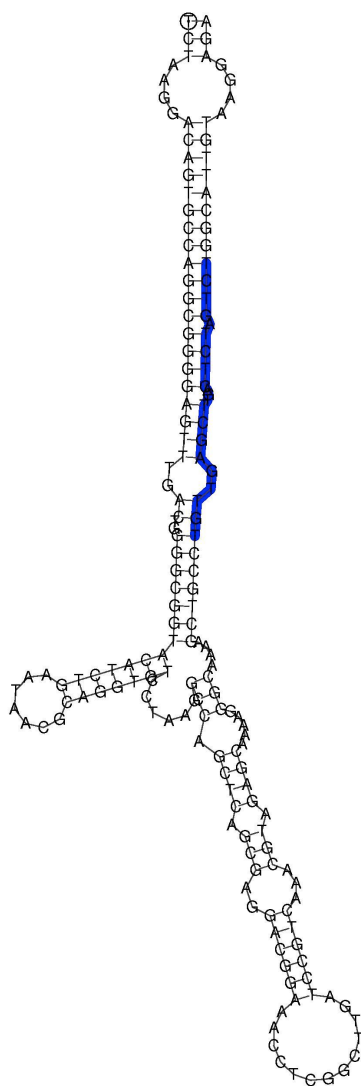

Name: lch-miRC11

Sequence: CGGAGAAGGGCAATTACTCATTCT

Normalized abundance: 7.87

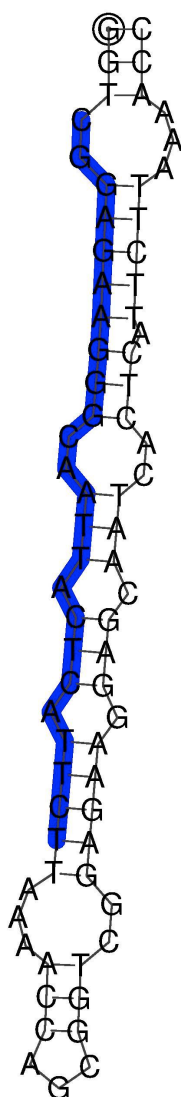

**Supplement:** Additional file 4: — Predicted secondary stem-loop structures of the litchi-specific miRNAs. This file contains all the stem-loop structures for the litchi-specific miRNAs, with the miRNA sequence denoted in blue.

# Supplementary material for: MicroRNAs and targets in senescent litchi fruit during ambient storage and post-cold storage shelf life
**Source:** BMC Plant Biol. 2015 Jul 16;15:181. doi: 10.1186/s12870-015-0509-2

6_miR156_169_lychee_15999

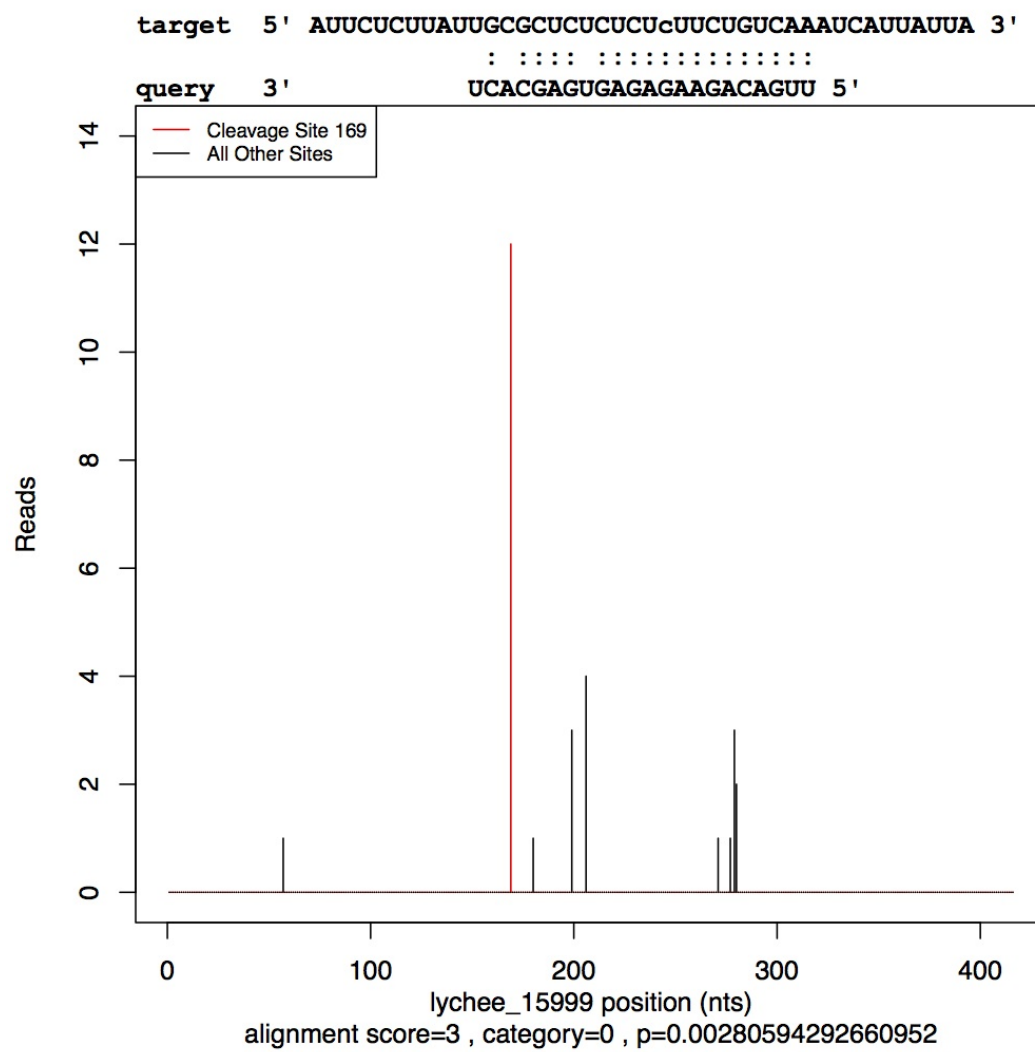

9_miR159_1692_lychee_43435

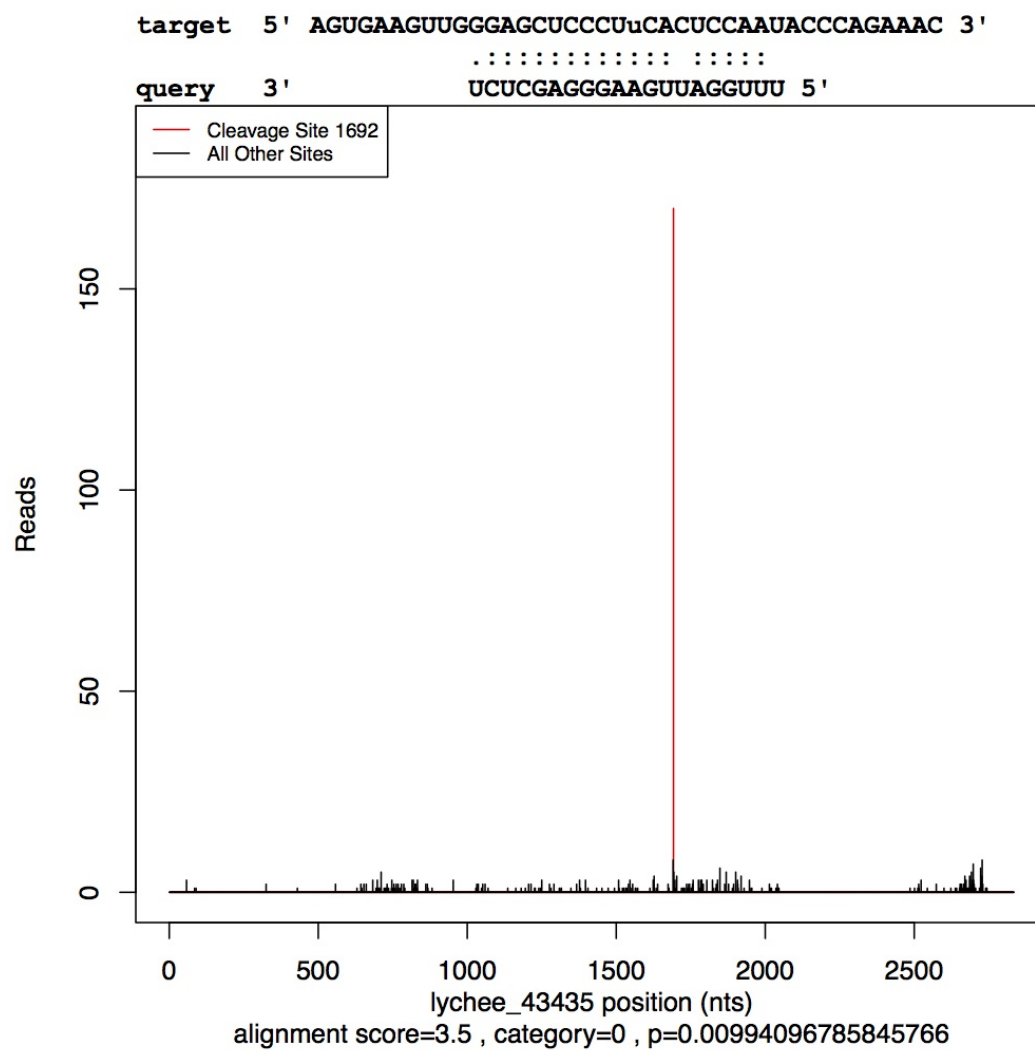

16_miR159_1692_lychee_43435

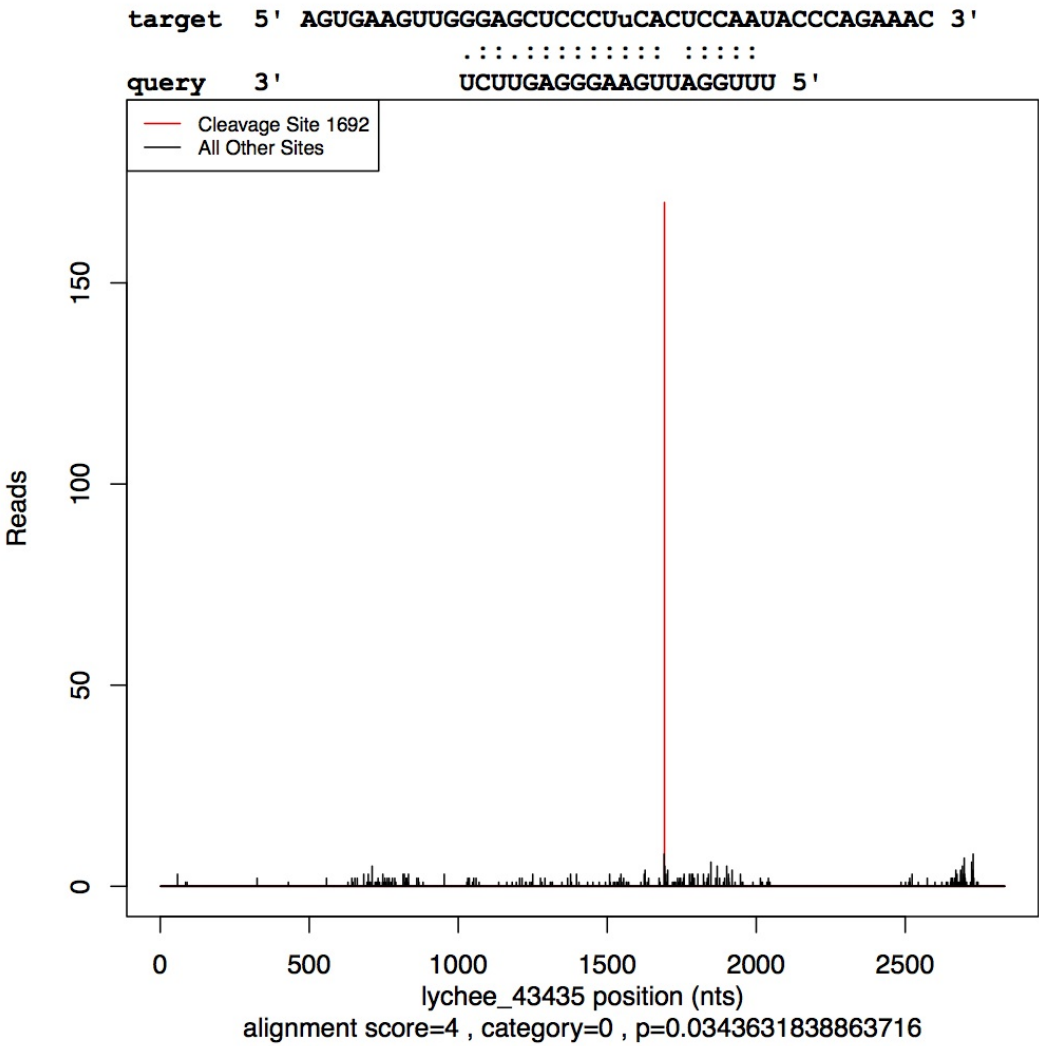

20_miR159_1692_lychee_43435

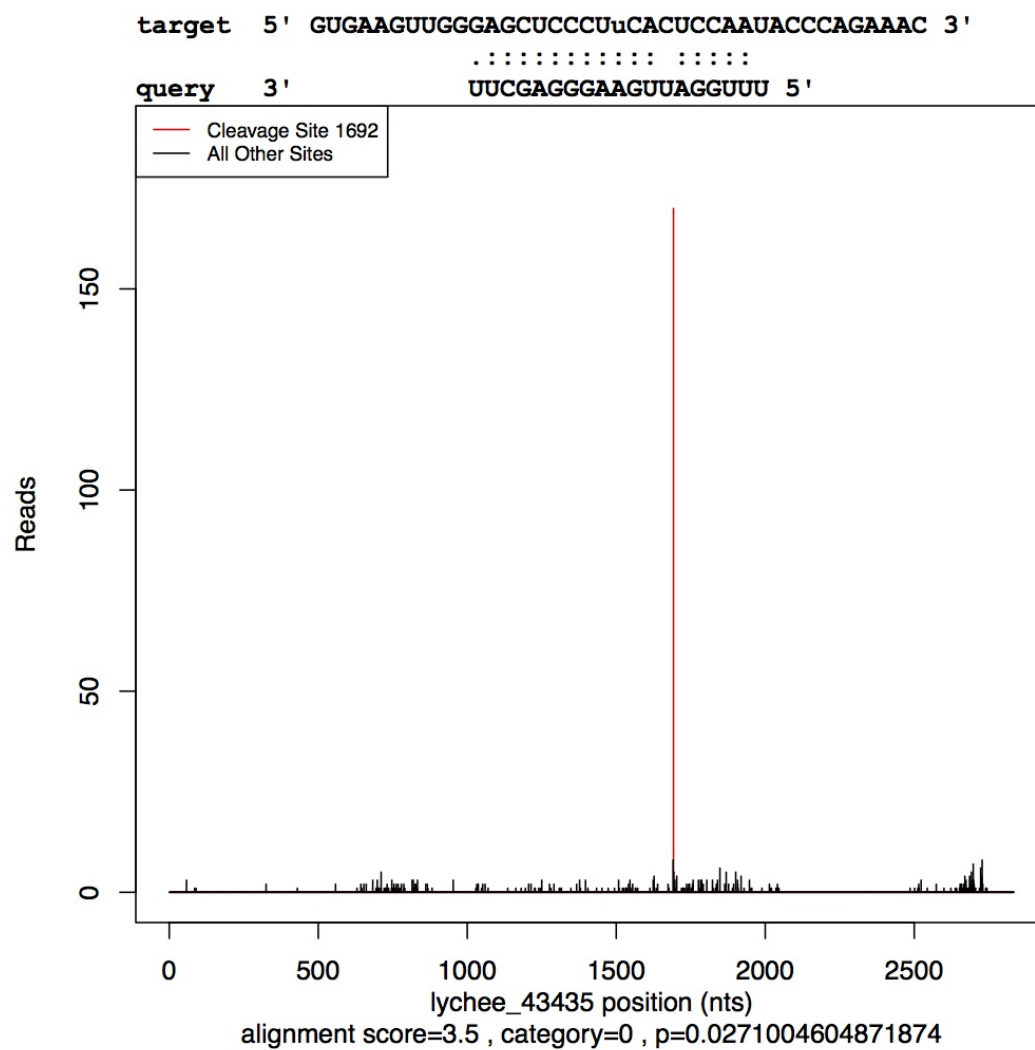

26_miR159_1692_lychee_43435

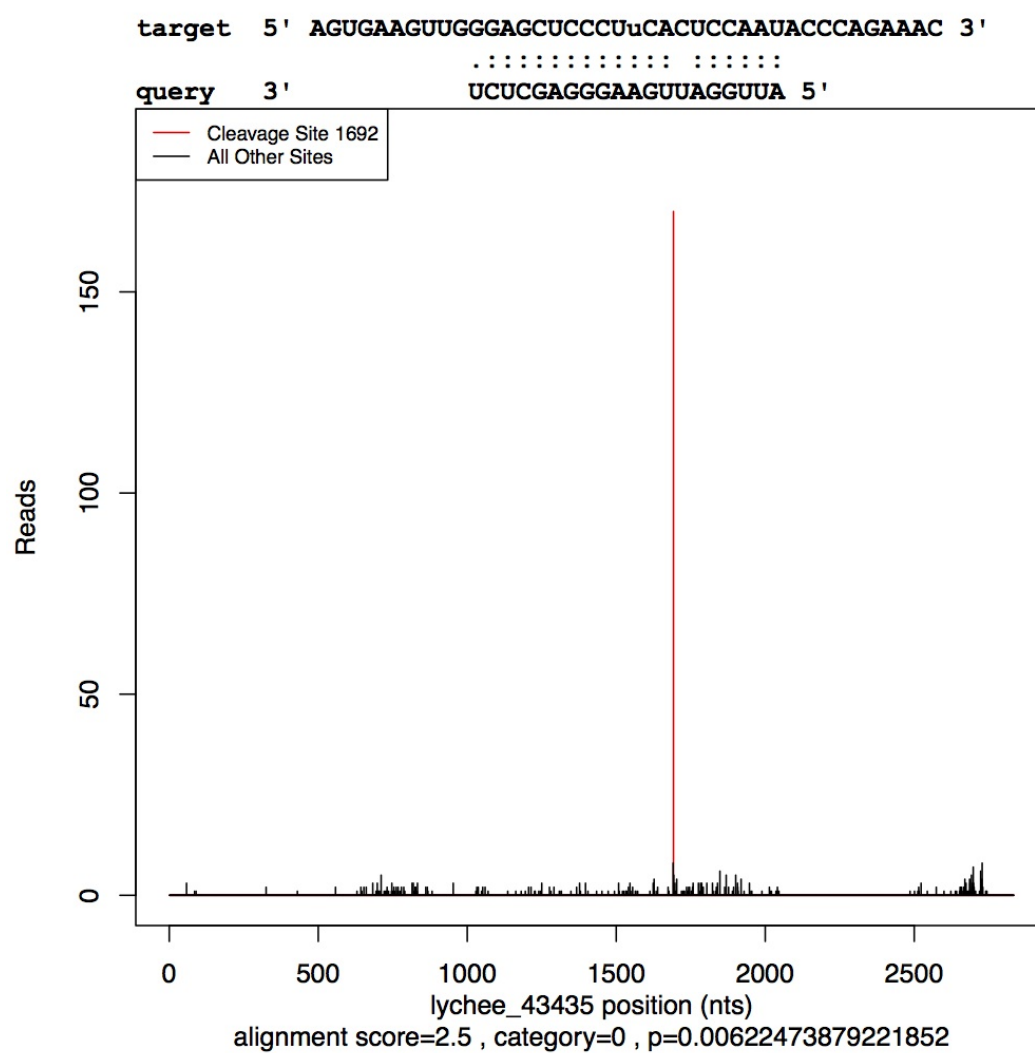

27_miR159_1692_lychee_43435

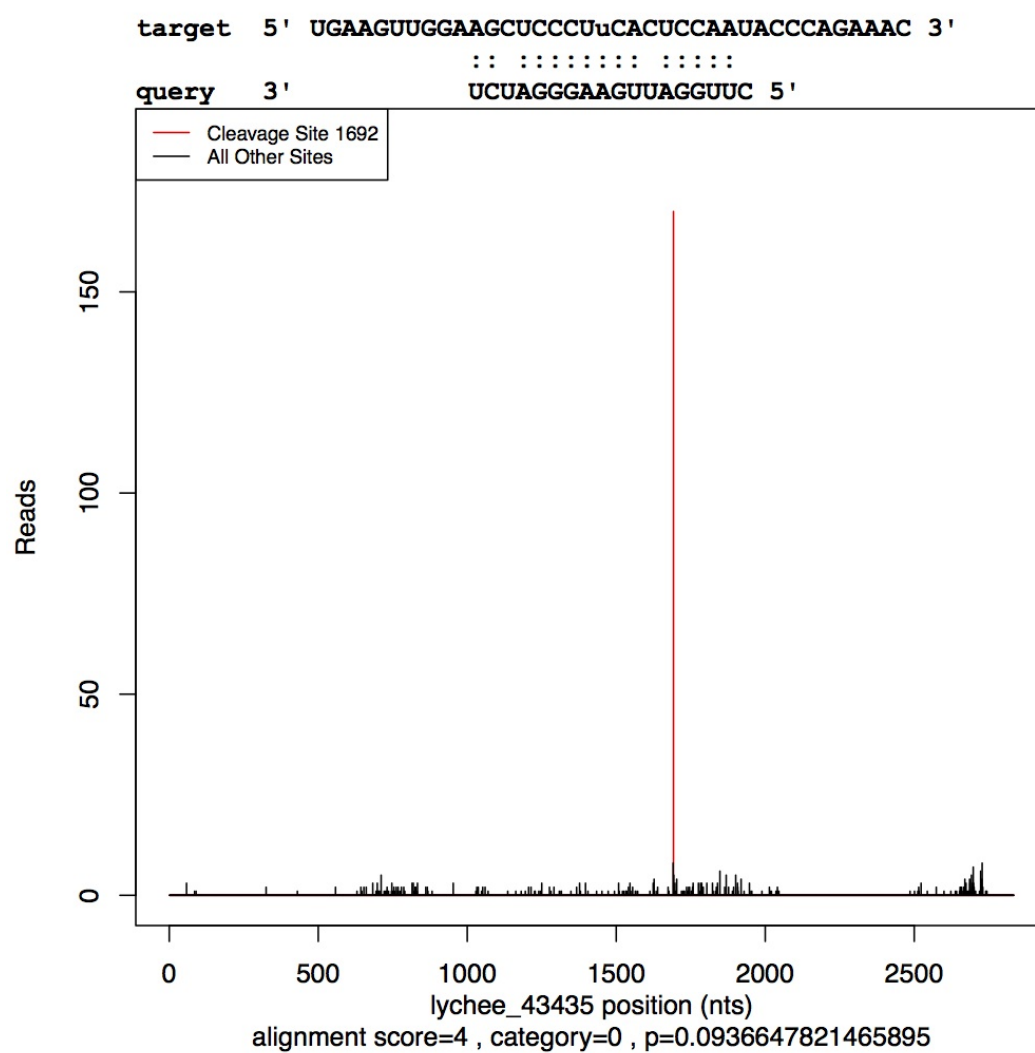

29_miR159_1692_lychee_43435

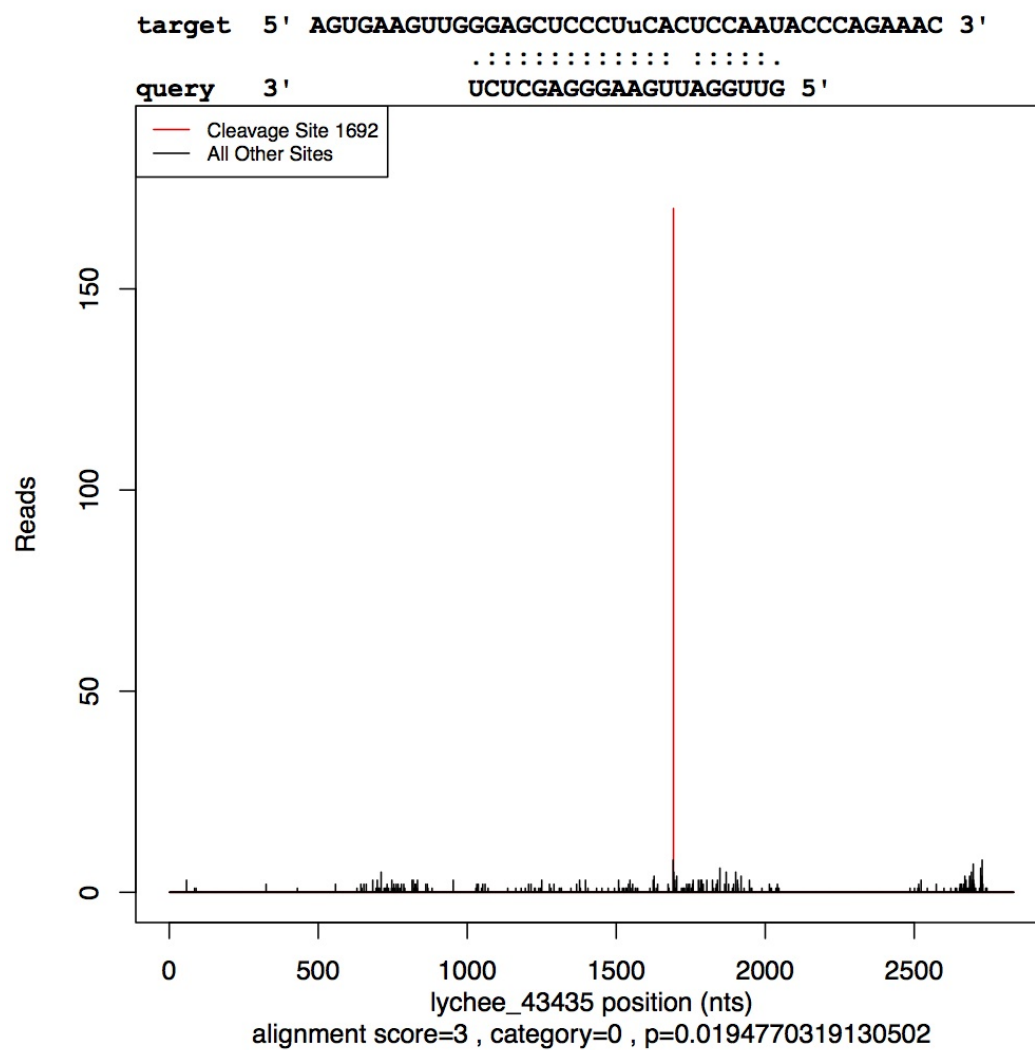

40_miR159_1692_lychee_43435

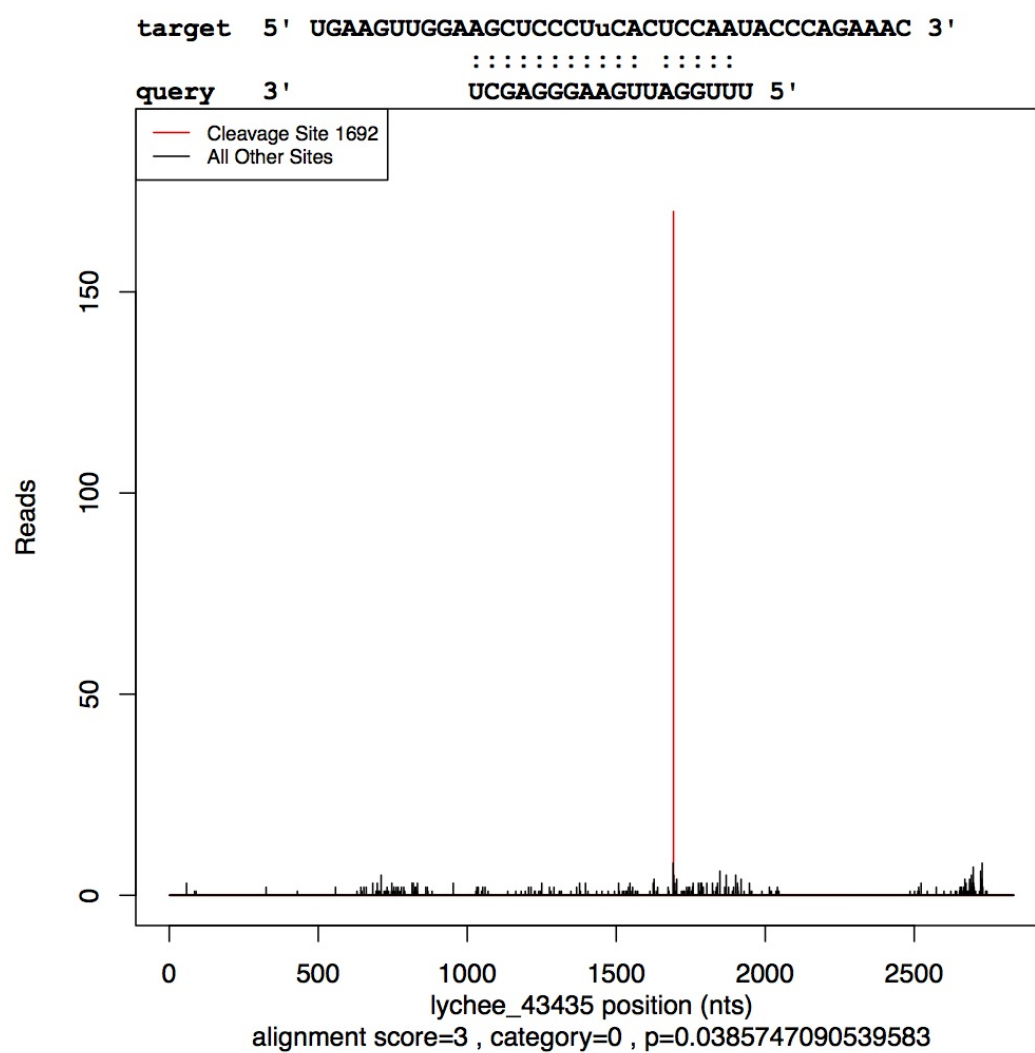

41_miR159_1692_lychee_43435

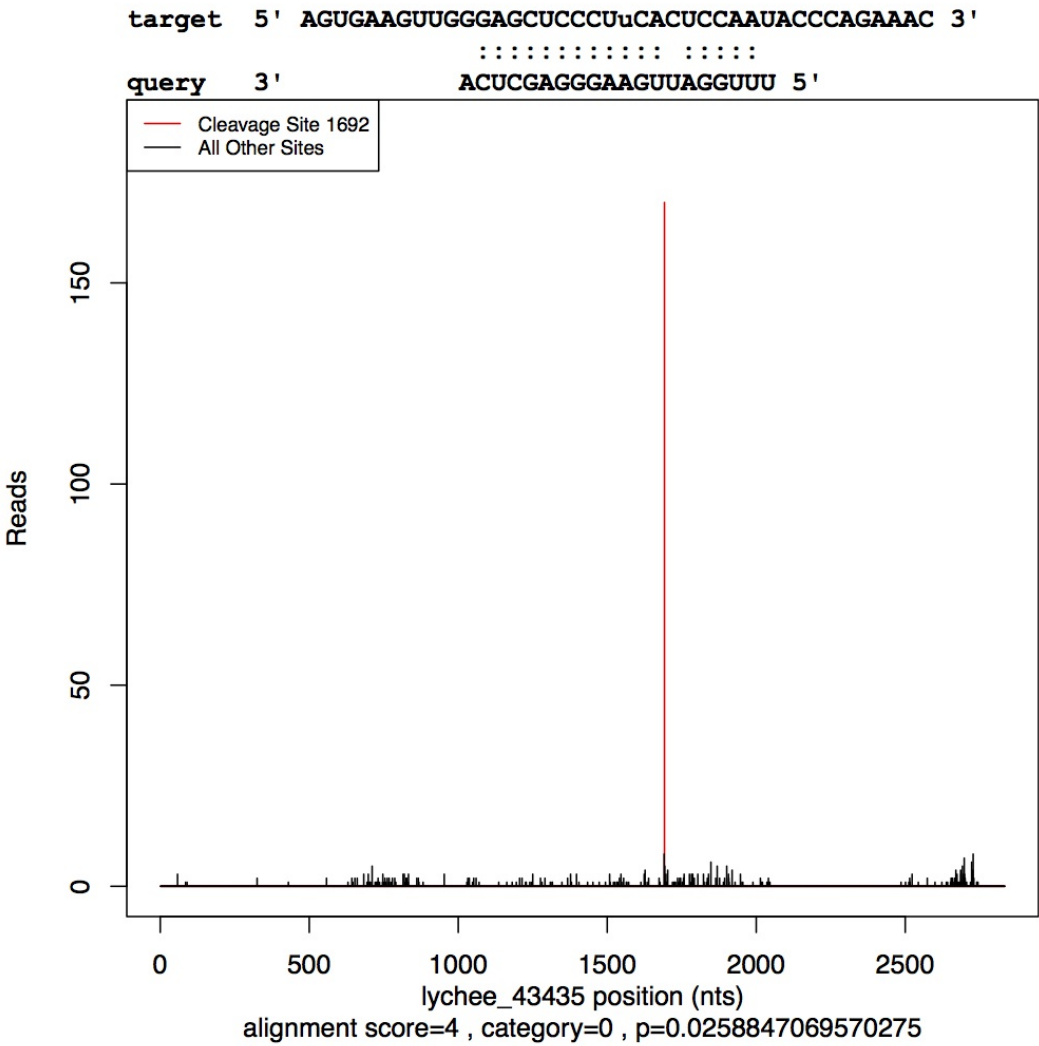

42_miR159_1692_lychee_43435

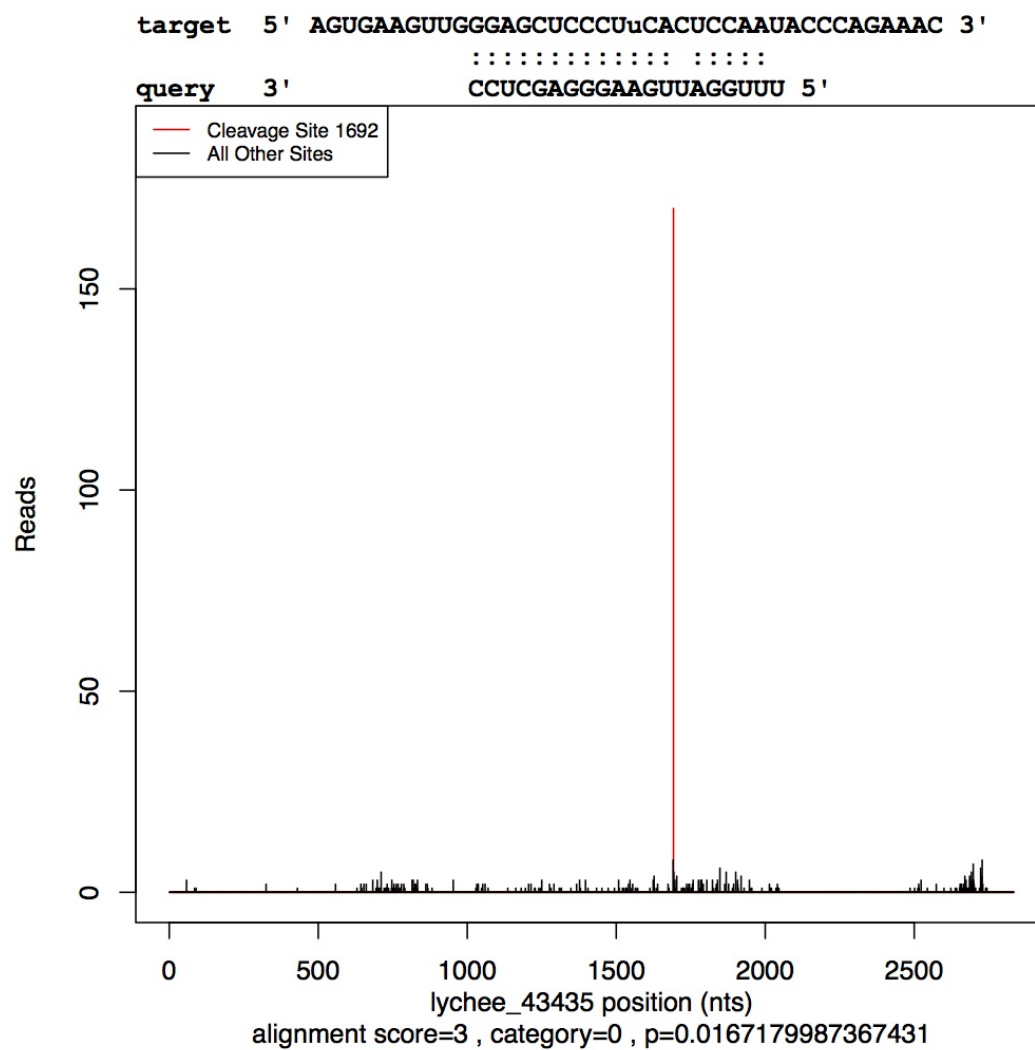

45_miR159_1692_lychee_43435

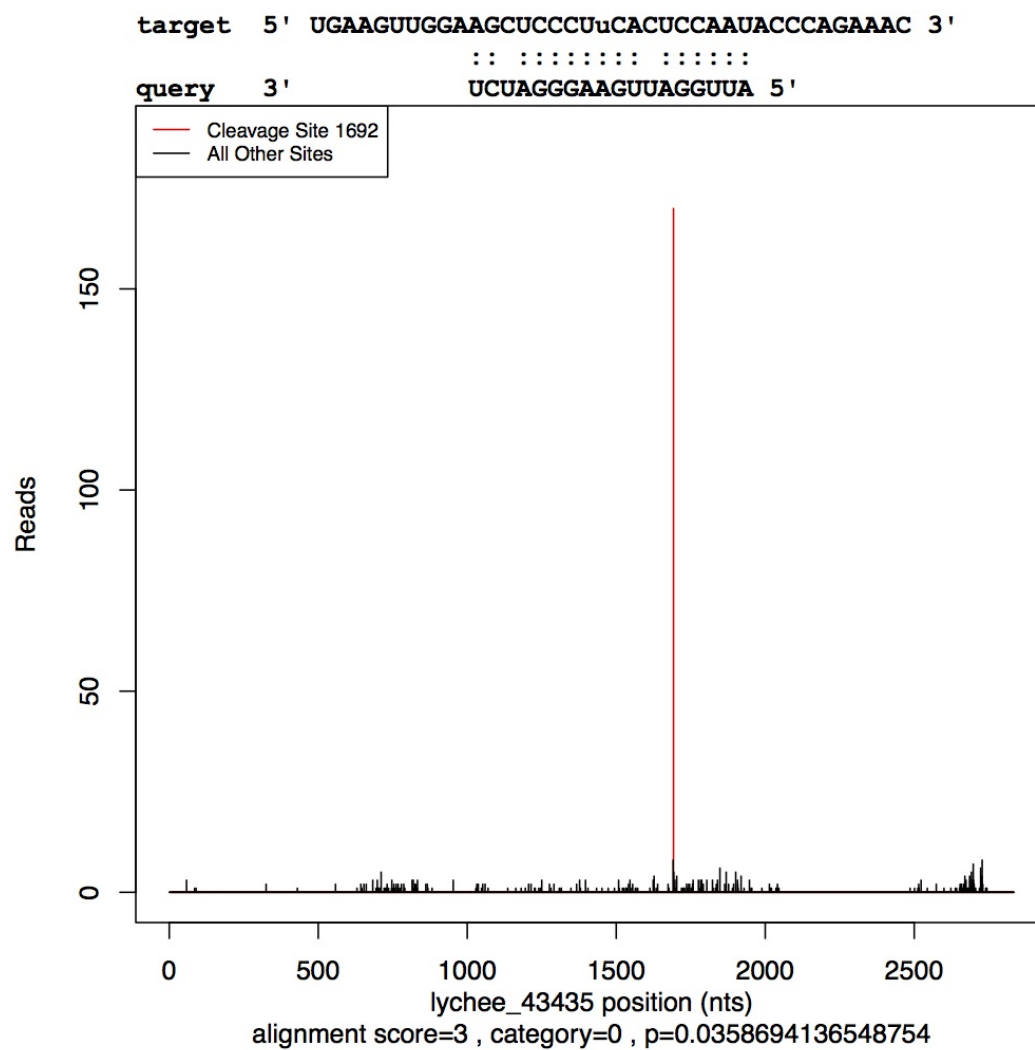

56_miR159_1692_lychee_43435

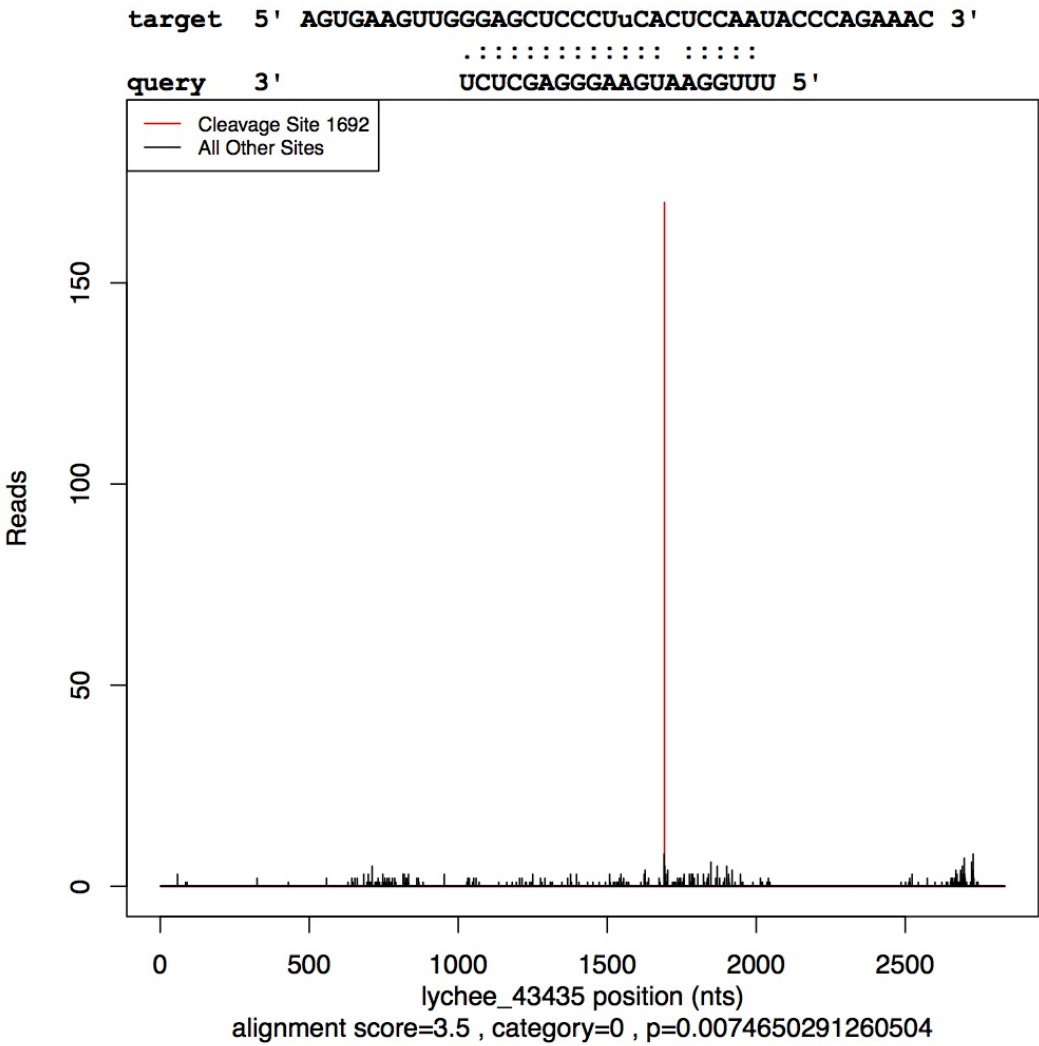

57_miR159_1692_lychee_43435

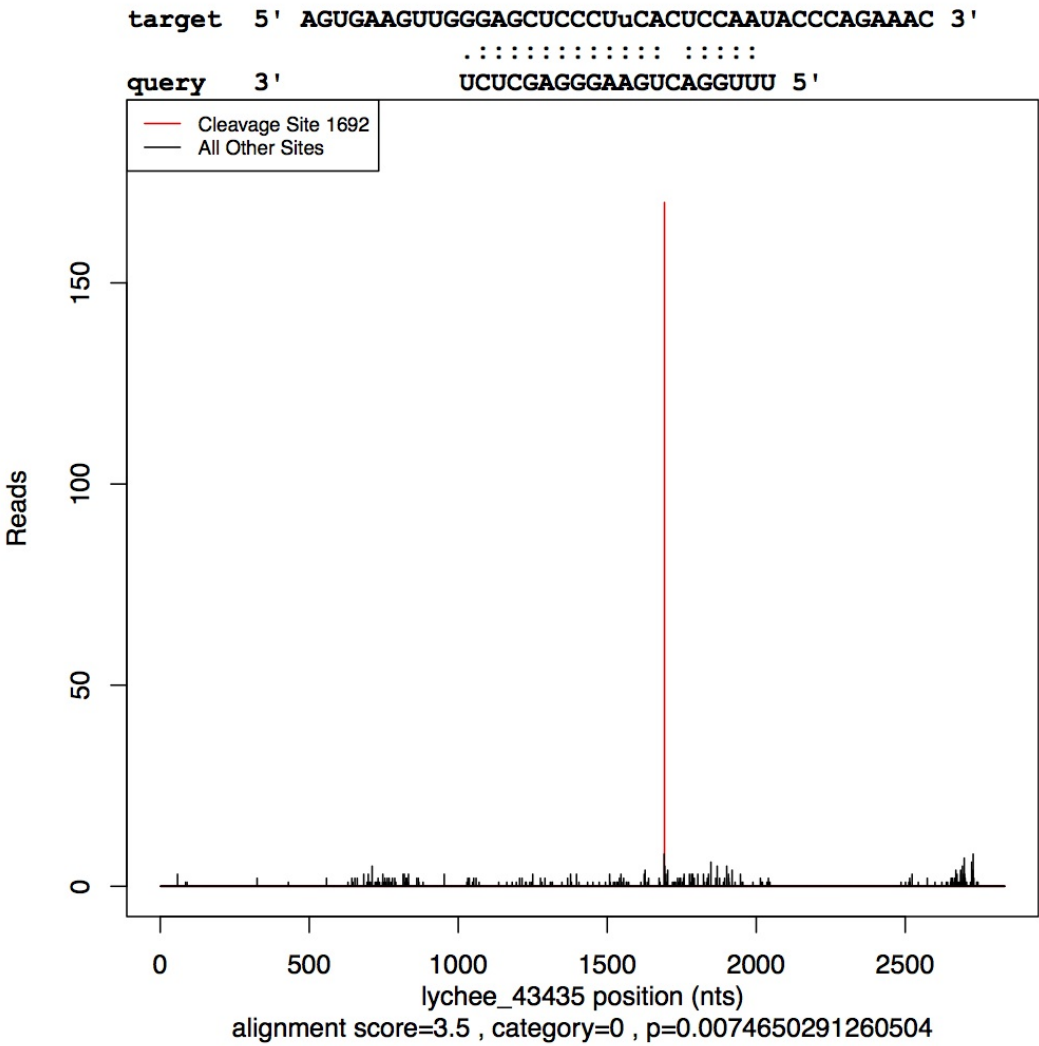

65_miR159_1692_lychee_43435

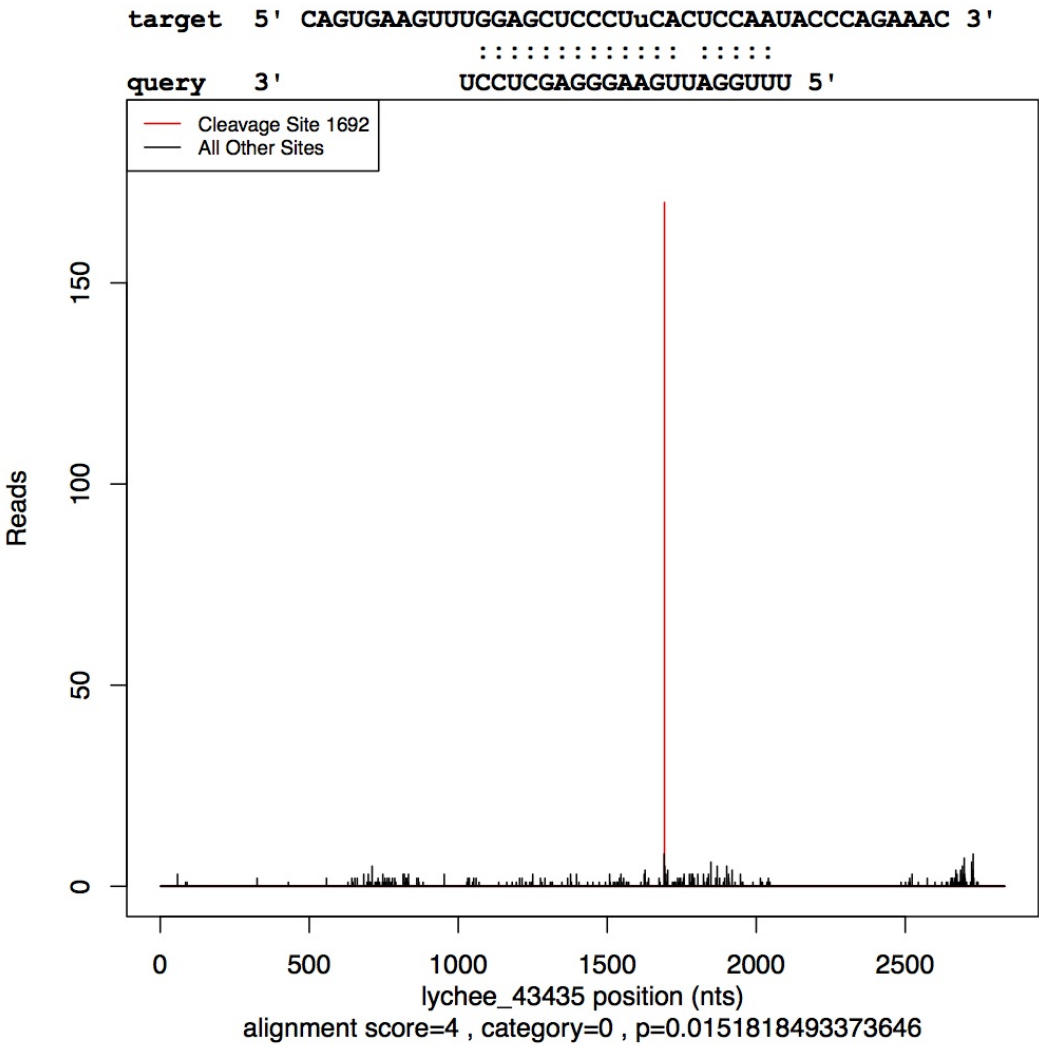

66_miR159_1692_lychee_43435

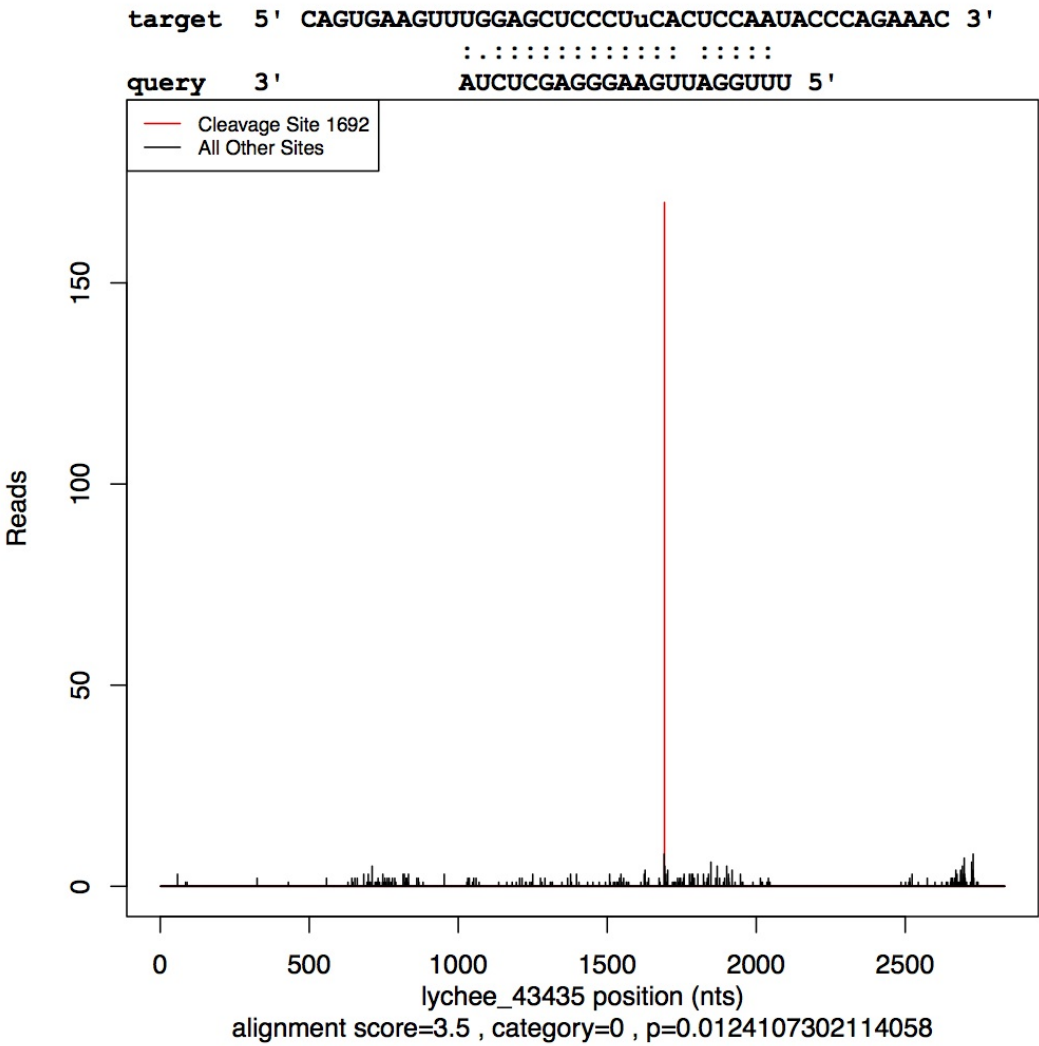

70_miR159_1692_lychee_43435

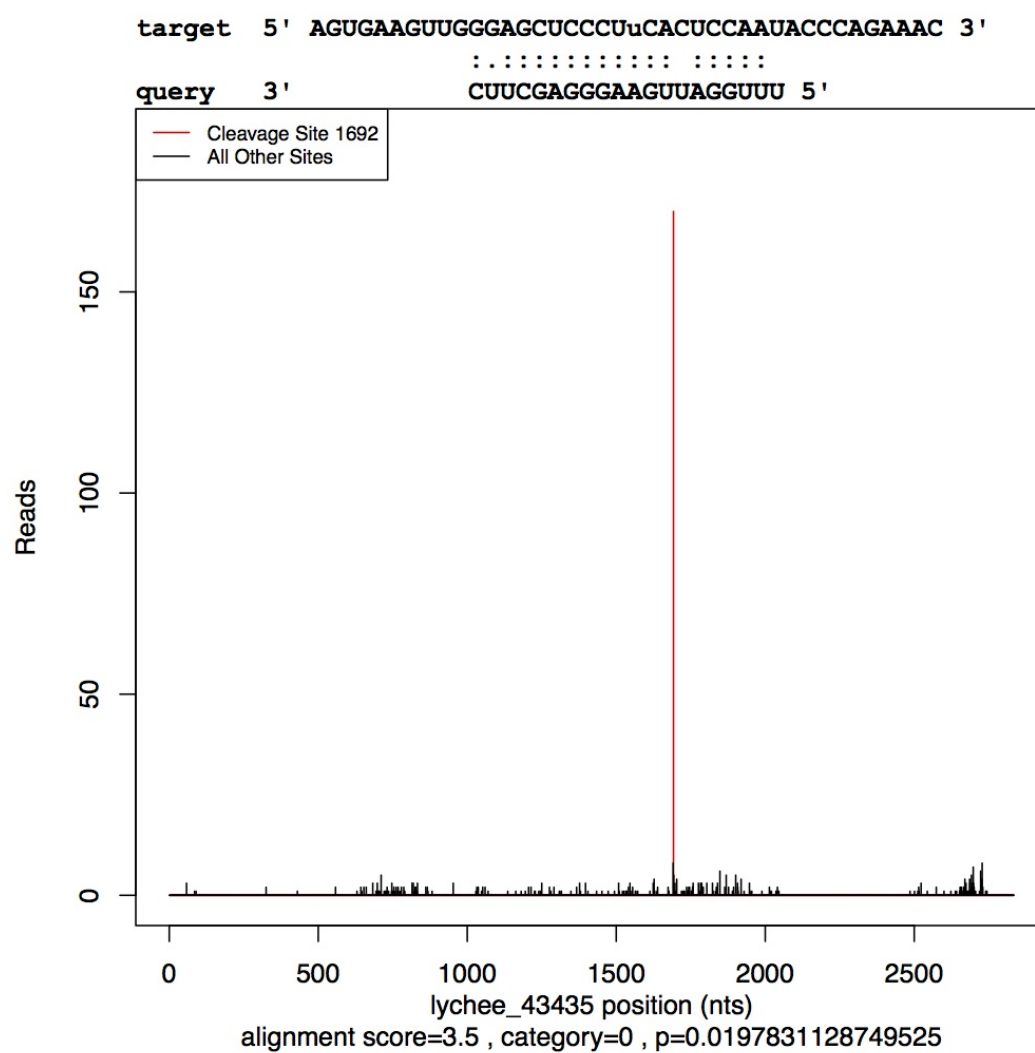

73_miR159_1692_lychee_43435

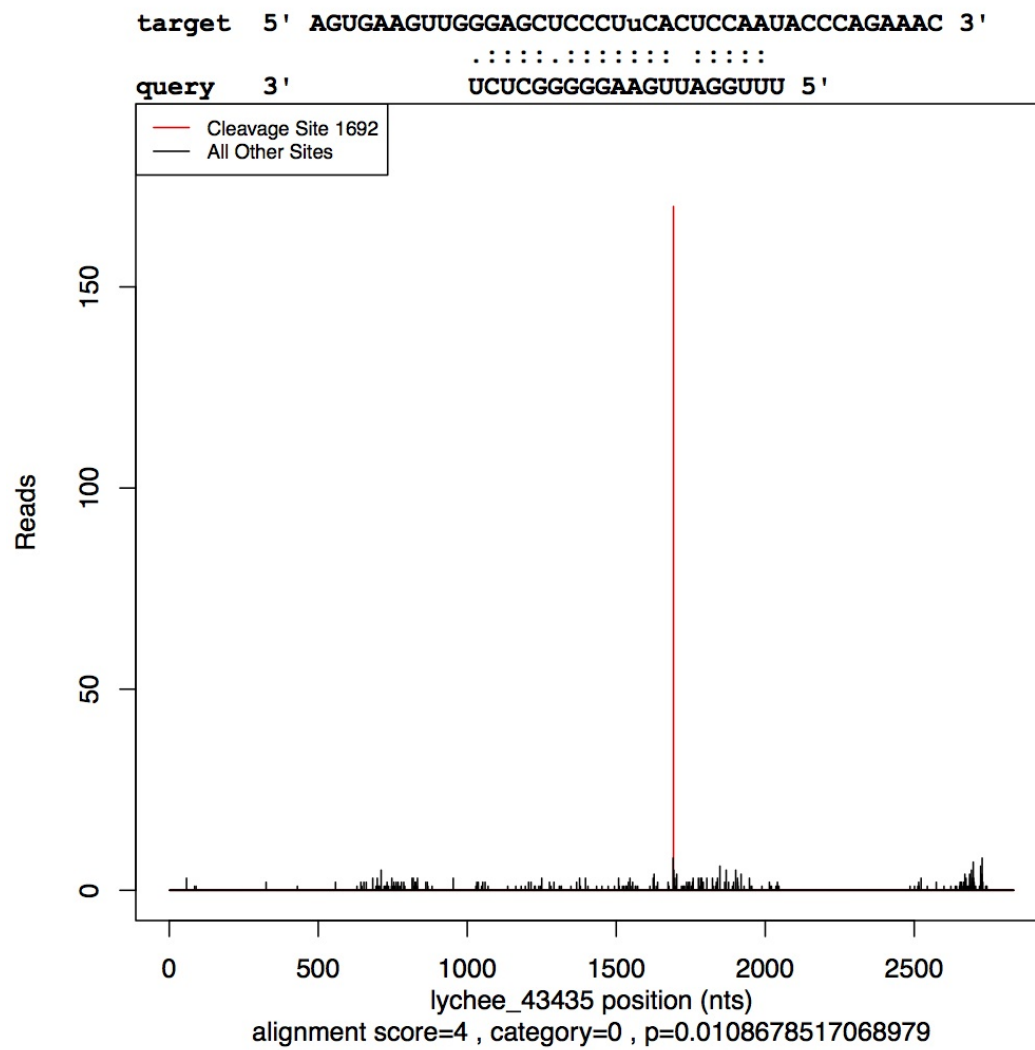

83_miR165_11_lychee_12179

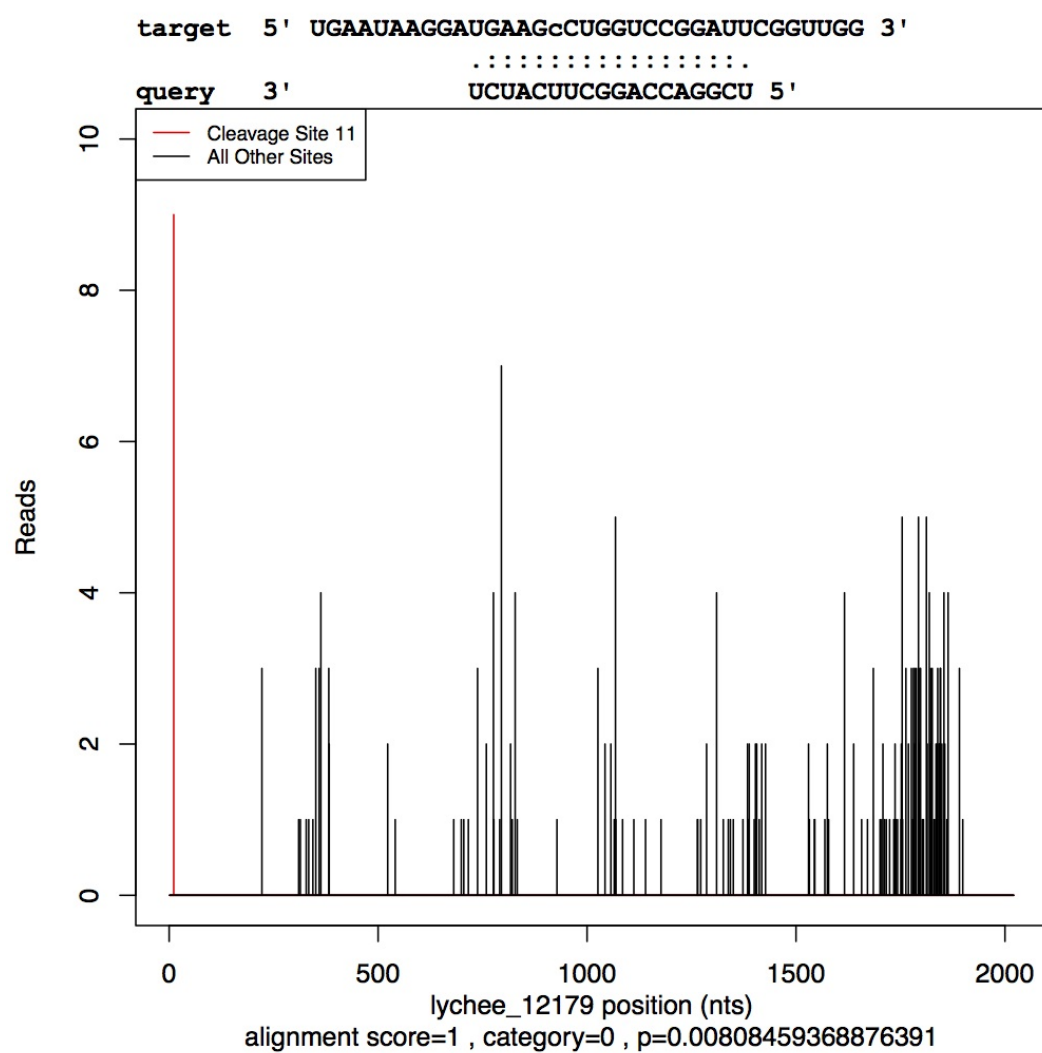

83_miR165_9405_lychee_50219

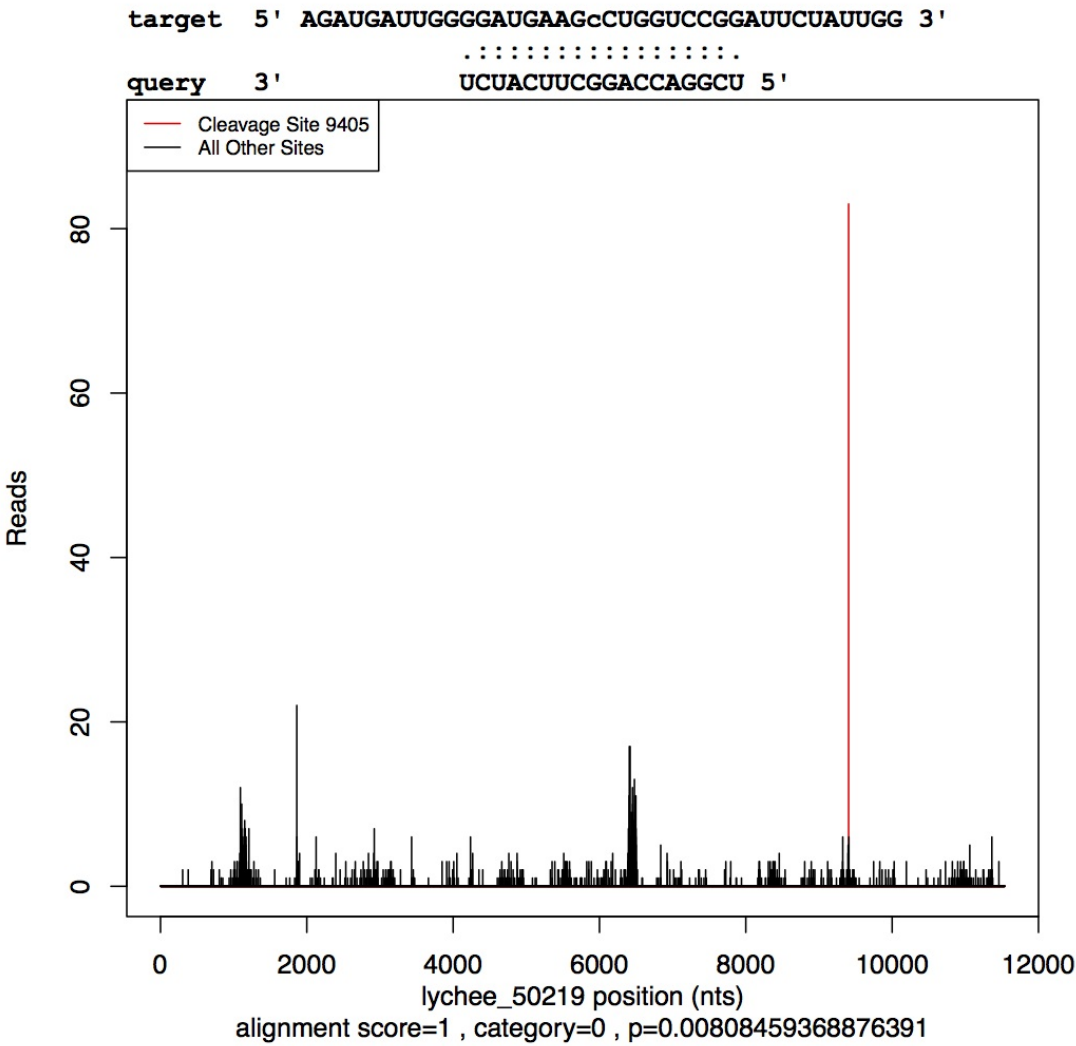

97_miR166_11_lychee_12179

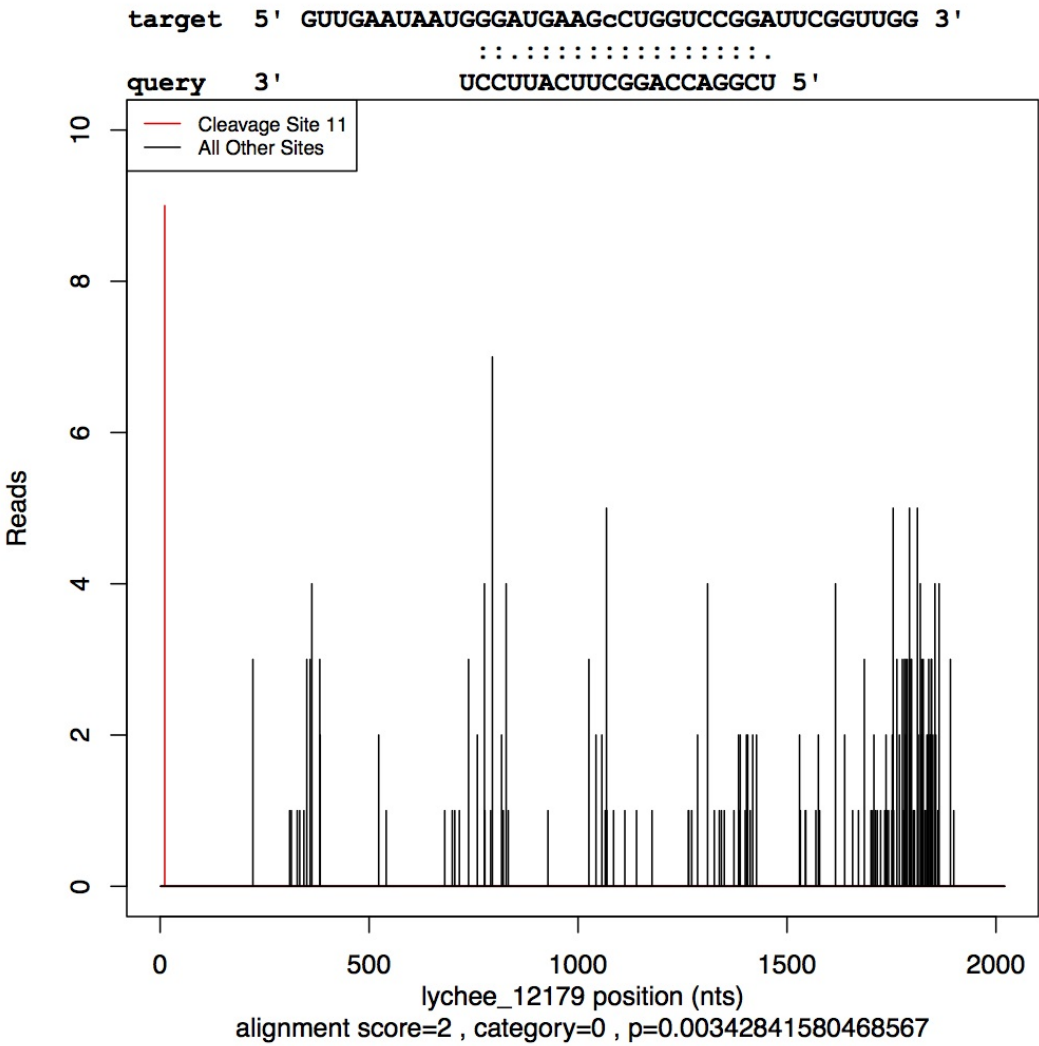

99_miR166_11_lychee_12179

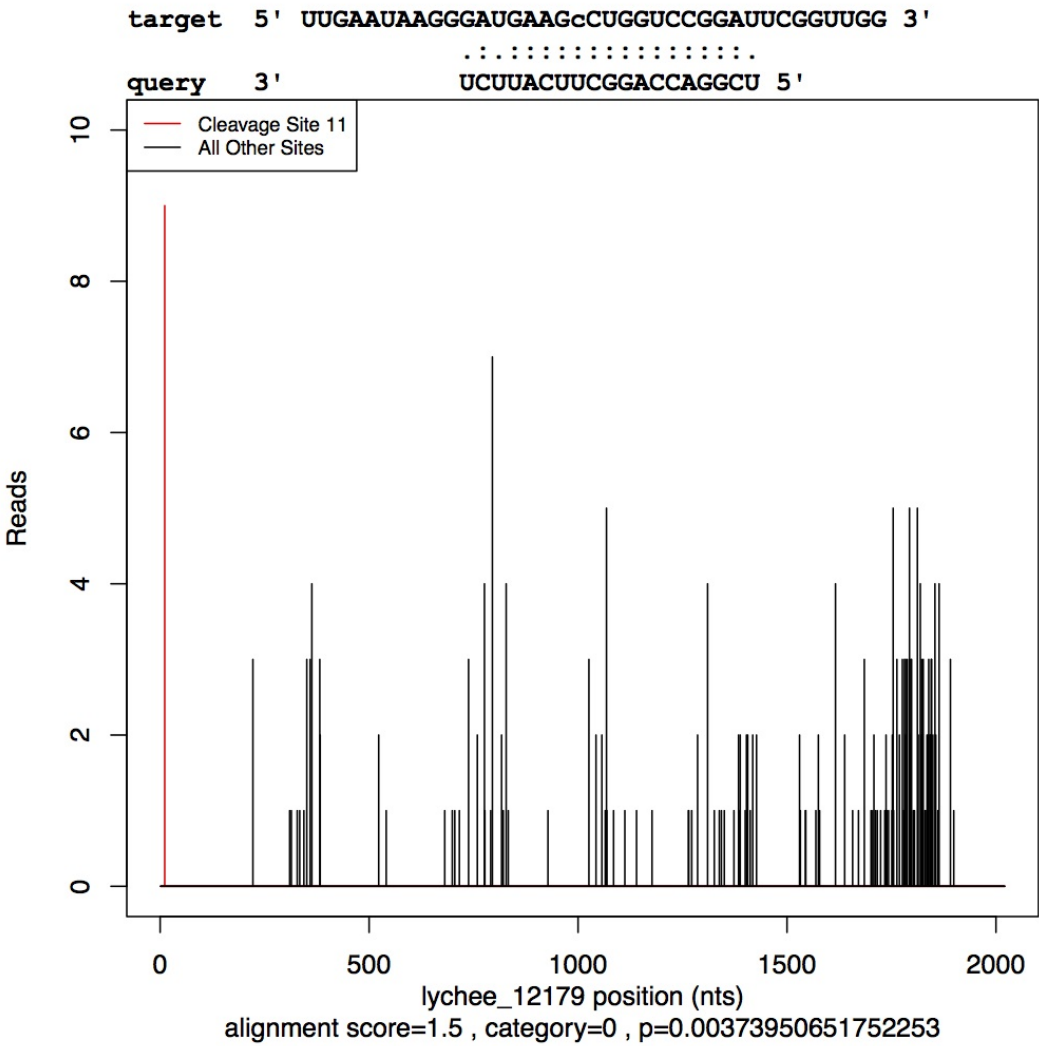

100_miR166_11_lychee_12179

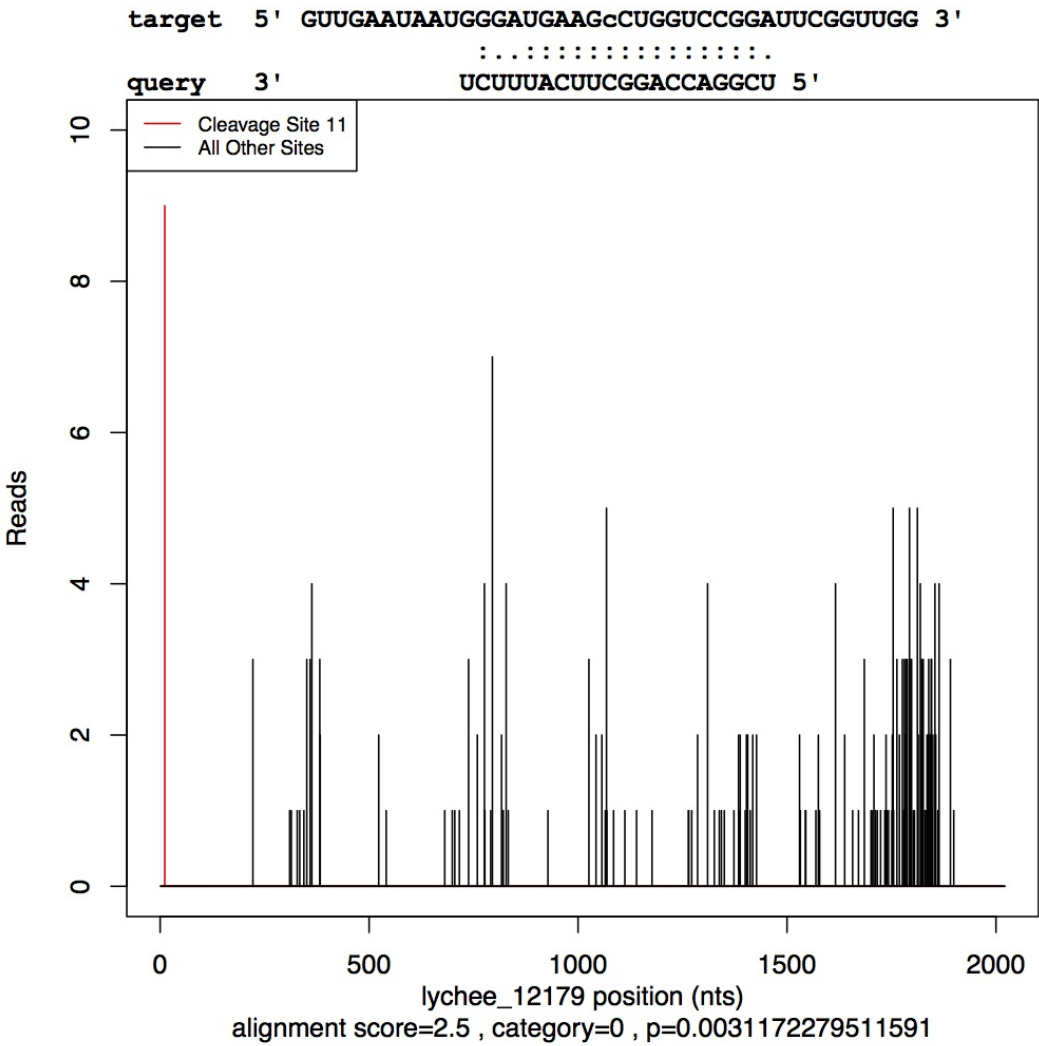

133_miR319_1692_lychee_43435

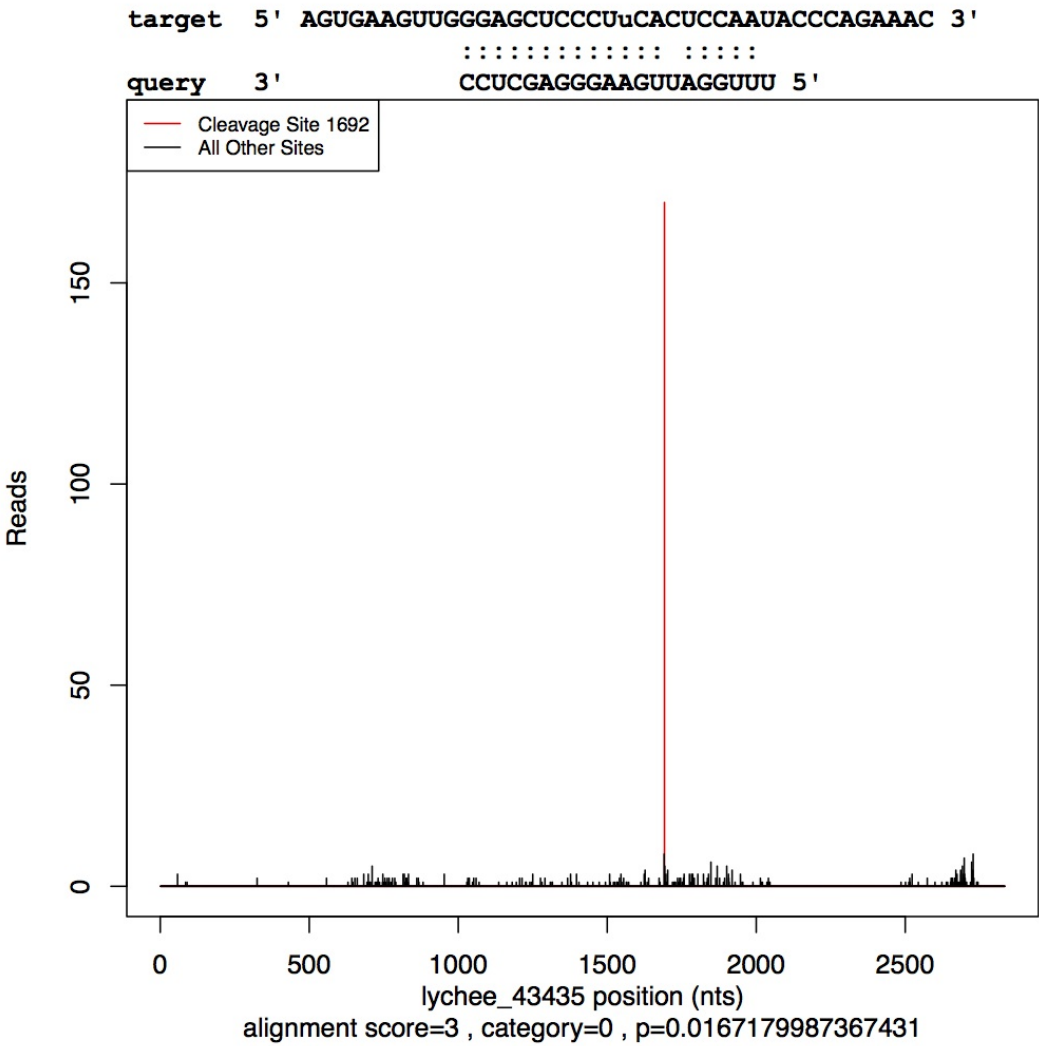

139_miR319_1692_lychee_43435

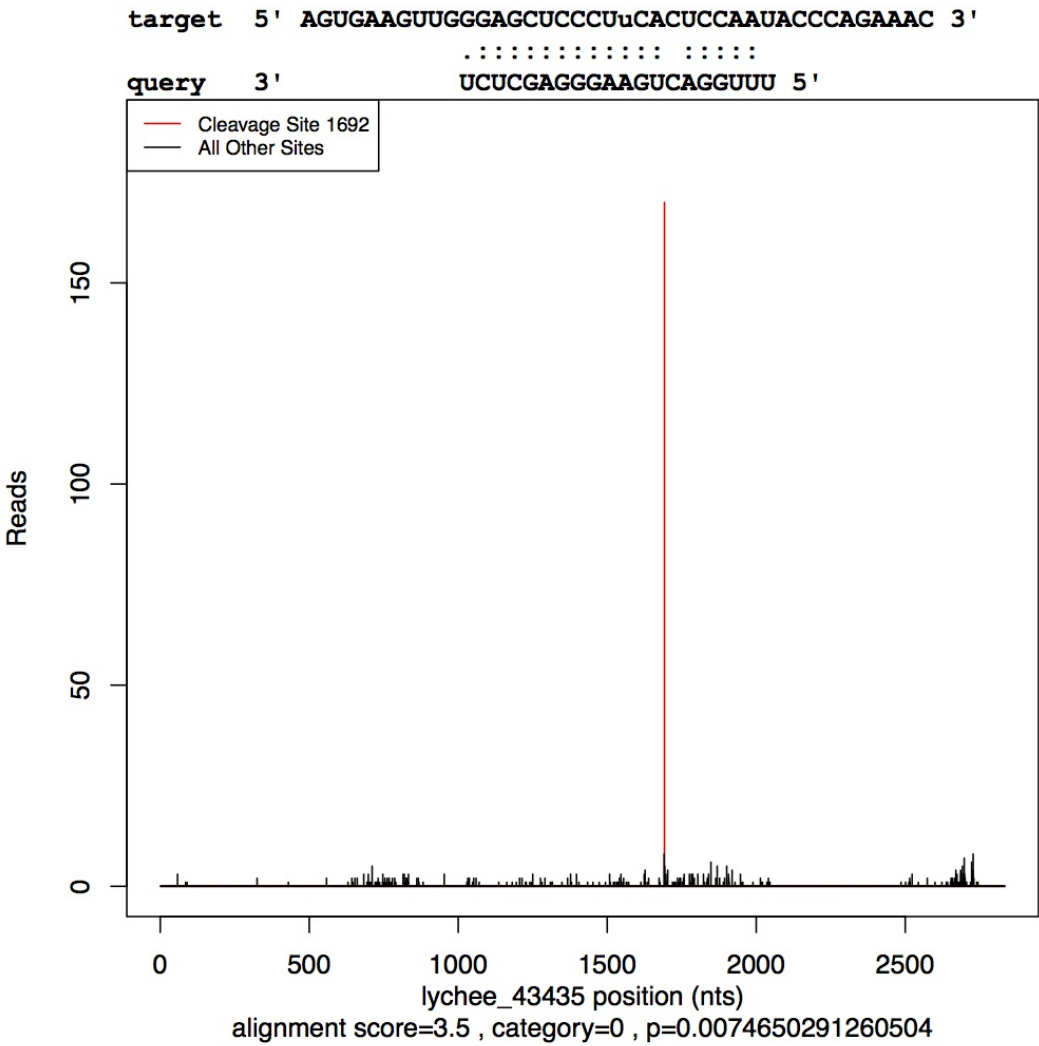

140_miR319_1692_lychee_43435

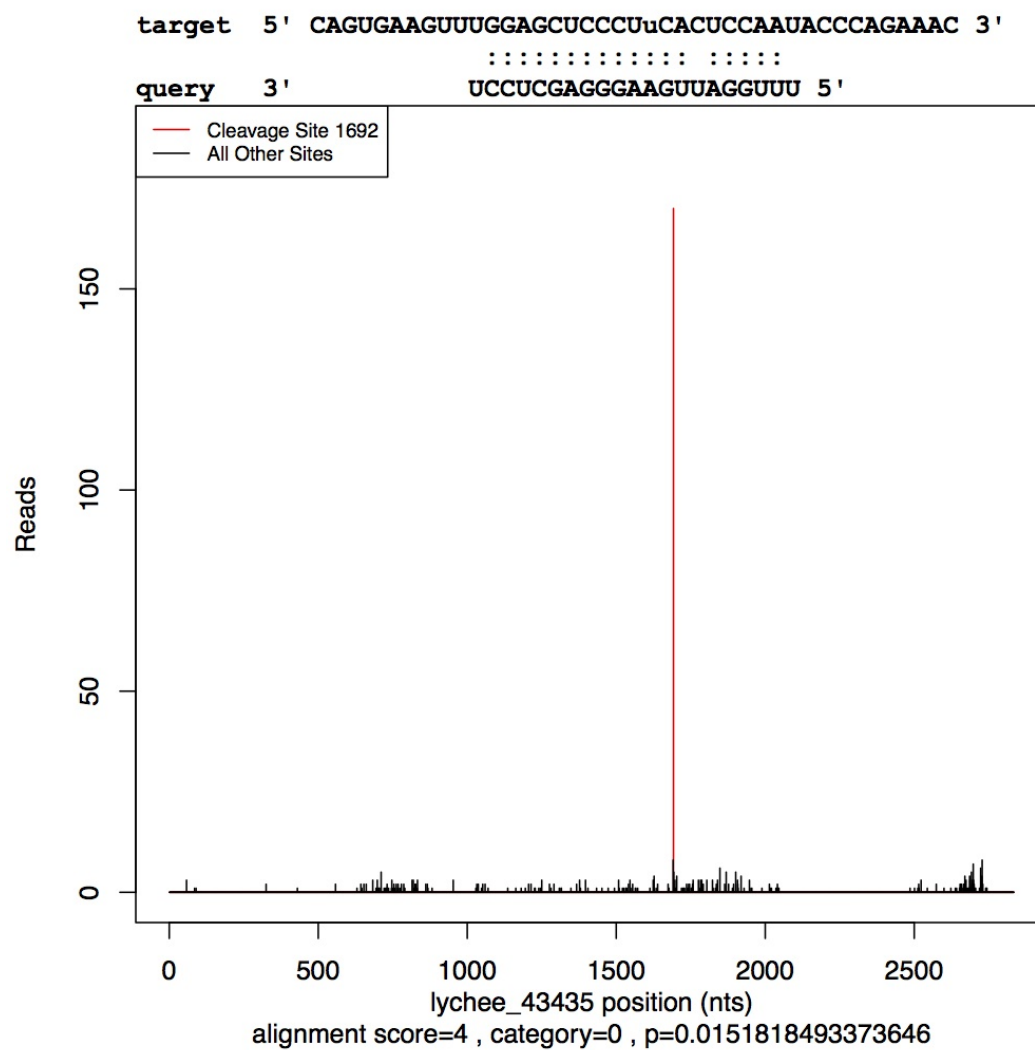

145_miR393_1613_lychee_55456

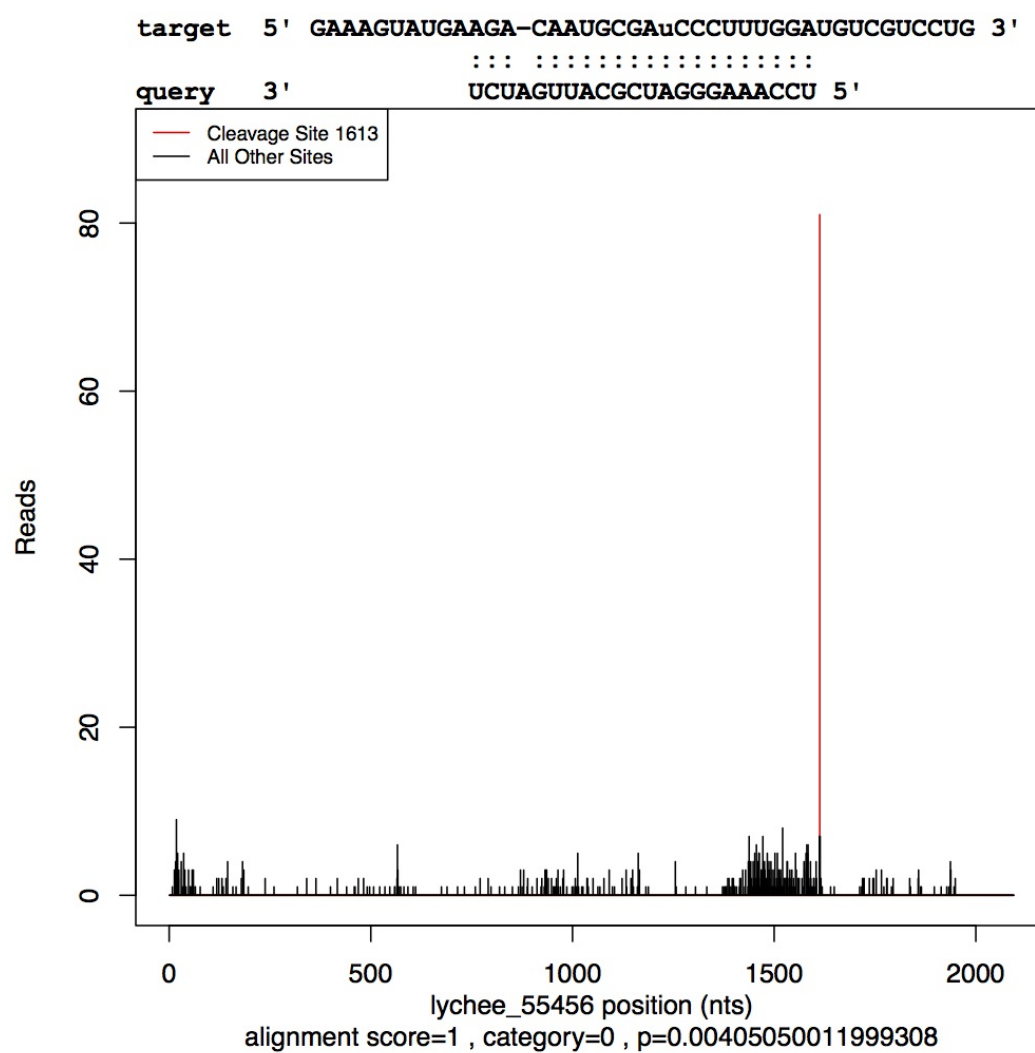

147_miR393_1613_lychee_55456

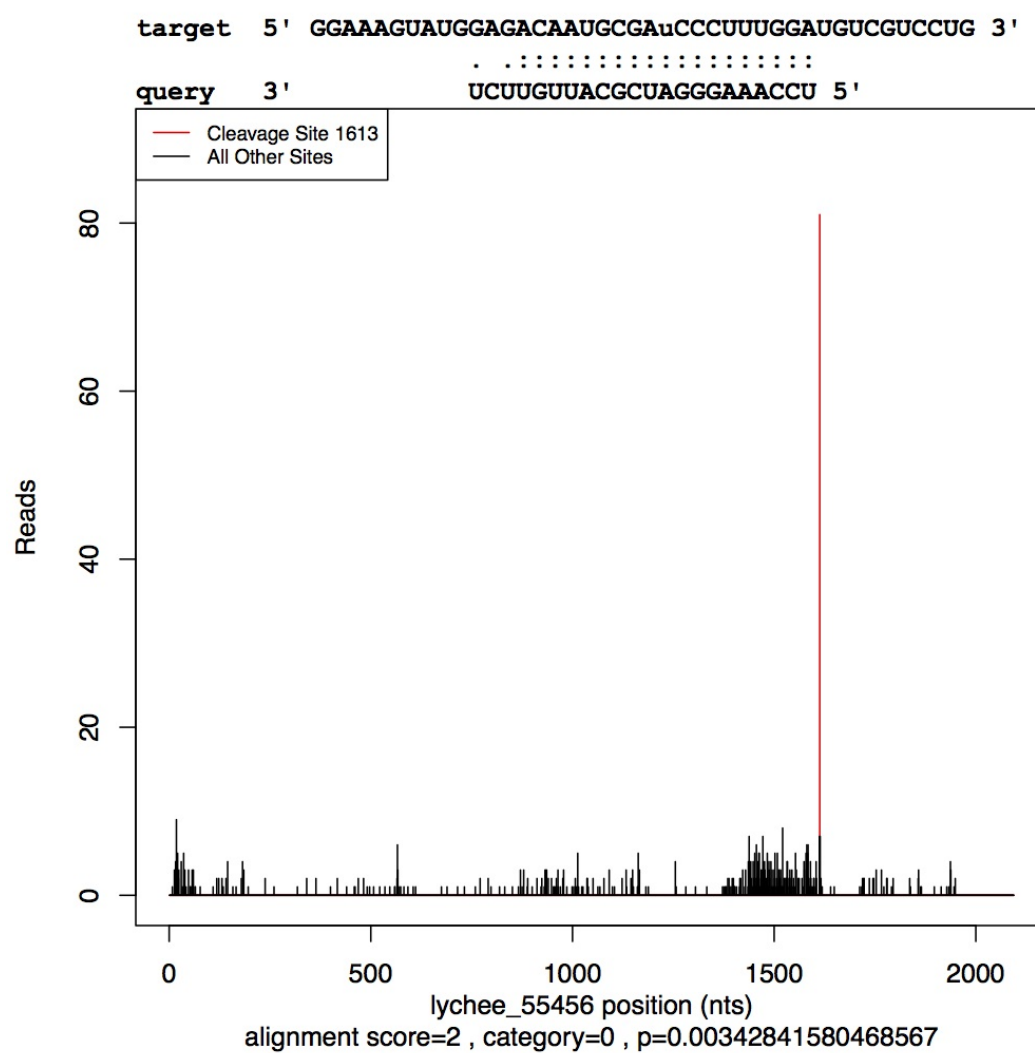

153_miR393_1613_lychee_55456

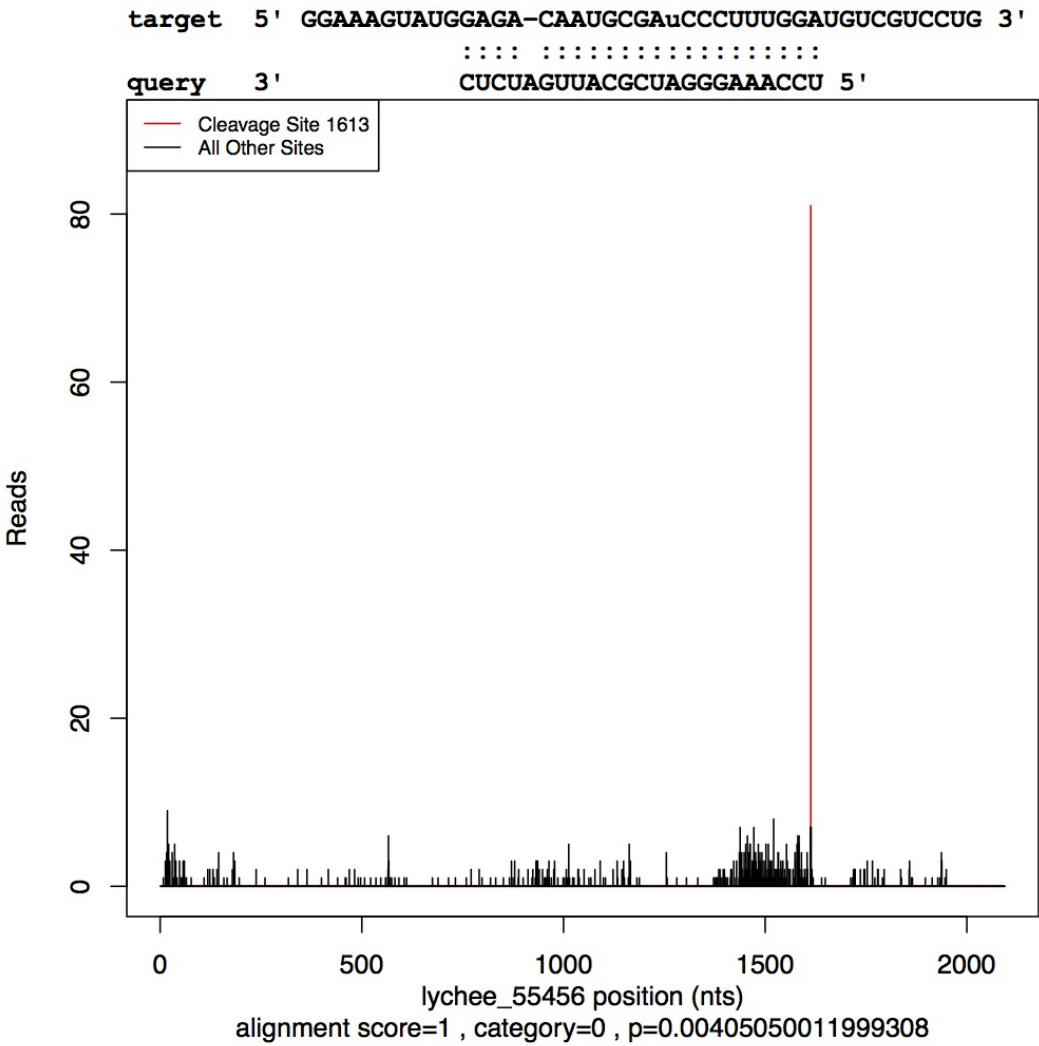

154_miR393_1613_lychee_55456

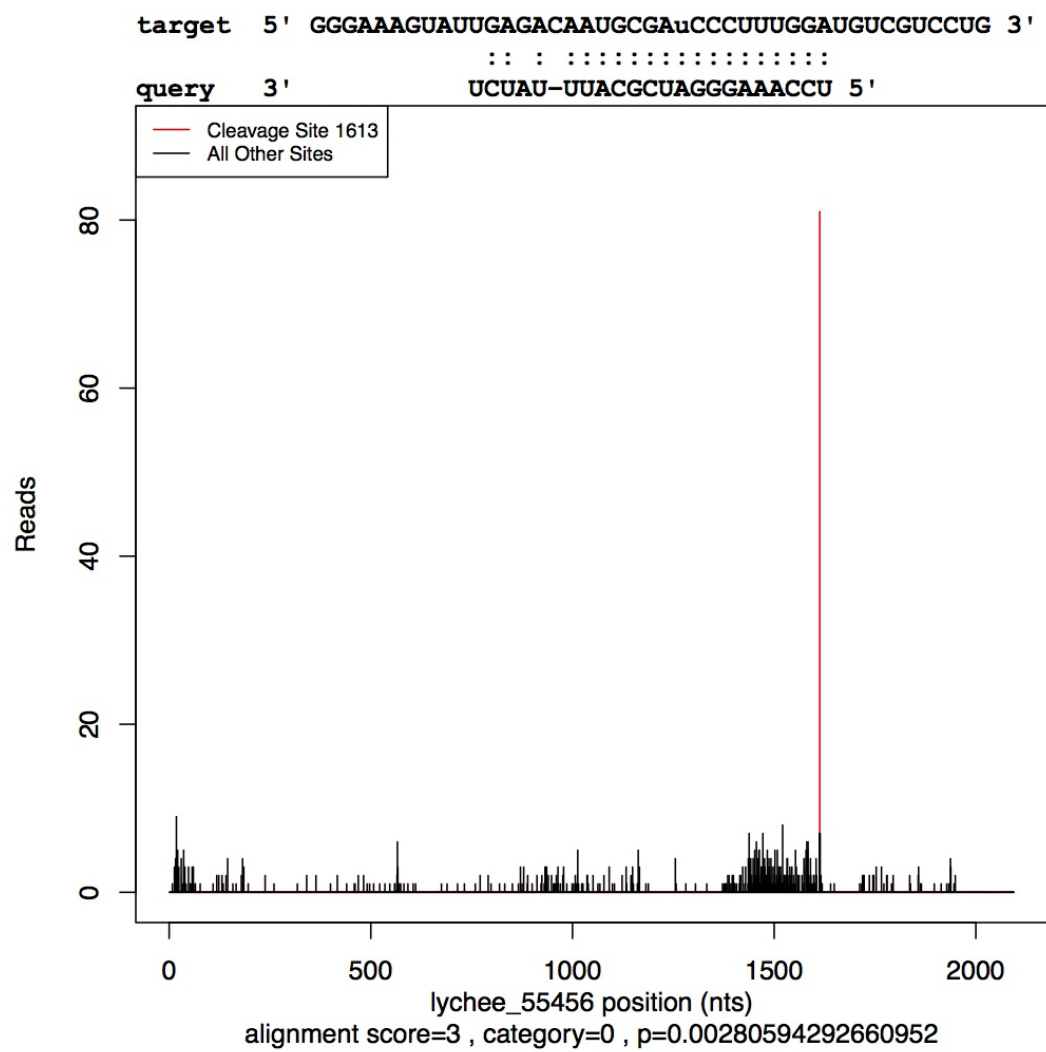

162_miR396_1029_lychee_55389

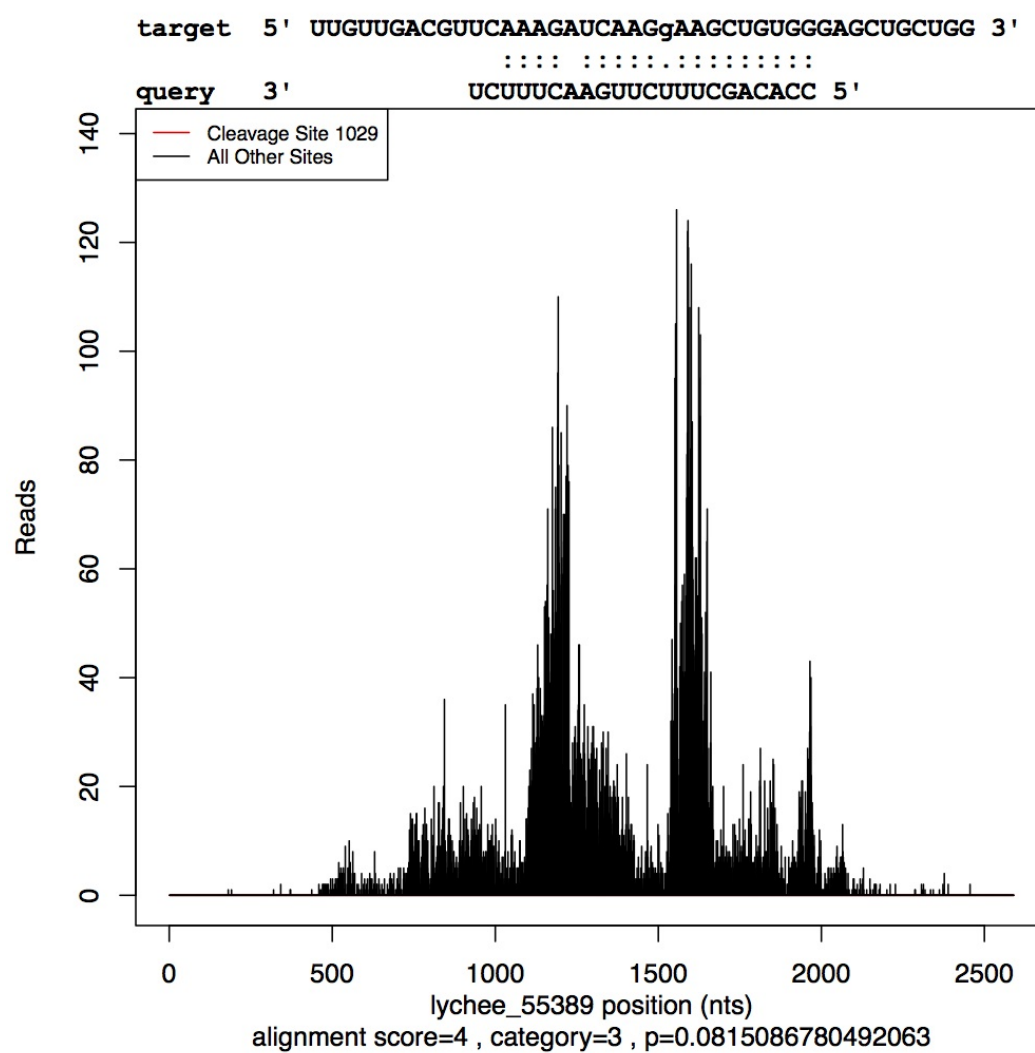

182_miR396_1029_lychee_55389

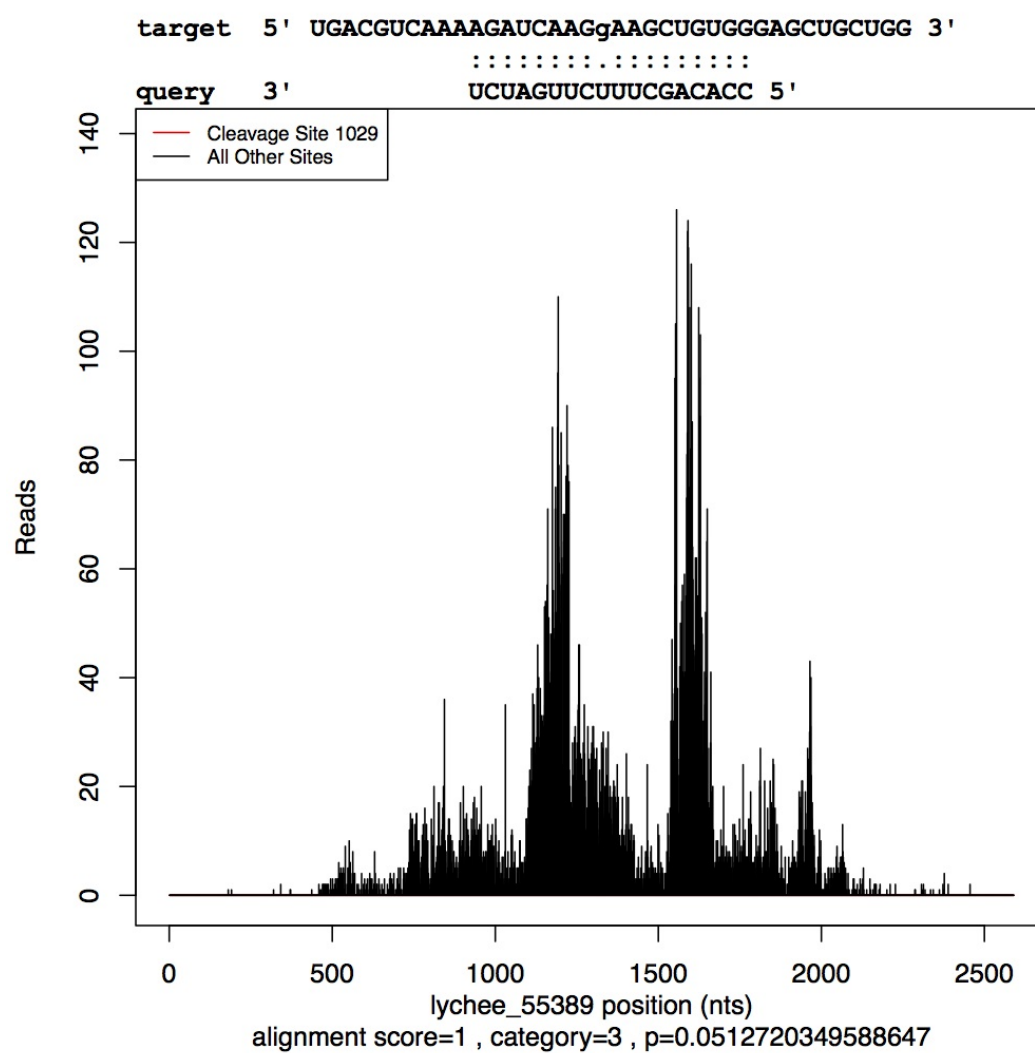

194_miR396_1029_lychee_55389

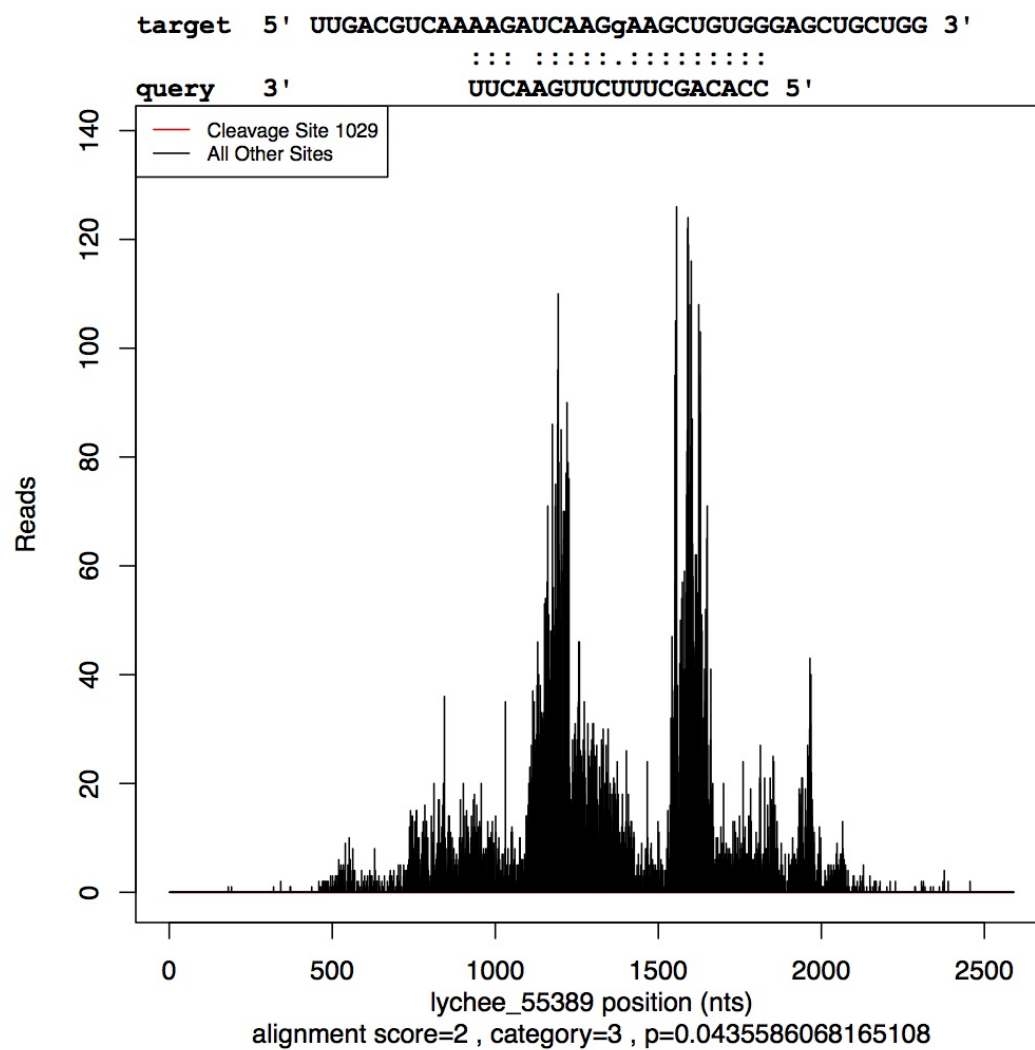

209_miR398_107_lychee_14851

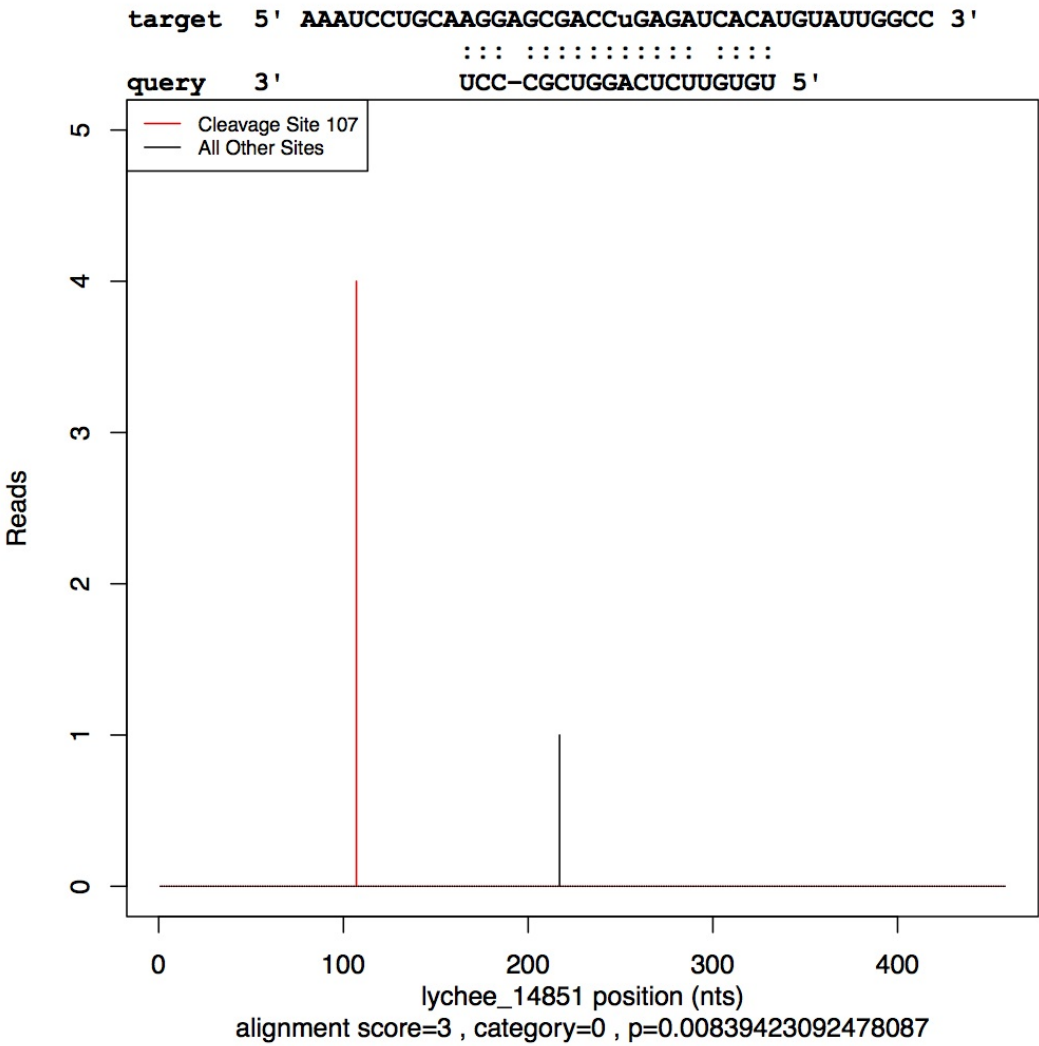

210_miR398_107_lychee_14851

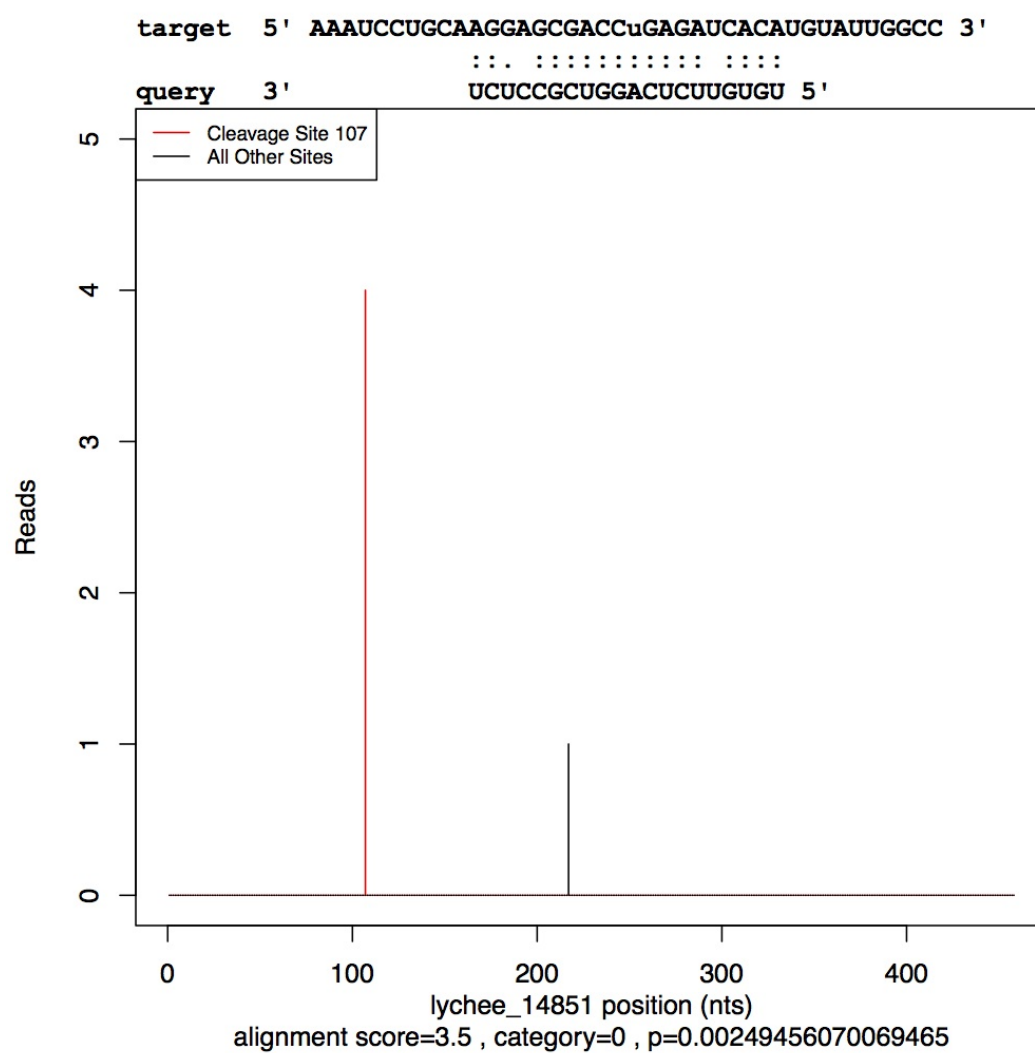

230_miR447_871_lychee_4093

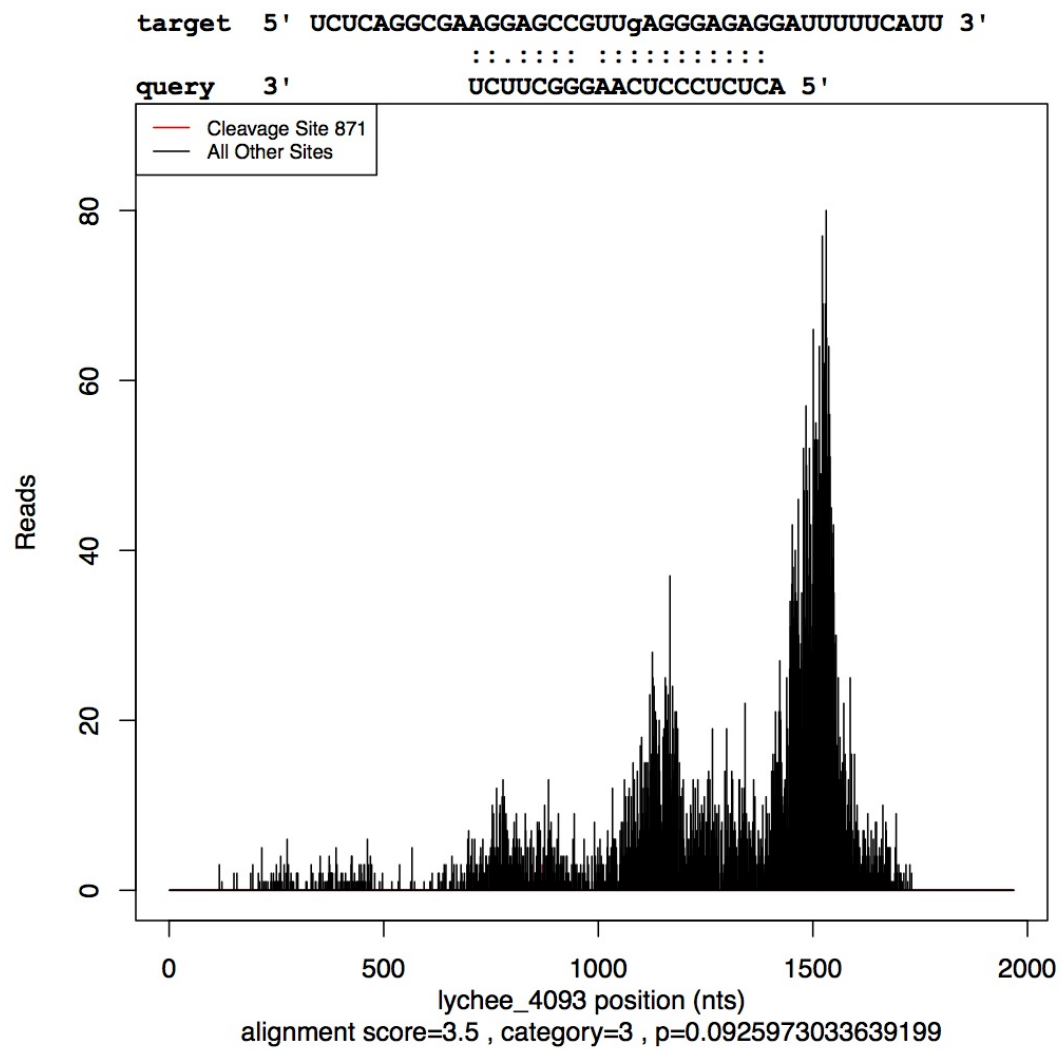

235_miR473_871_lychee_4093

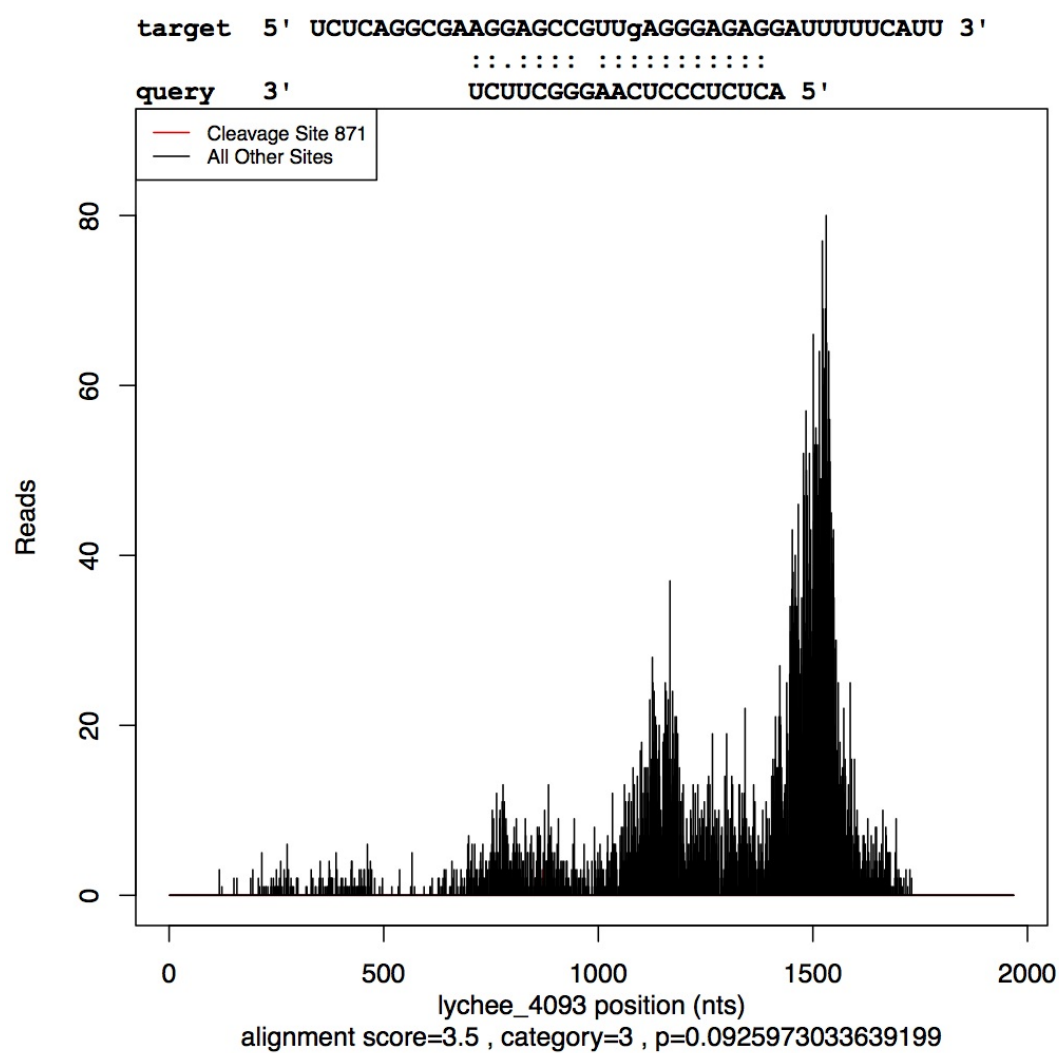

238_miR477_871_lychee_4093

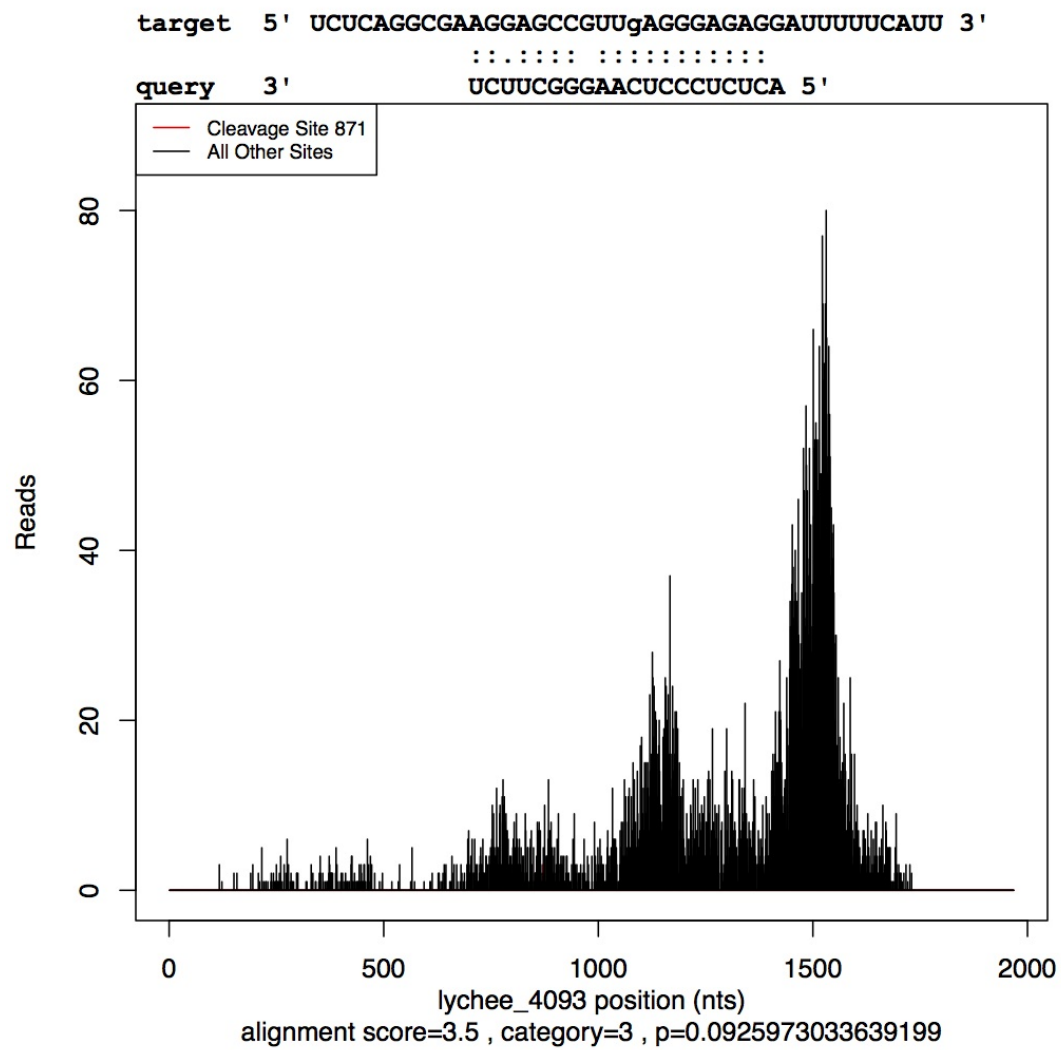

247_miR477_871_lychee_4093

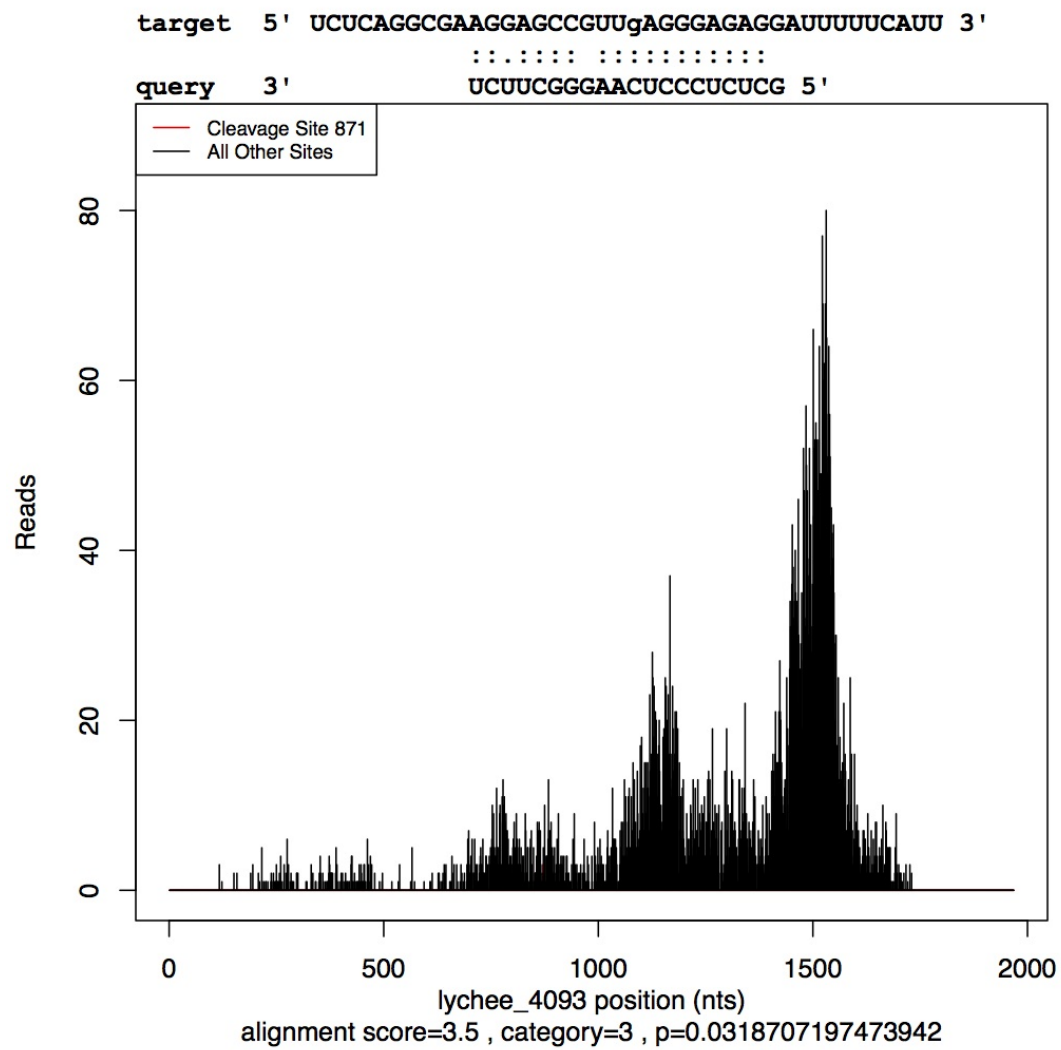

250_miR477_869_lychee_4093

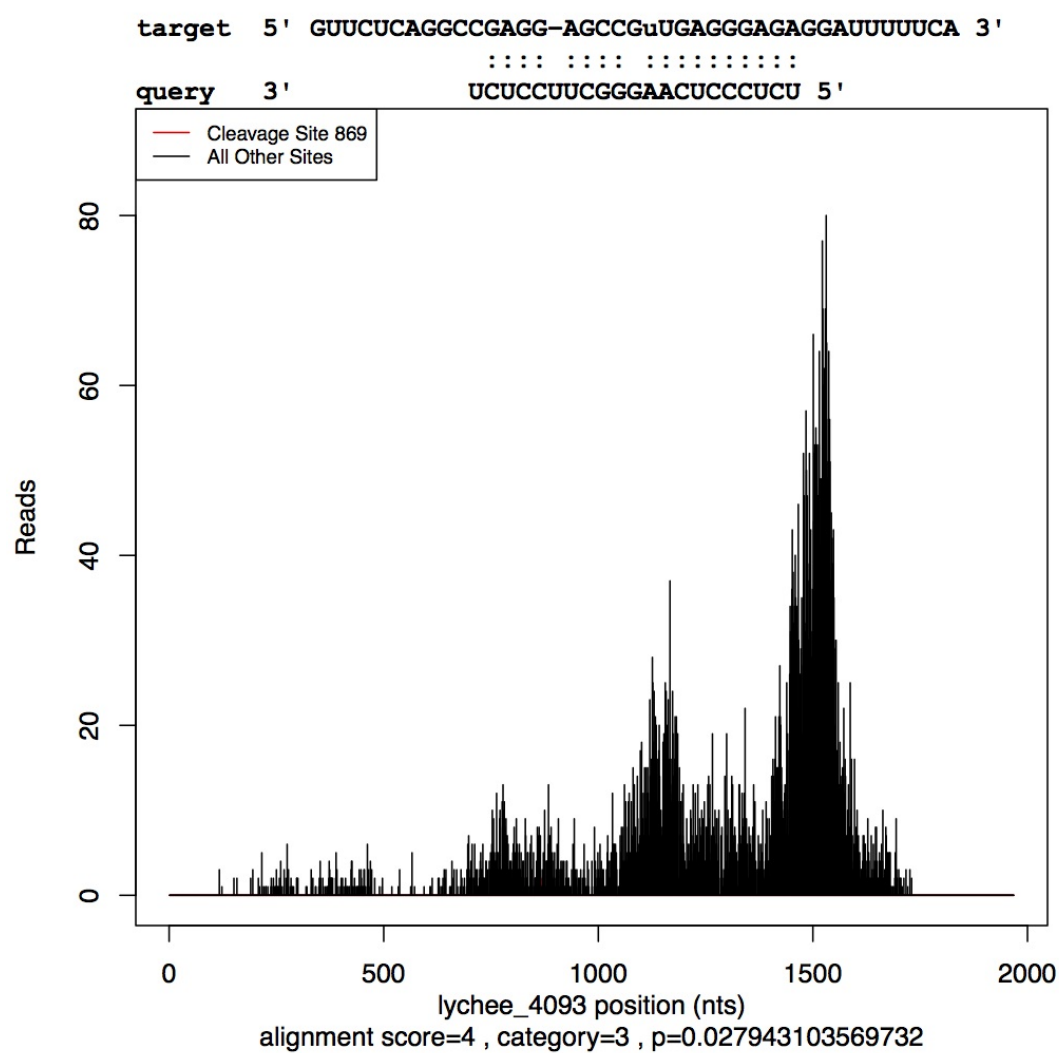

274_miR858_185_lychee_18326

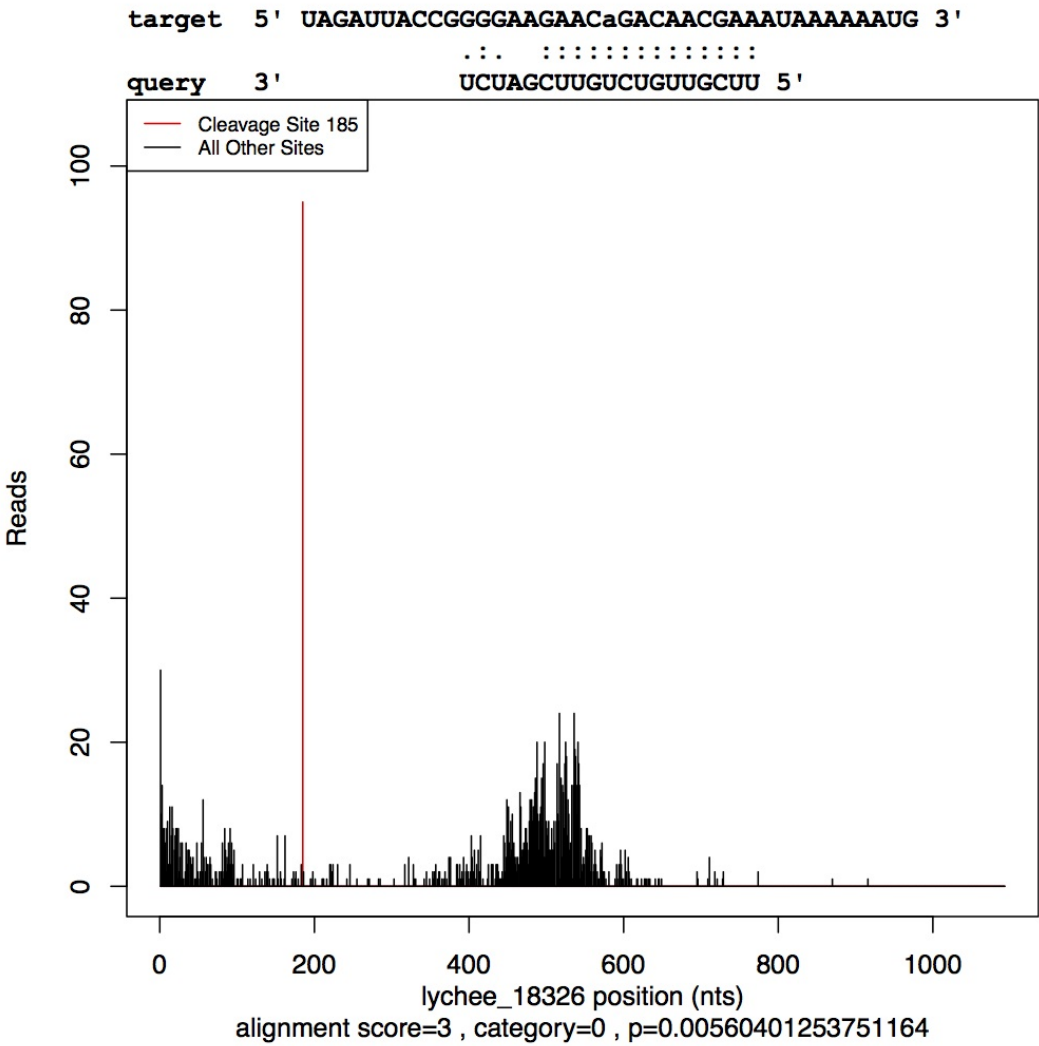

274_miR858_356_lychee_40412

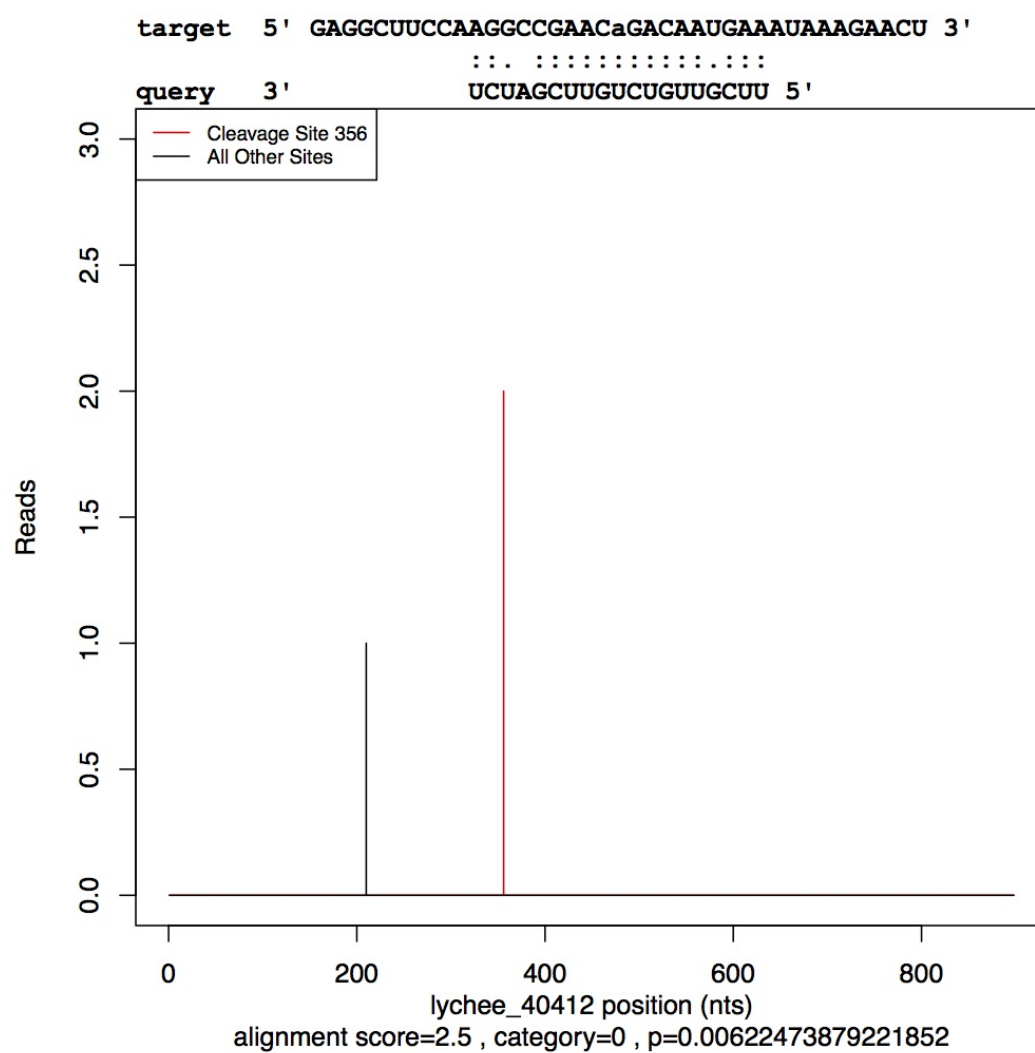

276_miR858_185_lychee_18326

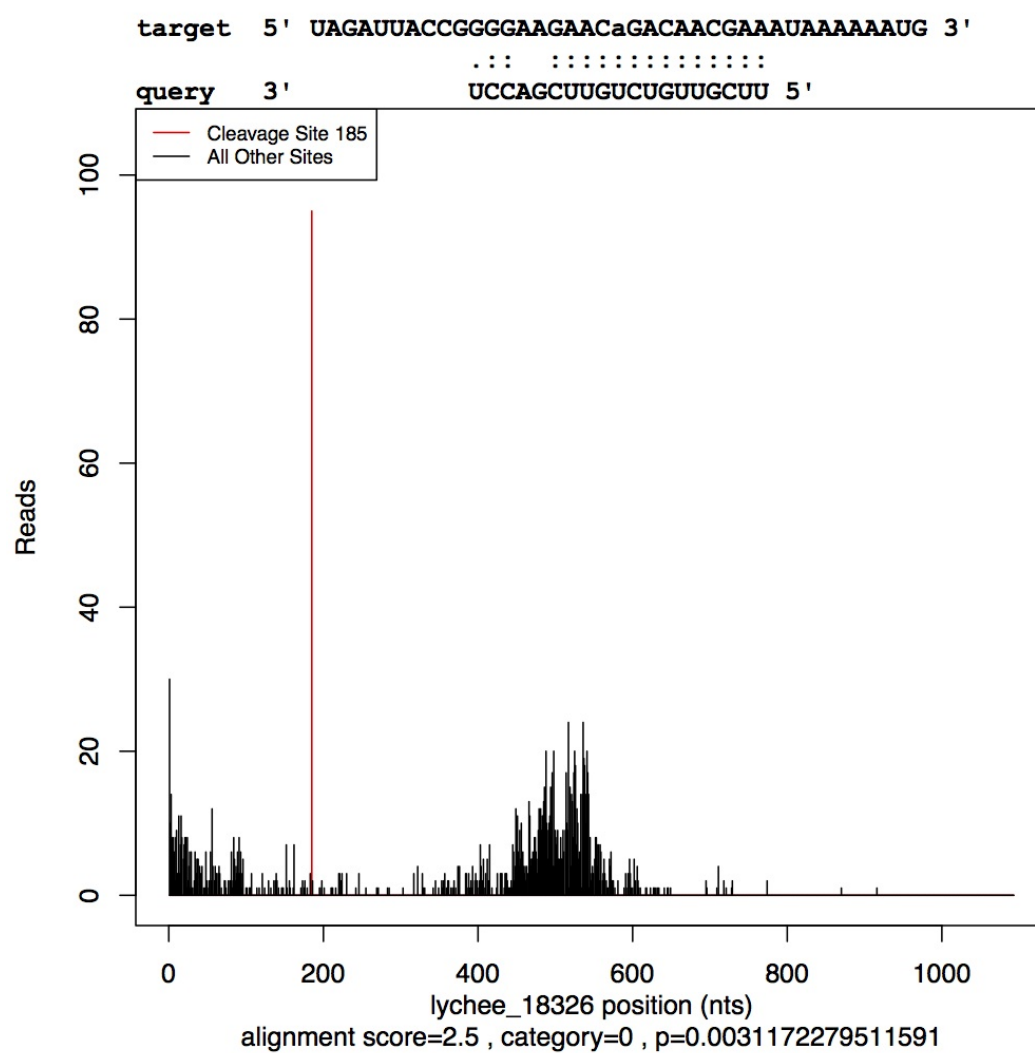

276_miR858_356_lychee_40412

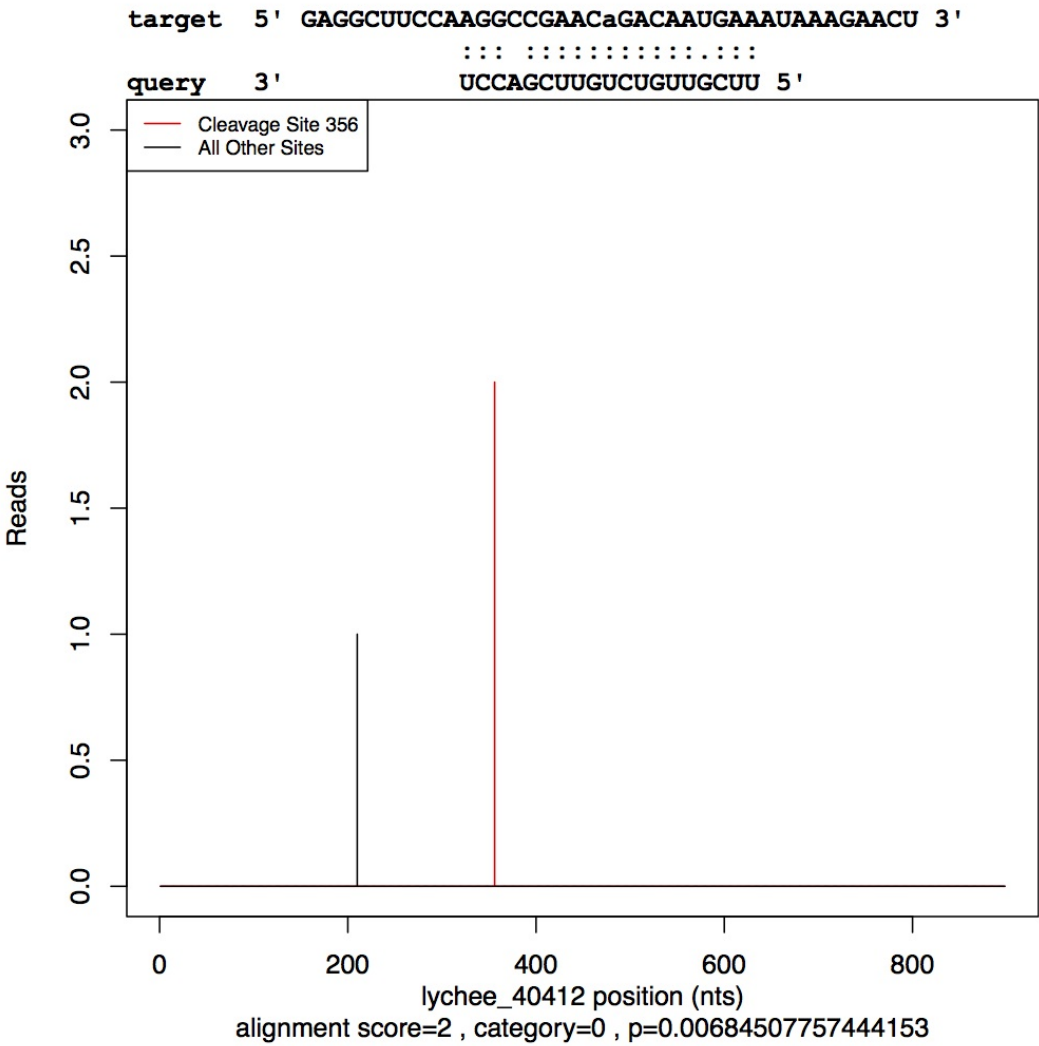

276_miR858_475_lychee_30086

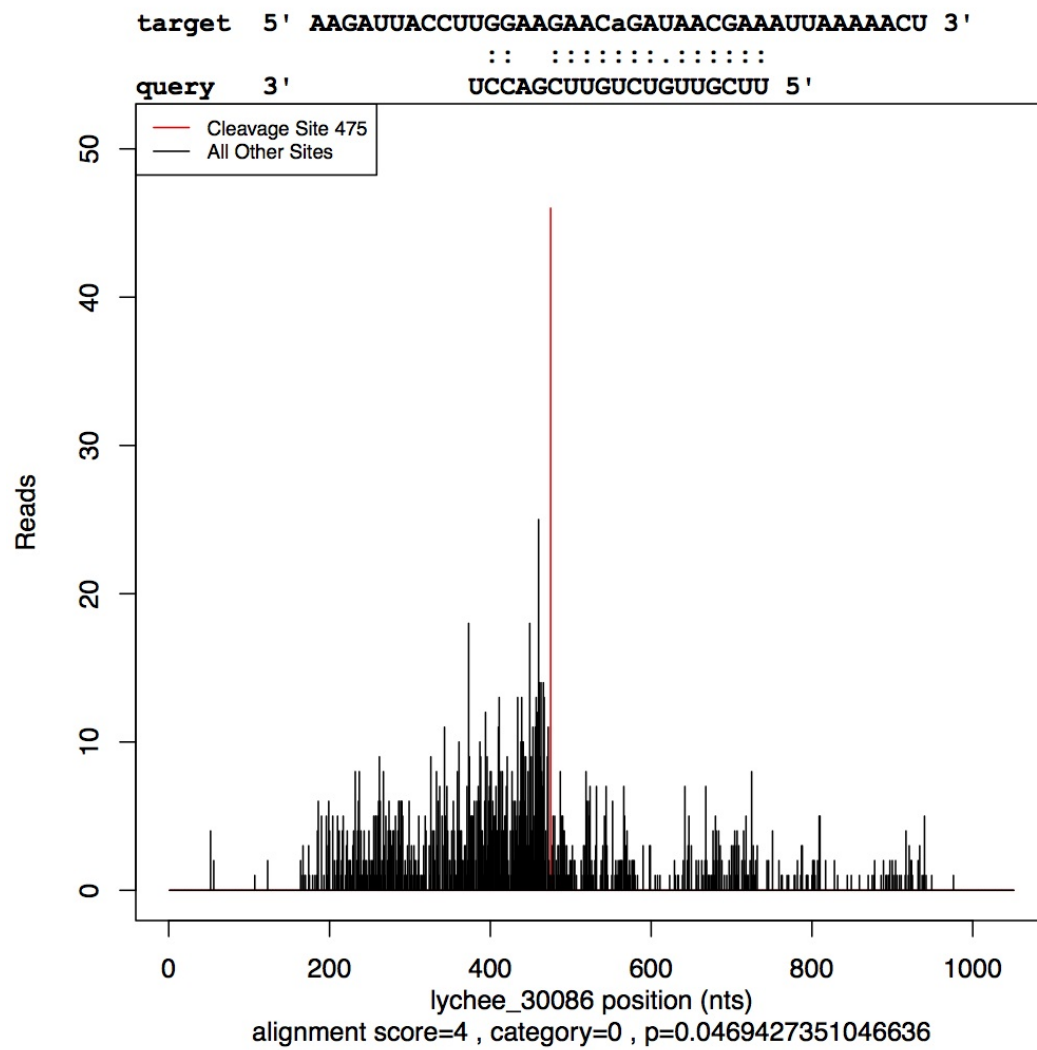

277_miR858_185_lychee_18326

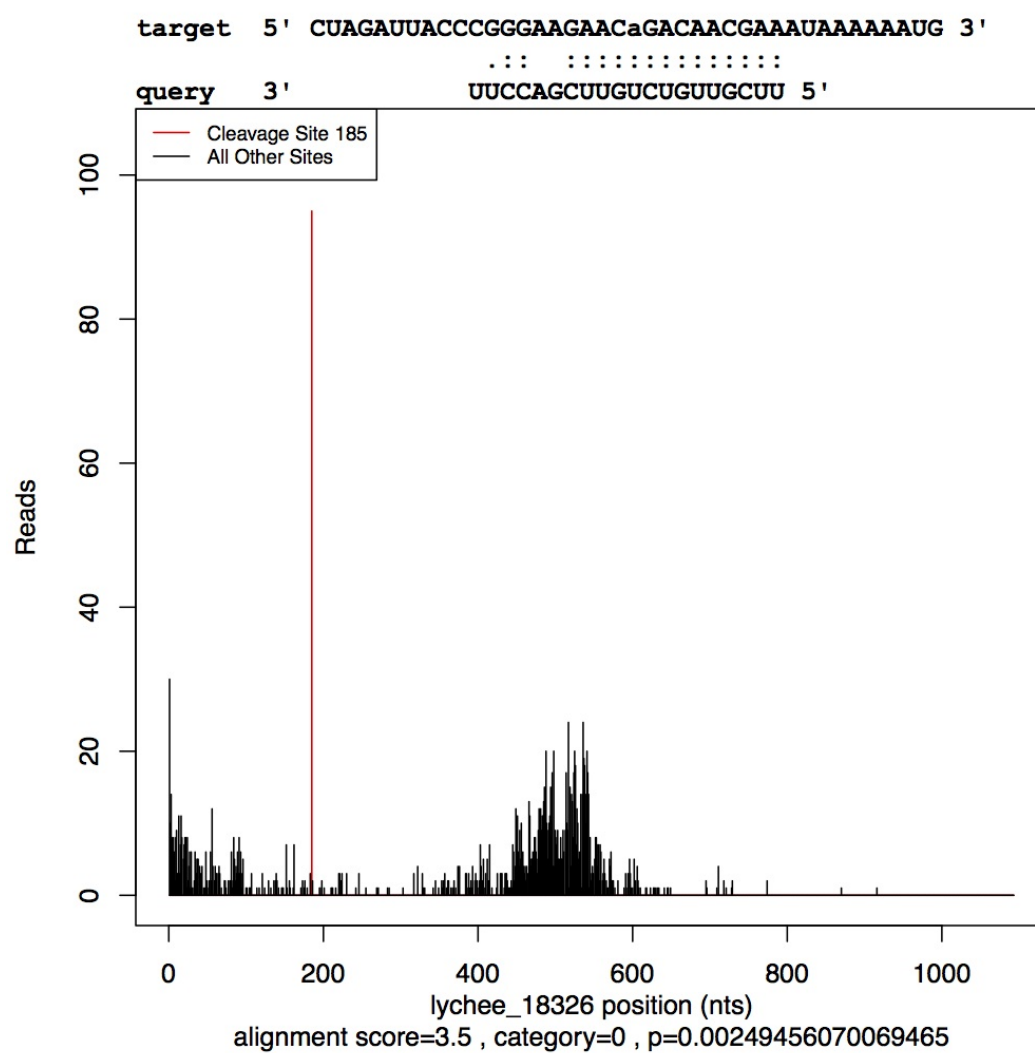

277_miR858_356_lychee_40412

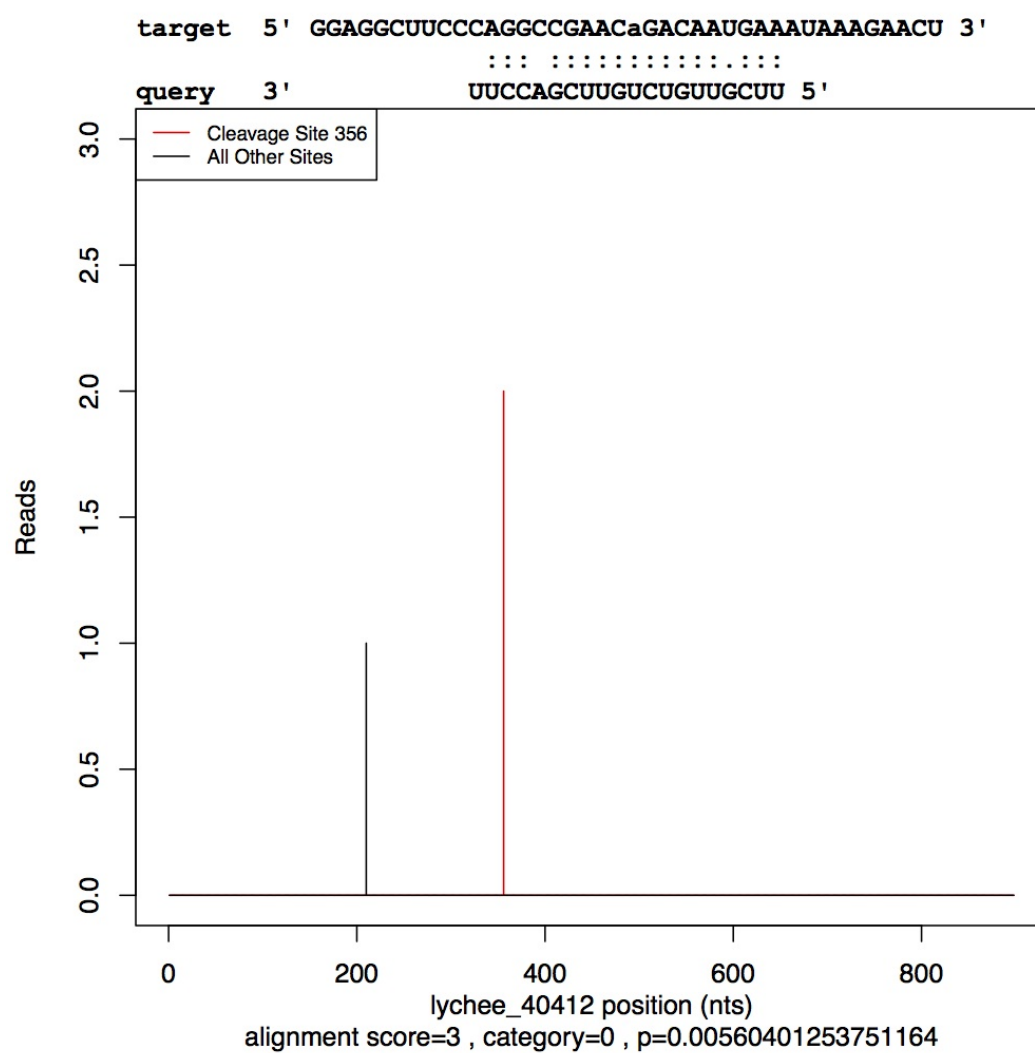

lch-miRC6_1342_lychee_57528

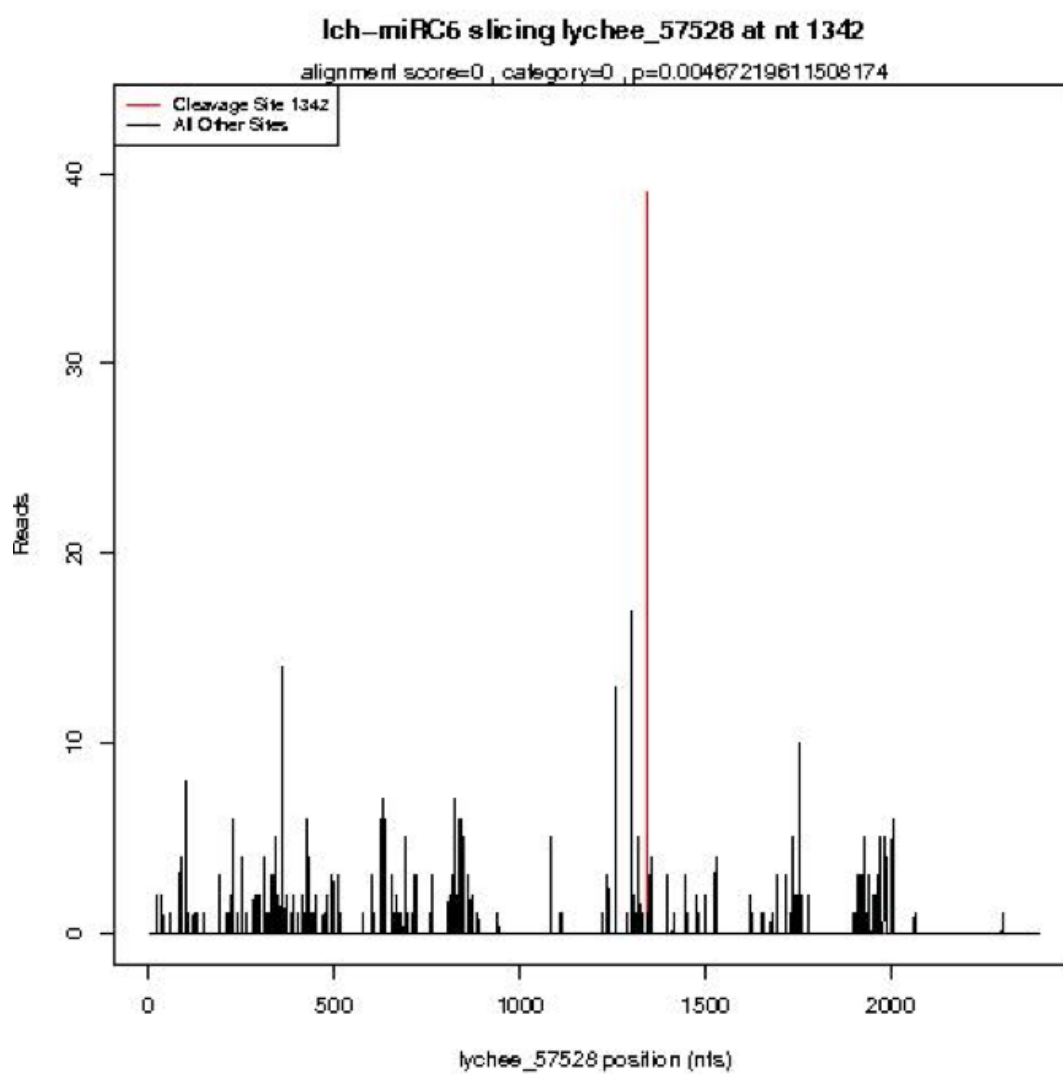

**Supplement:** Additional file 6: — T-plots for all targets of litchi miRNAs. This file contains t-plots for all targets of litchi miRNAs. Signature abundance throughout the length of the indicated lychee unigene transcripts is plotted. Red line indicates signatures consistent with miRNA-directed cleavage. miRNA:mRNA alignment is shown on the top.

How the deposited data were processed for this re-analysis (not part of the article)

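Small RNAs were sequenced from litchi pericarp in 5 libraries, 1 for each storage point: 0 d and 4 d at ambient temperature, and 0 h, 24 h and 48 h at ambient temperature after 14 d of cold storage. A single degradome library was made from RNA mixed over the storage points. All values come from 4 tables that the authors deposited: statistics of the small RNA reads, known miRNAs, candidates for litchi-specific miRNAs and degradome pairs. The same tables are supplements of the article, so their values had been seen when the rule for named miRNAs, the groups, the comparisons and the alternatives were set, before the deposited tables were opened.

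In the deposited statistics the authors removed the 3' adaptor, low-complexity reads and reads of t/rRNA and kept reads of 20 to 24 nt. The listed known miRNAs run from 18 to 24 nt, so they were not limited to those lengths. The deposited counts are raw reads per sequence and library, without normalization. The paper names the Illumina Genome Analyzer Pipeline for the preprocessing of raw reads, while the tools that removed the adaptor and matched reads to the unigenes are not given in the sources used here. Known miRNAs were matched by the authors to miRNAs in miRBase, and their deposited normalized values are in RPM, whose library totals were recovered by dividing raw by normalized reads. The candidates for litchi-specific miRNAs were found by the authors with miRCat on the unigenes, and each has a deposited p-value of its hairpin and a minimum free energy. For the degradome, the authors' deposited table from CleaveLand gives an alignment score, a category, a P-value and a signal in TPB for each pair of a miRNA and a target. Coordinates are positions on the authors' unigenes, as no genome was used here. The RPKM values of the 5 transcriptome libraries in the candidate table belong to no sample of the series and were not used.

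Reads of each family were summed over its members. Known miRNAs were scaled by the authors' recovered totals and litchi-specific miRNAs by the filtered reads of 20 to 24 nt. The libraries were compared in 4 pairs, 4 d and 14 d 0 h against 0 d, and 14 d 24 h and 14 d 48 h against 14 d 0 h. The ratio of each pair was given with an exact 95% interval from the conditional binomial distribution, and shares with an exact binomial (Clopper-Pearson) 95% interval. A library with 0 reads was taken to allow up to 3 counts. All intervals cover counting error only, since there is 1 library per time point, and no p-value was computed. P-values of degradome pairs are the authors', and only a Benjamini-Hochberg adjustment over the listed pairs was added. The interval was tested on simulated data for the 9 families with at least 100 raw reads at the depths of the 4 d and 0 d libraries, with 2000 simulations per family. With no difference 2.01% of simulated ratios were called higher and 2.33% lower. A fold of 1.5 gave 70.3% called higher and a fold of 2 gave 96.9%. The interval held the true ratio in 95.7% of the simulations without a difference. Counts were drawn from the Poisson distribution that the interval assumes, so this checks the computation only and leaves out variation between fruit or libraries.

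Named in the text are every family with at least 100 raw reads, every family or miRNA that the paper names in its results, the 11 litchi-specific miRNAs, every target of Table 2, every target with 7 or more miRNAs and every miRNA with 10 or more targets. Families were grouped in 10 lists by the known function of their conserved targets, and degradome targets in 8 groups by words of their annotation. Alternatives were other library totals, a minimum of 10 reads per family, members with more than 10 reads only, an interval that excludes 1.5, normalized reads for the census, other sets of reads for the complexity index, an alignment score of at most 3, categories 0 to 2 only, distinct sequences, and other thresholds of the P-value. Filtered reads per library ranged from 2907693 at 4 d to 4386007 at 14 d 24 h. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. Counts by size class, RT-qPCR, cleavage tests by RACE and transcriptome values were not analysed here.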

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

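The comparisons of 4 d with 0 d and of 14 d 48 h with 14 d 0 h both set the end of a period at ambient temperature against its start, and they went in opposite directions for a pair of litchi-specific miRNAs. At 4 d lch-miRC8 was 2.32 times as high as at 0 d (95% interval 1.03 to 5.58), and at 14 d 48 h it was 0.273 times as high as at 14 d 0 h (0.110 to 0.592). The call at 4 d was lost with the authors' total of the known miRNAs (2.06, 0.911 to 4.96) and over reads matching unigenes (1.80, 0.794 to 4.32). For lch-miRC9 the ratio was 0.0989 at 4 d (0.0195 to 0.312), whereas at 14 d 48 h it was at least 2.73-fold higher than at 14 d 0 h, where it had 0 reads and was set at the floor of 3 counts, with an exact lower 95% limit of 1.61. The difference between the comparisons was not tested, as each time point has 1 library.

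Reads were also found for families that the paper does not discuss. The miR171 family had 80 raw reads and the miR167 family 65 over the 5 libraries, but only 5 and 3 of them at 0 d. Both were chosen after their values had been seen. At 4 d miR171, whose conserved targets are SCARECROW-like factors, was 5.63 times as high as at 0 d (2.13 to 18.8). For miR167, whose conserved targets are auxin response factors, the ratio was 8.31 (2.51 to 43.2). Both were also higher at 14 d 0 h than at 0 d, at 2.94 (1.04 to 10.2) and 3.75 (1.03 to 20.5). Against 14 d 0 h no interval excluded 1, with 0.535 and 0.420 at 14 d 24 h. At 14 d 48 h the ratios were 1.75 (0.890 to 3.52) and 2.09 (0.988 to 4.56).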

How the results depend on the processing

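Alternatives were set before the deposited tables were opened but after their supplementary copies had been seen, except the share of 18 nt without lch-miR159a, the median signal with each site counted once and the count of Table 2 pairs with any miRNA of the family, which were chosen later, after seeing the data. For values without a test, a change beyond the counting interval or beyond 1.5 times a count is given, and the cause was not tested. Of the alternative values of whole comparisons, 93 stayed within these limits, 49 moved and 3 reversed, and of those of single miRNAs, families and other single values 539 stayed, 90 moved and 8 reversed. Over all trimmed reads the complexity index at 4 d was 0.977 times that at 0 d (reversed), with 0.921 at 14 d 0 h against 0 d and, against 14 d 0 h, 0.874 at 14 d 24 h and 1.05 at 14 d 48 h. Over reads matching unigenes the same ratios were 0.814 (reversed), 0.745, 1.08 (reversed) and 1.09. The share of reads matching unigenes was 0.267% of trimmed reads. With normalized reads 34 known miRNAs from 9 families exceeded 10 and 11 from 4 families exceeded 50.

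With a minimum of 10 reads, 11 families were higher and 4 lower at 4 d than at 0 d. Where the interval had to exclude 1.5, 2 families were higher at 4 d than at 0 d, 1 was higher and 1 lower at 14 d 0 h, 1 was higher and 0 were lower at 14 d 24 h and 0 were lower at 14 d 48 h. Over all trimmed reads, over the sum of known miRNA reads and over that sum without miR159, 1 family was lower at 14 d 0 h than at 0 d, and over both sums 1 was higher at 14 d 24 h than at 14 d 0 h. Directions reversed for miR159 at 14 d 0 h against 0 d (1.02 over the sum and 1.04 without miR159) and for lch-miR159d at 4 d against 0 d (1.07 over the sum). Over the sum without miR159 they also reversed for lch-miR159c at 14 d 0 h against 0 d (1.00), and for lch-miR396e (0.880) and lch-miR159b (0.922) at 14 d 48 h against 14 d 0 h.

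Over reads matching unigenes 1 litchi-specific miRNA was higher at 4 d, and lch-miRC2 at 14 d 48 h reversed to 0.992 times its 14 d 0 h level and to 0.652 times from the values of Table 1. The values of Table 1 are not corrected for depth. Where the interval had to exclude 1.5, 1 litchi-specific miRNA was higher and 3 were lower at 4 d and at 14 d 0 h than at 0 d, and 0 were lower at 14 d 24 h.

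With an alignment score of at most 3, the degradome table held 112 pairs, 80 miRNAs, 47 targets and 58 sites, with 22 pairs in category 0, 0 in category 1, 55 in category 2, 8 in category 3 and 27 in category 4, fewer by the filter itself. Categories 0 to 2 held 239 pairs, 117 targets and 132 sites, 53 miRNAs with more than 1 target and 30 targets with more than 1 miRNA. In the authors' deposited table 24 pairs had a P-value under 0.01 and 0 an adjusted one under 0.05, and those under 0.05 fall on 13 distinct sites. The share of listed sequences that end in TCT was 95.1% of miRNAs with more than 10 reads, 99.3% of reads and 91.4% of candidates.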

Differences from the paper's values

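The paper gives the share of reads that match the unigenes as approximately 10%, with up to 1 mismatch allowed. The deposited statistics, which count reads without mismatch, give 0.672% of the filtered reads of 20 to 24 nt. The alternative over all trimmed reads, 0.267%, differs as well.

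The paper's number of known miRNAs with more than 50 total reads is 65 from 19 families, whereas 34 from 9 families were counted here. The alternatives set before the deposited tables were opened, when their supplementary copies had been seen, also differ, with 11 miRNAs from 4 families over 50 normalized reads, and 34 from 9 with each distinct sequence counted once or with at least 50 reads. The paper's number with more than 10 total reads is 37 from 11 families, whereas 61 from 18 were counted here. Over normalized reads 34 miRNAs from 9 families exceeded 10, which lies within 1.5 times the paper's numbers, the limit used here for a difference, while distinct sequences (61 from 18) and at least 10 reads (65 from 19) differ. The setting of at least 10 raw reads gives the numbers that the paper states for more than 50, and Fig. 2a prints the thresholds the other way round, with more than 50 reads and a precursor for the smaller set. Against the thresholds of Fig. 2a the counts here are 61 miRNAs from 18 families over 10 reads and 34 from 9 over 50, where precursors were not counted.

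For miR396 on the kinase SRK2A (lychee_9553) the paper's Table 2 gives 21012.4 TPB, and the authors' deposited table gives 92.6 TPB, which is 229 TPB on the scale of mapped reads that Table 2 uses for known miRNAs. In reads this is 275 against 3. No alternative was set for this value. The other 18 of the 19 values of Table 2 did not differ, with known miRNAs on the scale of mapped reads and litchi-specific miRNAs on that of raw reads.

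The paper states that complexity rose along storage after the cold as well, but over the filtered reads the index at 14 d 24 h was 0.982 times that at 14 d 0 h, while 14 d 48 h was 1.21 times as high. Over reads matching unigenes, another of these alternatives, 14 d 24 h was 1.08 times as high, which has the paper's direction. Equal numbers of litchi-specific miRNAs are stated for both strands, and 6 lay on the plus and 5 on the minus strand. For the total reads of litchi-specific miRNAs the paper names lch-miRC1 alone as above its higher limit, whereas 5 exceeded it in raw reads and 1 did on the scale of Table 1. AFB2 is named for lychee_55456 in Table 2, whereas the deposited annotation names AFB3.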

Other observations

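Families were also summed in 10 lists by the known function of their conserved targets, with the authors' scaling. The function is not read from the litchi degradome, whose listed pairs of miR403, miR162 and miR167 name other genes. The miR159 and miR319 families of MYB and TCP factors together stood at 0.486 times their 0 d level at 4 d (95% interval 0.463 to 0.511) and at 0.752 times their 14 d 0 h level at 14 d 48 h (0.717 to 0.788), but at 1.21 times that level at 14 d 24 h (1.17 to 1.26). Within this list lch-miR159a alone stood at 0.173 times at 4 d against 0 d and at 0.210 times at 14 d 48 h against 14 d 0 h. The list without it was not computed. The 4 families of auxin signalling stood at 1.82 times (1.44 to 2.32) and 2.02 times (1.63 to 2.51) in the same comparisons, and at 14 d 48 h miR393 was the only one of them called. At 4 d the families of the silencing machinery stood at 2.82 times (1.92 to 4.22), the list of flavonoid and phenylpropanoid MYB factors at 2.45 times (1.40 to 4.46) and those of other developmental transcription factors at 4.18 times (1.78 to 11.4). At 14 d 48 h against 14 d 0 h these 3 lists stood at 1.27 times (0.941 to 1.71), 0.668 times (0.430 to 1.02) and 1.73 times (0.895 to 3.41), so none was called, although over all trimmed reads the silencing list was higher and over both sums of known reads the flavonoid list was lower. These 3 lists each rest on a single family at 4 d, as miR403 was called for the silencing machinery while miR162 was not (0.833, 0.441 to 1.55), miR858 held 41 of the 43 reads of the flavonoid list and miR171 held 26 of the 27 reads of other developmental transcription factors at 4 d. Growth-regulating factors are the targets of miR396 alone. At 4 d against 0 d, intervals included 1 for class III HD-Zip factors (1.20, 0.790 to 1.83), for sulphate and phosphate supply (16 against 8 reads, although higher over all trimmed reads and over the sum of known reads) and for copper proteins (5 against 4), and the list of disease resistance genes had 3 reads at 4 d and 0 at 0 d.

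Sequences of 18 nt held 25.1% of the known reads at 0 d, 8.03% at 4 d, 20.9% at 14 d 0 h, 14.1% at 14 d 24 h and 6.68% at 14 d 48 h, and those of 22 nt 22.6%, 43.8%, 28.0%, 26.1% and 41.9% at the same points. The share of 18 nt rests on lch-miR159a, as without it the share was 1.66% at 0 d, 3.08% at 4 d, 2.59% at 14 d 0 h, 1.93% at 14 d 24 h and 2.98% at 14 d 48 h. This setting was chosen after the values had been seen. Lengths are those of the listed sequences with their last 3 bases, whose origin is examined below, so they may not be the lengths of the miRNAs. Among the miRNAs that the paper measured by RT-qPCR, sequencing gave lch-miR396v_6 6 raw reads at 0 d, 21 at 4 d and 23 at 14 d 0 h, and lch-miR397 1 read in all. For lch-miR396e the ratio of 14 d 0 h to 0 d was 1.42 (1.08 to 1.88) and that of 14 d 24 h to 14 d 0 h was 0.617 (0.472 to 0.804). In contrast, lch-miRC5 and lch-miRC10, which the paper's RT-qPCR names together with it as higher at 14 d 0 h and falling by 24 h, had ratios of 14 d 0 h to 0 d of 0.464 (0.330 to 0.645) and 0.474 (0.303 to 0.731), and of 14 d 24 h to 14 d 0 h of 1.34 and 1.14, whose intervals included 1. For lch-miRC1, stated as lower throughout by RT-qPCR, the ratio to 0 d was 2.61 at 14 d 48 h (2.30 to 2.96), 0.937 at 14 d 24 h (0.813 to 1.08) and 0.572 at 14 d 0 h (0.484 to 0.676), the first 2 being comparisons chosen after the values had been seen, and at 4 d the interval included 1 (0.944 to 1.28), although over reads matching unigenes it was lower (0.852, 0.731 to 0.991).

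The tests of explanations that follow were chosen after the results had been seen, and the other library totals for miR396 were among the alternatives set earlier. Of the 296 known sequences 74.3% end in TCT (69.0% to 79.2%), against 2.15% of the 3-base words before the end, and all 11 litchi-specific sequences do. Of the sequences that match an Arabidopsis miRNA of the family without their last 3 bases, 6.67% have a reference that goes on with TCT (2.20% to 14.9%). Among them is lch-miR159d, so for it the miRNA itself may end so. For others the reference goes on with 3 other bases, as for lch-miR159a (GCT) and lch-miR159c (CTA), which argues against such an end there. In further sequences, such as lch-miR396a and lch-miR396d, the reference has fewer than 3 bases left and could not go on with TCT. The share of 6.67% thus cannot decide for the whole set. A candidate explanation is that 3 bases foreign to the miRNA remain at the end of the reads: 46.9% of the sequences lie within the reference without these bases and 3.13% with them, or 80.0% and 11.2% of their reads. The bound, more than 50% of the sequences, was set on sequences and was not reached there, while the share of reads lies above it, so this stays open. The reference list holds 20 families and was written from general knowledge, and no other biological explanation was tested.

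Over the filtered reads the complexity index was higher in the shallower library in 10 of 10 pairs, and in 7 over all trimmed reads and 8 over reads matching unigenes. Depth is excluded as the whole cause for 4 d against 14 d 48 h, where thinning allows at most 0.240 and 0.245 was seen. The filtered depth at 4 d was 98.5% of that at 14 d 48 h, so this pair says little about shallow against deep libraries. Over all trimmed reads 4 d, although shallower, had a lower index than 0 d (0.347 against 0.355), so the pattern is absent from that pair. Over the filtered reads thinning allows up to 0.254 for 4 d against 0 d and up to 0.267 for 14 d 48 h against 14 d 0 h, so depth and storage cannot be told apart there without read counts per sequence. Storage time stays open as a biological explanation and was not tested, with 1 library per time point.

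The miR396 reads were higher at 4 d than at 0 d and at 14 d 48 h than at 14 d 0 h. The choice among 5 library totals does not account for this, as the lowest ratios over them were 1.97 (1.83 to 2.13) and 1.28 (1.20 to 1.37). The lowest ratios came with the sum of known reads without miR159, in which miR396 itself holds 7582 of 15169 reads. All 5 totals are read sums of the same libraries, so a shift in their composition cannot be excluded. The difference does not rest on lch-miR396a alone, since without that sequence the ratios were 2.88 (2.54 to 3.27) and 1.88 (1.70 to 2.09). Of the 18 members with more than 10 reads, 14 were higher in both. Without their last 3 bases, lch-miR396d, lch-miR396e, lch-miR396b and lch-miR396f lie within the reference miRNA of the family, as does lch-miR396a. The members are thus not independent, and whether 1 miRNA in several length variants carries the family cannot be told. At 14 d 24 h miR396 was lower than at 14 d 0 h (0.769, 0.712 to 0.831), so the libraries show no steady rise after cold storage. Time at ambient temperature stays open as a biological explanation and was not tested, because a difference between single libraries may also come from the fruit or the library preparation.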
